# *MaTAR25* lncRNA regulates the *Tensin1* gene to impact breast cancer progression

**DOI:** 10.1038/s41467-020-20207-y

**Published:** 2020-12-22

**Authors:** Kung-Chi Chang, Sarah D. Diermeier, Allen T. Yu, Lily D. Brine, Suzanne Russo, Sonam Bhatia, Habeeb Alsudani, Karen Kostroff, Tawfiqul Bhuiya, Edi Brogi, Darryl J. Pappin, C. Frank Bennett, Frank Rigo, David L. Spector

**Keywords:** Breast cancer, Cell biology, Gene regulation, Long non-coding RNAs

## Abstract

Misregulation of long non-coding RNA (lncRNA) genes has been linked to a wide variety of cancer types. Here we report on *Mammary Tumor Associated RNA 25* (*MaTAR25*), a nuclear enriched and chromatin associated lncRNA that plays a role in mammary tumor cell proliferation, migration, and invasion, both in vitro and in vivo. *MaTAR25* functions by interacting with purine rich element binding protein B (PURB), and associating with a major downstream target gene *Tensin1* (*Tns1*) to regulate its expression in *trans*. The Tns1 protein product is a critical component of focal adhesions linking signaling between the extracellular matrix and the actin cytoskeleton. Knockout of *MaTAR25* results in down-regulation of *Tns1* leading to a reorganization of the actin cytoskeleton, and a reduction of focal adhesions and microvilli. We identify *LINC01271 as* the human ortholog of *MaTAR25*, and importantly, increased expression of *LINC01271* is associated with poor patient prognosis and metastasis. Our findings demonstrate that *LINC01271* represents a potential therapeutic target to alter breast cancer progression.

## Abstract (web summary)

A group of long non-coding RNAs (lncRNAs), *Mammary Tumor Associated RNAs* *1-30* (*MaTARs* *1-30*), are differentially expressed between mammary tumor cells and normal mammary epithelial cells. Here the authors report that *MaTAR25* plays a role in breast cancer cell proliferation, migration and invasion by regulating the expression of the *Tensin1* gene in *trans*.

## Introduction

Breast cancer is the most common cancer among women in the United States and worldwide, with an estimated 276,480 new cases of invasive disease in women in the United States in 2020^1^. Although overall breast cancer mortality has been decreasing over the past two decades, it is still the second leading cause of cancer deaths in American women. According to the National Cancer Institute, there will be an estimated 42,170 deaths due to this disease in 2020, accounting for 15% of all cancer deaths among women. Breast tumors can be classified into multiple subtypes based on histological evaluation and the most frequent type of breast tumors are ductal carcinomas, which affect the milk ducts of the breast. Ductal carcinomas can further be separated into two groups: non-invasive ductal carcinoma in situ (DCIS), and invasive ductal carcinoma (IDC) which accounts for 75% of all breast cancers^2,3^. Breast cancer is recognized as a heterogeneous disease and molecular classification of invasive breast carcinomas can stratify tumors into informative subtypes and provide key prognostic signatures. In addition to traditional pathological characterization and immunohistochemistry (IHC) to examine protein levels of markers such as estrogen receptor (ER), progesterone receptor (PR), and epidermal growth factor receptor-2 (HER2), additional studies evaluating genomic rearrangements and molecular expression profiles of breast cancers have provided further genetic insights to better understand the disease^4–6^. These approaches have identified six major molecular subtypes of breast cancer (luminal A, luminal B, HER2-enriched, triple-negative/basal-like, normal breast-like, and claudin-low)^7^, each displaying different phenotypic and molecular features and which have distinct clinical outcomes.

In recent years, large scale genome-wide studies indicated that thousands of RNAs can be transcribed from the human and mouse genomes that lack protein-coding capacity^8–10^. In particular, long non-coding RNAs (lncRNAs) with a length ≥200 nucleotides have been suggested to play key roles in a diverse range of biological processes^11–13^. Most lncRNAs are capped, spliced, and polyadenylated^8^. In addition, many lncRNAs are expressed in a tissue-specific and/or cell-type-specific manner and are involved in various gene-regulatory pathways^14,15^. Furthermore, misregulation of lncRNA expression has been linked to various diseases such as neuromuscular diseases, developmental disorders, neurodegenerative diseases, and cancers^16–20^. Several lncRNAs have been implicated as regulatory molecules in breast cancer progression and metastasis through different mechanisms^21,22^. For example, the *HOX* antisense intergenic RNA (*HOTAIR*) is overexpressed in primary breast tumors and related to cancer progression and metastasis. *HOTAIR* can change the localization pattern of Polycomb repressive complex 2 (PRC2) and histone methylation to regulate gene expression in breast carcinoma cells^23^. Recent findings suggest that the lncRNA breast cancer anti-estrogen resistance 4 (*BCAR4*)^24^ can control GLI family zinc finger 2 (GLI2) gene expression to promote cancer cell migration by interacting with Smad nuclear interacting protein 1 (SNIP1) and serine/threonine-protein phosphatase 1 regulatory subunit 10 (PNUTS). Targeting *BCAR4* by locked nucleic acids (LNA) in mouse models significantly affects cancer cell invasion and reduces lung metastases^25^. Genetic knockout or ASO-mediated knockdown of *Metastasis Associated Lung Adenocarcinoma Transcript 1 (Malat1)* was shown to result in the differentiation of primary mammary tumors and a significant reduction in metastasis^26,27^. In addition to transcriptional regulation, lncRNAs can have other regulatory roles. For example, the lncRNA *PVT1* has been shown to regulate Myc protein stability in breast cancer cells, resulting in cancer cell progression^28^, and the lncRNA *NKILA* can interact with and stabilize the NF-κB/IκB complex and inhibit breast cancer metastasis^29^. However, for the majority of lncRNAs, the exact function and molecular mechanism of action in breast cancers still await detailed characterization. Previously, we performed RNA sequencing (RNA-seq) to identify differentially expressed lncRNAs between mammary tumor cells and normal mammary epithelial cells. From this screen, we identified 30 previously uncharacterized lncRNAs as *Mammary* *Tumor* *Associated* *RNAs* *1-30* (*MaTARs 1–30*)^30^.

Here, we examined the role of *MaTAR25* in mammary tumor progression and metastasis. We found that genetic knockout (KO) of *MaTAR25* in highly aggressive 4T1 triple-negative (ER−, PR−, HER2−) mammary carcinoma cells results in a reduction in cell proliferation, migration, and invasion. KO cells transplanted into the mammary fat pad of BALB/c mice results in a significant decrease in tumor growth as compared to 4T1 control cells. Further, tail-vein injection of luciferase-labeled *MaTAR25* KO cells showed reduced homing to the lungs and a significant decrease in metastatic nodules. In a complementary study, an antisense oligonucleotide (ASO)-mediated knockdown (KD) of *MaTAR25* in the MMTV-Neu-NDL mouse model results in a significant decrease in tumor growth and a reduction in lung metastases. Analysis of the molecular function of *MaTAR25* indicates that it regulates the *Tns1* gene at the transcriptional level. Loss of *MaTAR25* results in a reduction of *Tns1* at the RNA and protein levels and a subsequent reorganization of the actin cytoskeleton and a reduction in focal adhesions and microvilli. Together, our data reveal *MaTAR25*, and its identified human ortholog *LINC01271*, as an exciting therapeutic candidate whose expression can be altered to impede breast cancer progression and metastasis.

## Results

### Characterization of *MaTAR25*, a nuclear-enriched lncRNA

We previously performed an RNA-seq screen to identify lncRNAs overexpressed in mammary tumors vs normal mammary epithelial cells as a means to identify potential candidates involved in mammary cancer progression and to explore their potential as therapeutic targets or key biomarkers in human breast cancer^30^. 

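In the GENCODE vM21 annotation of GRCm38, the gene that became MaTAR25 (ENSMUSG00000087684) lies on the minus strand of chromosome 2 from 167827693 to 167833646. Exon 1 spans 167832931 to 167833646 and is 716 bp long, and exon 2 spans 167827693 to 167829431 and is 1739 bp long. Of the protein-coding genes around it, Snai1 lies from 167538195 to 167542814, Cebpb from 167688915 to 167690418 and Ptpn1 from 167932057 to 167979385, all on the plus strand.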

Among those lncRNA genes identified, the *MaTAR25* gene on mouse chromosome 2 was originally annotated as 1200007C13Rik and it encodes a single transcript containing two exons (Fig. 1a). *MaTAR25* is overexpressed in mammary tumors in the MMTV-Neu-NDL (HER2 subtype) model compared to normal mammary epithelial cells and it is also upregulated in luminal and triple-negative subtypes of mammary cancer^30^. Analysis of ENCODE and FANTOM5 RNA-seq data has shown there is little to no expression of *MaTAR25* in normal mouse tissues compared to MMTV-Neu-NDL tumor cells^30,31^ (Supplementary Fig. 1a). The full-length *MaTAR25* transcript was determined to be 1978 nucleotides by 5′ and 3′ rapid amplification of cDNA ends (RACE) and Sanger sequencing (Fig. 1b), which was further confirmed by northern blot analysis (Fig. 1c).

**Fig. 1:**
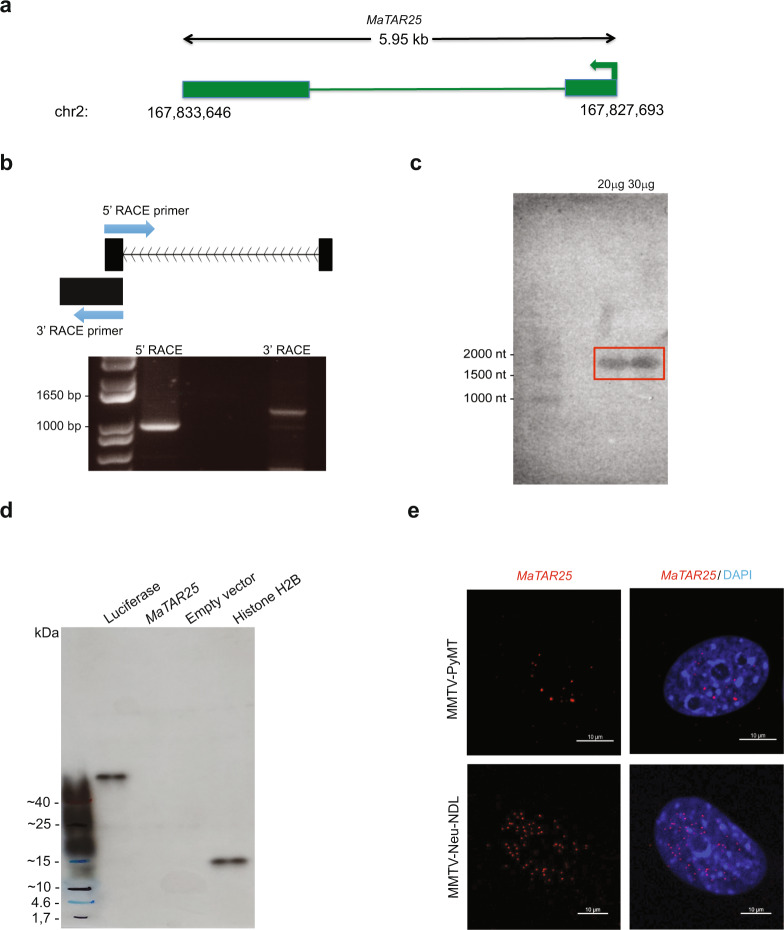
Characterization of *MammaryTumor* *AssociatedRNA25* (*MaTAR25*). **a** Representation of the *MaTAR25* gene locus. *MaTAR25* is an intergenic lncRNA gene located on mouse chromosome 2, and the *MaTAR25* RNA transcript contains 2 exons and a poly (A) tail. **b** 5′ and 3′ rapid amplification of cDNA ends (RACE) was performed to identify the full-length *MaTAR25* transcript. Three independent experiments were performed, and a representative gel image is shown. **c** The full-length *MaTAR25* transcript was confirmed by northern blot analysis to be ~2000 nt. In total, 20 μg or 30 μg of total RNA samples extracted from MMTV-PyMT primary cells were electrophoresed on a 1% agarose gel and probed. Two independent experiments were performed, and a representative gel image is shown. **d** In vitro transcription and translation reactions were performed to confirm that *MaTAR25* does not produce a peptide. The reaction products were loaded on a 4–20% gradient SDS-PAGE gel, and the signals were detected by HRP-conjugated streptavidin. Luciferase control DNA and *Xenopus laevis* Histone H2B (HISTH2B) expressing plasmids were used as positive controls and empty vector as a negative control. Three independent experiments were performed, and a representative gel image is shown. **e** Representative smRNA-FISH images showing localization of *MaTAR25* RNA transcripts (red) within nuclei of MMTV-PyMT and MMTV-Neu-NDL primary cells. Scale bars are 10 μm.

According to three independent computational coding potential prediction programs, the *MaTAR25* RNA transcript has very low protein-coding potential and is suggested to be a noncoding RNA (Supplementary Fig. 1b–d). However, there is one predicted open reading frame (ORF) with the potential to generate a 123 amino acid peptide (~13 kDa). In order to assess whether a peptide is encoded by the *MaTAR25* transcript, we performed in vitro transcription and translation. Compared to a luciferase DNA control (expected size 61 kDa) and a *Xenopus laevis* Histone H2B (HISTH2B) expressing plasmid control (expected size 14 kDa), there was no detectable peptide generated from a plasmid that contained the *MaTAR25* sequence (Fig. 1d). Together, these computational and experimental results confirm that *MaTAR25* does not make a peptide, and thus is a bona fide lncRNA.

In order to determine the localization and abundance of *MaTAR25*, we performed single-molecule RNA fluorescence in situ hybridization (smRNA-FISH) to detect *MaTAR25* RNA transcripts within MMTV-PyMT (luminal B) and MMTV-Neu-NDL (HER2/neu+) primary mammary tumor cells. The majority of *MaTAR25* transcripts were detected in cell nuclei (Fig. 1e), and each nucleus contained ~10–15 transcript foci. Thus, *MaTAR25* is a nuclear-enriched lncRNA with a potential role in the regulation of gene expression in mammary cancer cells.

### *MaTAR25* knockout decreases 4T1 cell viability/migration/invasion

To assess the functional role of *MaTAR25*, we proceeded to genetically KO *MaTAR25* in highly aggressive 4T1 triple-negative (ER−, PR−, HER2−) mammary carcinoma cells using CRISPR/Cas9. We designed gRNA pairs targeting various regions upstream and downstream of the transcription start site (TSS) of *MaTAR25* to create a genomic deletion (Fig. 2a and Supplementary Fig. 2a). *MaTAR25* knockout clones were single-cell sorted and selected by Sanger sequencing, qRT-PCR, as well as single-molecule RNA-FISH (Fig. 2a and Supplementary Fig. 2b).

**Fig. 2:**
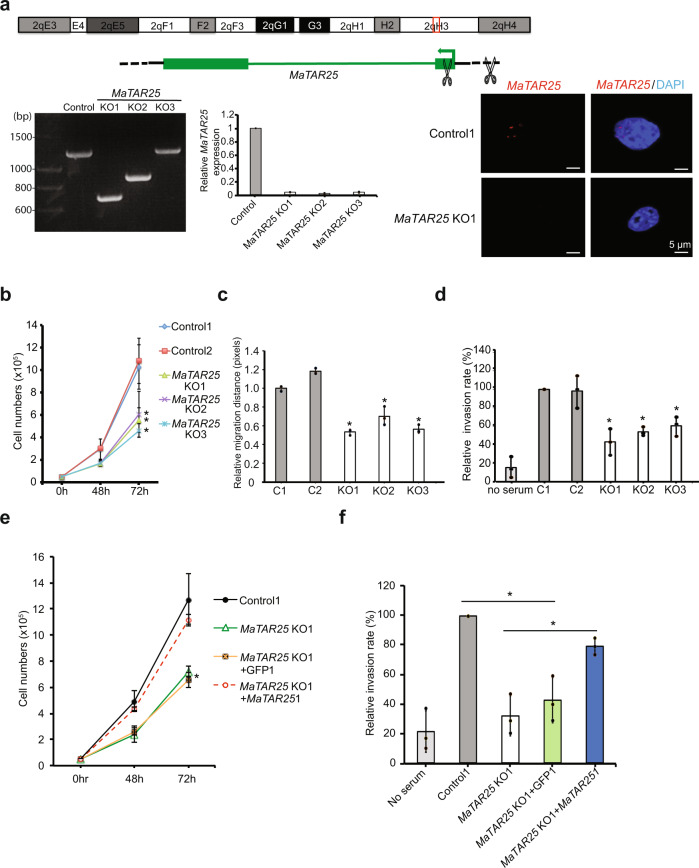
*MaTAR25* knockout affects 4T1 cell viability, migration, and invasion in vitro; all of which can be rescued by ectopic expression of *MaTAR25* in knockout cells. **a** CRISPR/Cas9 was used to generate *MaTAR25* KO clones in 4T1 cells. Pairs of sgRNAs were introduced targeting upstream and downstream of the transcription start site of *MaTAR25*, resulting in 390–620 bp genomic deletions over this region, and a *Renilla* Luciferase sgRNA was used as a negative control. Knockout clones were selected by genomic PCR and Sanger sequencing for homozygous genomic deletion. Control clones were selected by qRT-PCR for expressing similar levels of *MaTAR25* as parental 4T1 cells. qRT-PCR (*n* = 2), and representative images of single smRNA-FISH (red: *MaTAR25*) are shown to confirm *MaTAR25* KO. Scale bars are 5 μm. **b** 4T1 cells were seeded at the same cell density in 12-well tissue culture plates at day 0, and cell counting was performed at different time points. The mean cell numbers of three independent replicates of 4T1 control groups and *MaTAR25* KO groups are shown ± SD (*n* = 3). *P < 0.05 (paired Student’s *t* test; two-tailed). **c** Live-cell tracking was performed over time to examine cell migration. Images were collected every 5 min for a total of 8 h and analyzed by CellTracker image-processing software. The mean relative migration distance (μm) of 4T1 control groups and *MaTAR25* KO groups is shown ± SD (*n* = 3 independent replicates). *P < 0.05 (paired Student’s *t* test; two-tailed). **d** Twenty-four-well Boyden chamber invasion assay (24 h). The mean relative cell invasion of three independent replicates of 4T1 control groups and *MaTAR25* KO groups is shown ± SD (*n* = 3). *P < 0.05 (paired Student’s *t* test; two-tailed). **e** Selected clones with ectopic expression of *MaTAR25* or GFP were used as positive and negative controls to assess rescue in a cell viability assay. Data are presented as mean values ± SD (*n* = 3). *P < 0.05 (paired Student’s *t* test; two-tailed). **f** Cell invasion assay. The mean cell numbers and mean relative cell invasion of three independent replicates of 4T1 control1, *MaTAR25* KO1, *MaTAR25* KO1 with GFP expression, and *MaTAR25* KO1 with *MaTAR25* ectopic expression is shown ± SD (*n* = 3). *P < 0.05 (paired Student’s *t* test; two-tailed).

After selecting several *MaTAR25* KO clones, we evaluated them for alterations in cell viability, migration, and invasion as compared to control 4T1 cells. *MaTAR25* KO cells exhibited a significant decrease of 50% in cell viability as compared to 4T1 control cells (Fig. 2b). To further investigate this phenotype, we performed BrdU labeling and FACS analysis, which demonstrated a twofold increase in G2 cells, suggesting that the decreased proliferation phenotype is most likely the result of a lengthened G2 phase (Supplementary Fig. 2c). As cell migration and invasion are critical processes associated with metastasis, we were interested in determining whether *MaTAR25* loss might play a role in these events. We used a live-cell tracking assay to assess cell migration and we found a 40% reduction in cell motility upon loss of *MaTAR25* (Fig. 2c, Supplementary Fig. 2d, and Supplementary Movies 1, 2). A wound-healing assay also corroborated the observed difference in cell migration between 4T1 control and *MaTAR25* KO cells (Supplementary Fig. 2e). Finally, we used a Boyden chamber invasion assay and found that loss of *MaTAR25* resulted in a 45% reduction in invasion ability as compared to 4T1 control cells (Fig. 2d).

In order to exclude the possibility that the phenotypes observed in *MaTAR25* KO cells were caused by disturbing chromatin structure rather than specific loss of the *MaTAR25* transcript, we generated single-cell ectopic overexpression clones of *MaTAR25* in 4T1 *MaTAR25* KO cells. Ectopic expression of *MaTAR25* rescued both the cell proliferation and invasion phenotypes (Fig. 2e, f), indicating that *MaTAR25* RNA plays an important role in these processes in situ, and likely exhibits its effect in *trans*. Hence, *MaTAR25* appears to be an important lncRNA impacting mammary tumor cell growth and critical aspects of metastasis. 

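Polyadenylated RNA of 4T1 cells, a mouse mammary tumor cell line, was sequenced as single-end reads in 9 libraries. There were 2 libraries from 4T1 control cells, 3 from MaTAR25 KO1 and 4 from MaTAR25 KO2, which are 2 clones made by CRISPR/Cas9 deletion over the transcription start site. The labels give the control libraries by number. The authors mapped the reads to GRCm38 with STAR and counted them on the genes of GENCODE vM5 with HTSeq, and the deposited values are these raw counts. Whether the counting used the strand of the reads is not given in the sources used here. Between 31178780 and 43155437 reads per library were counted on genes in control cells (median 37167108.5), between 30652584 and 61110585 in KO1 (median 38555701) and between 25367211 and 48924579 in KO2 (median 40160119). Of all counts of each library, in and outside genes together, 33.9 to 37.0% were assigned to no gene and were left out, most of them not uniquely mapped (24.1 to 27.5% of all counts). The counts of KO2 replicate 2 were deposited with each gene listed 3 times with identical values, and each gene was used once. Across genes, the log counts scaled to library size of the 2 control libraries had a Pearson correlation of 0.991, those of the KO1 libraries of 0.980 to 0.985 and those of the KO2 libraries of 0.938 to 0.970, while libraries of different groups had 0.925 to 0.954. Genes are not independent replicates, so these values only describe the libraries.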

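Library sizes were scaled by the TMM method of edgeR, and the 15023 of 45318 genes that its filterByExpr function kept were tested. The 7 KO libraries were compared as 1 group with the 2 control libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at the paper's threshold of an adjusted p of 0.1. KO1 and KO2 were also compared with control separately in a 3-group fit. The biological coefficient of variation was 42.0% with the KO libraries as 1 group and 32.5% in the 3-group fit. On counts simulated for this comparison from the same library sizes, 153 of 192 genes changed by 2 on the log2 scale were called (79.7%). Among all 14632 simulated genes tested, 13 of the 166 calls were false (7.83%). The simulation used the smaller spread of the 3-group fit and no difference between the clones. These shares therefore describe a cleaner case than the KO libraries as 1 group.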

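MaTAR25, listed as 1200007C13Rik, had 35 and 30 counts in the control libraries, 2, 7 and 0 in KO1 and 11, 1, 9 and 6 in KO2. Scaled to a common library size (CPM, with TMM library sizes), its mean was 0.842 ± 0.104 CPM (SD, n = 2) in control cells and 0.134 ± 0.116 CPM (SD, n = 7) in KO cells, a log2 fold change of -2.63 (standard error 0.82, adjusted p = 0.0561 from edgeR's quasi-likelihood test). Every KO library was below both control libraries (two-sided exact permutation test, p = 0.0278, the smallest that the 36 splits of 2 and 7 libraries allow). The 0 in KO1 replicate 3 allows up to 3 counts. Against control the log2 fold change was -3.39 in KO1 (adjusted p = 0.0341) and -2.26 in KO2 (adjusted p = 0.0785, edgeR). Without control replicate 1 the adjusted p was 0.260, and without control replicate 2 it was 0.300, so the call needs both control libraries. Of the 15023 genes, 3392 were called between KO and control cells, 1789 higher and 1603 lower in KO cells. The KO and control libraries did not overlap in 3305 of the called genes. Of all tested genes, 5173 (34.4%) had no overlap, where chance gives 5.56% if all libraries were exchangeable. The exact permutation p rests on the same assumption. However, the 7 KO libraries come from 2 clones, and the clone of each control library is not given in the sources used here. The count of called genes can thus hold differences between clones, which this design cannot separate from the effect of the deletion. Leaving out a control library moved the count most, to 462 genes without control replicate 1 (197 higher, 265 lower) and 574 without control replicate 2. KO1 alone gave 4750 genes and KO2 alone 4724. Of the 2813 genes called in both clones, 2758 changed in the same direction (98.0%). In 20 simulations of unchanged clones against the same 2 controls, at most 1 gene was called in both. The simulated counts held the variation between libraries of a group and no difference between clones. They therefore cannot tell an effect of the deletion from a peculiarity of the control cells that both comparisons share. Across all tested genes, the log2 fold changes of the clones had a Pearson correlation of 0.624, within the 0.622 to 0.664 that these simulations gave from the shared controls alone. Among called genes with a mean of at least 1 CPM and no overlap, Pmp22, Gm37691 and Gm43241 rose most. Each had 0 counts in both control libraries, and against a floor of 3 counts over the 2 controls they were at least 154-fold, 77.3-fold and 61.2-fold higher in KO cells, and without the highest KO library of each gene at least 91.9-fold, 48.1-fold and 43.9-fold. For Gm37691 the bound was only 15.1-fold in KO1, and 7.75-fold without KO1 replicate 3, while KO2 replicate 1 had the most, 9.65 CPM. For Gm43241 the bound was 57.1-fold in KO1 and 64.2-fold in KO2. Without the highest library of each clone it was 39.7-fold in KO1 and 30.6-fold in KO2. Pmp22 varied from 0.136 CPM in KO2 replicate 3 to 20.3 CPM in KO2 replicate 2. Dapk1, Cplx2 and Gmpr fell most, with log2 fold changes of -8.65, -6.99 and -5.76 and adjusted p of 0.00181, 0.00748 and 0.000259 from edgeR. The 5.41 ± 0.238 CPM of Gmpr in control cells (SD, n = 2) stood against 0.0968 ± 0.0393 CPM in KO cells (SD, n = 7), a difference far larger than the spread in either group.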

To further explore *MaTAR25’s* downstream targets, we performed RNA-seq to identify differentially expressed genes by comparing *MaTAR25* KO cells with 4T1 control cells (Supplementary Data 1). 

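For the processes named in Supplementary Fig. 2f, 4 gene lists were tested between KO and control cells with camera, a competitive test of limma, at its preset correlation of 0.01 on log CPM. The log2 fold changes below are those of the edgeR fit of KO against control. The DNA replication list had 40 tested genes with a median log2 fold change of 1.31, and 38 of them were above 0 (camera adjusted p over the 4 lists = 1.03e-17). The G2/M list had 65 tested genes with a median of 0.78, and 61 were above 0 (adjusted p = 1.31e-14). In the list of proteasome subunits, 37 of 39 genes were tested, with a median of 0.51 and 34 above 0 (adjusted p = 2.45e-08). In the oxidative phosphorylation list, 79 of 85 genes were tested, with a median of 0.64 and 73 above 0 (adjusted p = 1.33e-13). The median over all tested genes was 0.055. Adjusted over all genes tested, 32 DNA replication, 39 G2/M, 17 proteasome and 41 oxidative phosphorylation genes were called, every one of them higher in KO cells. Adjusted over the list alone, 35, 47, 22 and 54 genes were called higher in KO cells, and 1 oxidative phosphorylation gene lower. With fry, a rotation test that keeps the correlation between genes, the adjusted p of the lists were 3.21e-05, 0.000423, 0.000288 and 0.000458 in the same order. Fry tests whether a list changes at all, not whether it changes more than other genes, so it does not check the competitive result of camera. Camera with a correlation estimated from the data moved the lists most: the adjusted p was 0.0240 for DNA replication, and 0.0505 for each of the other lists, no longer below 0.05. From its pathway analyses of the changed genes, the paper reports altered cell cycle and DNA-related processes and relates them to the phenotypes of KO cells.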

Pathway analysis of the differentially expressed genes by Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Set Enrichment Analysis (GSEA) both revealed alteration in cell cycle and DNA-related processes, both related to the observed phenotypes we observed in *MaTAR25* KO cells (Supplementary Fig. 2f). The expression levels of three neighboring protein-coding genes (*Snai1, Cebpb,* and *Ptpn1*) were not consistently altered in *MaTAR25* KO cells compared to 4T1 control cells (Supplementary Fig. 2g). In addition, the expression levels of these three neighboring protein-coding genes were not significantly changed upon *MaTAR25*-specific antisense oligonucleotide (ASO)-mediated knockdown in 4T1 and cNeu (MMTV-Neu-NDL) cells consistent with the role of *MaTAR25* functioning in *trans* (Supplementary Fig. 2h).

### *MaTAR25* knockout decreases tumor progression/metastasis in vivo

In order to further evaluate the functional impact and the therapeutic potential of *MaTAR25* in mammary tumor progression, we performed multiple in vivo studies. Injection of *MaTAR25* 4T1 KO cells into the mammary fat pad of BALB/c mice resulted in a significant 56% decrease in tumor growth at day 28, compared to the 4T1 control injected group (Fig. 3a, b). In addition, we performed tail-vein injection using *MaTAR25* KO cells expressing a luciferase reporter to track cancer cell homing and metastasis to the lungs in BALB/c mice. The in vivo bioluminescence signal in the lungs of mice injected with *MaTAR25* KO cells was reduced (Supplementary Fig. 3a) compared to those injected with 4T1 control cells. On day 21, the number of metastatic nodules in lung samples collected from the *MaTAR25* KO group was also significantly decreased by 62% compared to the 4T1 control group (Fig. 3c).

**Fig. 3:**
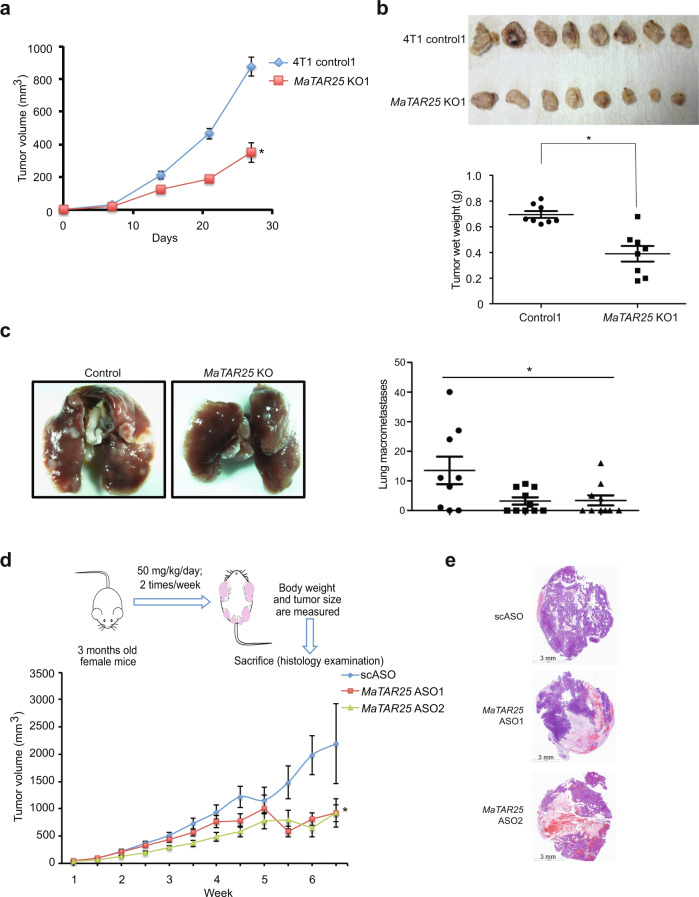
*MaTAR25* knockout impairs tumor growth and metastasis in vivo. **a** 4T1 control or *MaTAR25* KO cells were injected orthotopically into the mammary fat pad of female BALB/c mice. Primary tumors were measured every week over a period of 4 weeks, and the mean tumor volume of eight mice per group is shown ± SE. *P < 0.05 (paired Student’s *t* test; two-tailed). **b** Ten mice were sacrificed, and tumors were collected at day 28 to compare the tumor growth rate between the control group and *MaTAR25* KO groups. Tumors derived from *MaTAR25* KO cells showed a 56% reduction in tumor growth. The mean tumor wet weight is shown ± SE. *P < 0.05 (paired Student’s *t* test; two-tailed). **c** Female BALB/c mice were injected into the tail vein with 4T1 control1 or *MaTAR25* KO cells. Mice were monitored every week and sacrificed at day 21. Mouse lungs were collected and imaged (left panel), and lung metastatic nodules were counted to compare the metastatic ability between the control group and *MaTAR25* KO group (right panel). Mice injected with *MaTAR25* KO cells exhibited a 62% reduction in lung metastatic nodules. Data are presented as mean values shown ± SD. *P < 0.05 (paired Student’s *t* test; two-tailed). **d** Schematic showing the approach for ASO-mediated knockdown of *MaTAR25* in MMTV-Neu-NDL mice. Two independent *MaTAR25* ASOs or a control scASO were used for subcutaneous injection. Primary tumors were measured twice per week, and the mean tumor volume of seven mice per group is shown ± SE. *P < 0.05 (paired Student’s *t* test; two-tailed). **e** Hematoxylin and eosin (H&E)-stained tumor images showing the different histological phenotypes between tumor samples from the scASO-injected group and *MaTAR25* ASO-injected group. More than five tumor samples in each group were examined, and representative images are shown. Scale bars are 3 mm.

As a complementary approach to CRISPR/Cas9 KO, we designed a series of *MaTAR25*-specific antisense oligonucleotides (ASOs), (16-mers) comprised of phosphorothioate-modified short S-cEt (S-2′-O-Et-2′,4′-bridged nucleic acid) gapmer chemistry^32–34^. We individually screened multiple ASOs targeting *MaTAR25* to identify the most effective ASOs in terms of KD efficiency by qRT-PCR after 48 h and 72 h of ASO treatment in 4T1 cells. The two most effective *MaTAR25* ASOs achieved a knockdown ranging from 70 to 90% (Supplementary Fig. 1e). When comparing *MaTAR25* ASO-treated cells to mock or scrambled ASO (scASO)-treated 4T1 control cells after 72 h, we found a significant decrease in cell viability using cell counting assays (−45% for ASO1 and −38% for ASO2) (Supplementary Fig. 1f), and similar reduction phenotypes were also observed in cNeu (MMTV-Neu-NDL) cells treated with *MaTAR25* ASOs (−50% for ASO1 and −41% for ASO2) (Supplementary Fig. 1g), consistent with our KO studies indicating that *MaTAR25* has a role in mammary cancer cell proliferation.

Furthermore, to assess the therapeutic potential of reducing the level of *MaTAR25* in vivo, we evaluated the impact of subcutaneous injection of two independent *MaTAR25* ASOs for their in vivo ability to knockdown *MaTAR25* and to impact mammary tumor progression in the MMTV-Neu-NDL mouse model. ASO-mediated knockdown of *MaTAR25* resulted in a 59% decrease in tumor growth compared to the scASO control group (Fig. 3d and Supplementary Fig. 3b). By comparing the hematoxylin and eosin (H&E)-stained tumor sections collected from the *MaTAR25* ASO-injected group with the scASO control group, we observed a strong level of necrosis in the *MaTAR25* ASO-treated mammary tumor samples (Fig. 3e) but not in other non-tumor tissues (Supplementary Fig. 3c). Importantly, mammary tumors from the scASO control group lacked any significant necrotic phenotype (Fig. 3e). We also collected lung samples from each group to examine for the presence of micro-metastases, and the H&E-stained lung sections showed that KD of *MaTAR25* resulted in a 40% incidence rate of micro-metastatic nodules in lungs from ASO1 or ASO2-treated animals as compared to a 76.9% incidence rate for the scASO control group (Supplementary Fig. 3d). Together, our in vitro and in vivo data indicate that *MaTAR25* plays a critical role in promoting mammary tumor progression and metastasis.

### *MaTAR25* is a positive upstream regulator of *Tns1*, a mediator of cell–matrix adhesion and migration

Next, we were interested in revealing aspects of the molecular mechanism of action of *MaTAR25* in regulating mammary tumor progression. Since we previously identified *MaTAR25* to be highly enriched in cell nuclei by smRNA-FISH, we went on to perform cell fractionation to isolate cytoplasmic and nucleoplasmic lysates as well as chromatin pellets of 4T1 cells to determine the subcellular enrichment of *MaTAR25* by qRT-PCR analysis. Notably, compared to the enrichment of β*-actin* and *Malat1*, we found a significant enrichment of *MaTAR25* in the nucleoplasmic and chromatin fractions (Fig. 4a), indicating that the molecular mechanism of action of *MaTAR25* may be related to transcriptional regulation. To test this hypothesis, we performed Chromatin Isolation by RNA Purification (ChIRP)^35^ to pull down RNA/DNA complexes by using specific biotin-labeled antisense oligonucleotides targeting *MaTAR25* as well as biotin-labeled antisense oligonucleotides targeting housekeeping gene Ppib transcripts as the corresponding control (Fig. 4b). 

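In ChIRP, cells are fixed so that RNA stays bound to chromatin, biotin-labeled oligonucleotides complementary to an RNA pull it down, and the DNA that comes with it is sequenced. The 14 oligos against MaTAR25 were used together (total pool) or as 7 odd-numbered and 7 even-numbered oligos, and 8 oligos against Ppib RNA gave the control. In 4T1 cells the labels list 2 libraries of the total pool, 2 of the odd pool, 3 of the even pool, 1 of the Ppib pool and 4 of input DNA. In MMTV-Neu-NDL cells they list 2 libraries of the total pool, 1 of the Ppib pool and 2 of input. For these cells the labels give the genotype as MMTV-PyMT, and the paper's name is used here. The authors mapped paired-end reads to GRCm38 with Bowtie2, called peaks over the replicates of each pool against the Ppib pulldown with HOMER, and kept peaks with at least 50-fold enrichment. The deposited values are 4 annotated peak lists, 1 for each pool in 4T1 cells and 1 for MMTV-Neu-NDL cells, with the genes of GENCODE vM16. The peak score is the authors' own and is used here only to rank or filter peaks within a list. Because replicates were pooled before peaks were called and the lists hold no read counts, the depth and the spread between replicates are unknown here, and intervals given for shares of peaks are 95% Wilson binomial intervals that cover counting error over peaks only.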

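The 4T1 lists held 64607 peaks for the even pool, 61311 for the odd pool and 76806 for the total pool, and the MMTV-Neu-NDL list held 70329. The median peak length was 500 bp in the 4T1 lists and 625 bp in the MMTV-Neu-NDL list. In the 4 lists, 46.2 to 47.0% of the peaks were annotated as intergenic, 42.0 to 42.5% as intronic, 3.54 to 3.84% as promoter and 3.51 to 3.83% as exonic. The even list holds 8877 peaks on chromosome 2 and 0 on chromosome 3, whereas the odd list holds 4454 and 3835 and the total list 5666 and 4659. Of the even-list peaks on chromosome 2, 43.8% overlapped a total-list peak of chromosome 2 and 35.7% overlapped a total-list peak at the same coordinates of chromosome 3, while the coordinates of the other chromosomes gave 0 to 3.81%. Values for even-pool peaks on these chromosomes carry this limit.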

ChIRP-seq identified *MaTAR25* genomic targeting sites (Supplementary Data 2, 3), and revealed that these targets are highly enriched in simple repeats regions and LTRs (log ratio enrichments to input are two- to threefold). 

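Peaks were compared with control regions of the same length placed 10 kb away from each peak, and sequences were read from GRCm38. Runs of at least 4 TGG (or CCA on the other strand), a simple repeat, lay in 5.60% of even-pool peaks (interval 5.42 to 5.78) against 0.501% of control regions, in 4.14% of total-pool peaks against 0.500%, and in 6.00% of MMTV-Neu-NDL peaks against 0.522%. In the odd-pool list the same runs lay in 0.877% of peaks (interval 0.807 to 0.954) against 0.427% of control regions, a 2.05-fold difference beside 11.2-fold in the even-pool list. The kind of repeat moved these shares most. Perfect simple repeats of any unit of up to 6 bases and at least 24 bases long, a measure chosen after the data had been seen, lay in 15.8% of even-pool peaks and 14.0% of control regions, and in 12.8% and 13.7% for the total pool. LTR elements were not analysed here. Exact matches of at least 12 bases to any of the 14 MaTAR25 oligos, on either strand, lay in 24.2% of the total-pool peaks (interval 23.9 to 24.5) against 1.46% of control regions, 16.5-fold. The other shares were 19.8% in the even-pool list, 23.8% in the odd-pool list and 23.6% in the MMTV-Neu-NDL list, 13.3-fold, 16.5-fold and 15.0-fold over their control regions. Matches to the 8 Ppib oligos lay in 0.316% of total-pool peaks and 0.846% of control regions. In percentage points, a shorter match moved the total-pool share most: 63.5% of these peaks held a match of at least 10 bases, 2.74-fold over control regions. A match of at least 14 bases lay in 3.93% of them, 35.9-fold over control regions. The paper states that MaTAR25 targets are enriched in simple repeats and LTRs, relative to input and from target sites that overlap between pools. The shares here cover all peaks of a list against regions 10 kb away, so they do not test that statement as the paper measured it.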

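For 4T1 cells, Supplementary Fig. 4a shows the logos of 5 motifs, each 12 bases long, and the tallest letter at each position was read by eye. The exact sequence GGAGAAGGGAGG, on either strand, was found in 2.68% of the 76806 total-pool peaks and in 0.107% of control regions. GGAAACACCCAG was found in 0.534% of peaks and 0.0182% of control regions, TCACAGAGAAGG in 0.637% and 0.0404%, and TGCATCTCCAGG in 0.669% and 0.0195%. The remaining motif is the one named for MaTAR25 and PURB. The motifs are matrices that allow other bases, so these shares count only their most frequent form. Each of these sequences is also a stretch of a MaTAR25 oligo or of its reverse complement, and the peaks hold oligo sequence more often than control regions do. A test for the binding sites of the transcription factors was not run here.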

According to Hypergeometric Optimization of Motif EnRichment (HOMER) motif analysis, these targets are potential binding sites of the transcription factors ZBTB7C, ZNF354C, Irf3, GATA1, and REL (Supplementary Fig. 4a). 

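Each ChIRP peak was assigned to the gene of its nearest annotated promoter, as the peak lists give it. The even-pool and odd-pool lists of 4T1 cells had 18050 genes in common, of which 5744 were among the 15023 genes tested in the RNA-seq data. Of these, 1305 were called between KO and control cells, where 1296.92 would be shared by chance. Genes near a peak were called in 22.7% of cases and the other tested genes in 22.5% (odds ratio 1.01, two-sided Fisher's exact test, p = 0.748). Genes are not independent, so this p describes the overlap only. A peak could lie at any distance from its gene, and the even-pool and odd-pool peaks of a gene need not overlap. Counting every gene nearest to a peak of the total pool moved the overlap upward, to 2049 genes, and leaving out control replicate 1 of the RNA-seq libraries moved it furthest, to 173, with 217 without control replicate 2. With only peaks inside a gene the overlap was 924 genes (odds ratio 1.09, Fisher's exact test, p = 0.0617). Without chromosomes 2 and 3, where the even-pool list has its uneven numbers of peaks, the overlap was 1139 genes among 13009 tested (odds ratio 0.967), a check chosen after the data had been seen.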

Combining the *MaTAR25* KO RNA-seq data and ChIRP-seq results, we found a total of 446 overlapping genes (Fig. 4c and Supplementary Data 4), which could be downstream targets regulated by *MaTAR25*. Among these overlapping genes, the top gene ranked by ChIRP-seq data, just under *MaTAR25* itself, is *Tensin1* (*Tns1*) (Fig. 4c and Supplementary Fig. 4b). 

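In the total-pool list of 4T1 cells the peak with the highest score, 7720.7, covered exon 2 of MaTAR25 on chromosome 2 from 167827384 to 167829742. The second, with a score of 3162, lay in the Tns1 gene on chromosome 1 from 74048222 to 74049127. The highest Tns1 peak ranked second in the even-pool list, from 74048393 to 74049142 with a score of 1771.9, and second in the MMTV-Neu-NDL list with 2739.9. In the odd-pool list its rank was 5, with a score of 4136. With each peak given to the gene of its nearest promoter, the highest-scoring Lonp2, Pvt1, Ilvbl and Zhx2 peaks ranked 16, 30, 33 and 34 in the total-pool list, and those of Ggnbp2 and Immp2l 1175 and 15997. The peak of rank 5, on chromosome 15 from 62063479 to 62064479, lies inside Pvt1 and is not counted for it, because the promoter of Gm27782 is nearer. All these ranks stand within a list, and they carry no error because replicates were pooled. Of the 10 highest-scoring total-pool peaks, 9 held an exact match of at least 14 bases to a MaTAR25 oligo, the Tns1 peak among them.
Tns1 had 310 and 71 counts in the control libraries, 77, 27 and 5 in KO1, and 12, 9, 122 and 6 in KO2. Its mean was 4.49 ± 3.28 CPM (SD, n = 2) in control cells and 0.836 ± 0.941 CPM (SD, n = 7) in KO cells, a log2 fold change of -2.41 (standard error 0.93, adjusted p = 0.110 from edgeR's quasi-likelihood test), which did not pass the threshold over all genes tested. Over the list of genes named in the paper alone, the adjusted p was 0.0450, and the paper chose that list on these libraries. Because KO2 replicate 3, at 2.76 CPM, was above control replicate 2, at 2.17 CPM, the exact permutation test gave p = 0.0556 (two-sided). The adjusted p was 0.0595 with DESeq2, 0.0880 in the 3-group fit and 0.0311 without KO2 replicate 3, all past the threshold, and 0.640 without control replicate 1. Without that control library the log2 fold change was -1.35, and without control replicate 2 it was -3.01 (adjusted p = 0.218). Against control, the log2 fold change was -2.56 in KO1 and -2.30 in KO2, with adjusted p of 0.149 and 0.154 from edgeR, and the difference between the clones had an adjusted p of 0.891. The paper proposes the genes of the overlap as possible downstream targets of MaTAR25 and names Tns1 as the top one by ChIRP-seq after MaTAR25 itself.

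**Figure D1:**
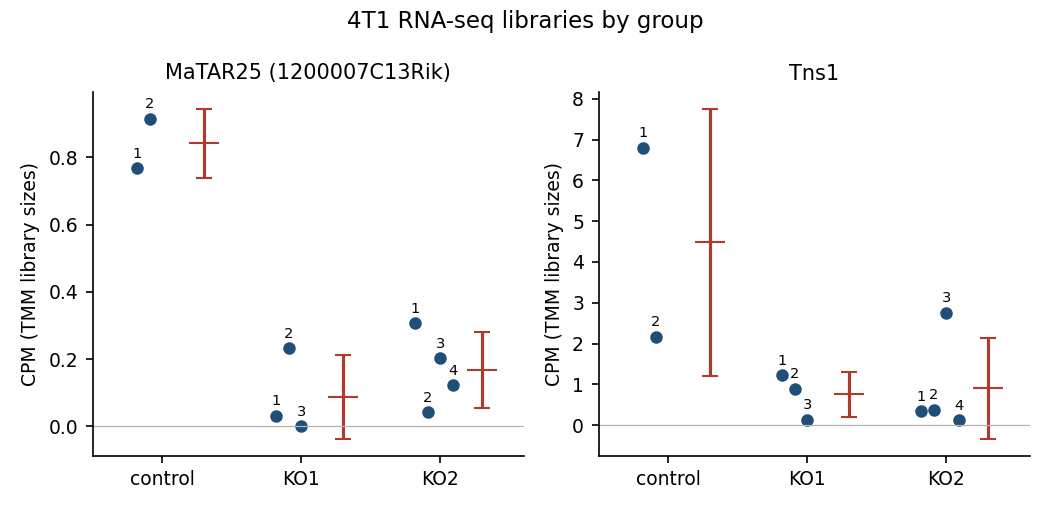
CPM (counts scaled by TMM library sizes) of MaTAR25 (left) and Tns1 (right) in each RNA-seq library of 4T1 control, KO1 and KO2 cells, on linear axes. Blue points are libraries with their replicate numbers, and red lines are the group mean and SD (n = 2, 3 and 4). For Tns1, KO2 replicate 3 at 2.76 CPM lies above control replicate 2 at 2.17 CPM.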

The *Tns1* gene encodes for a protein that localizes to focal adhesions and positively regulates cell migration and invasion^36,37^. By qRT-PCR and immunoblot analysis, we found that the RNA and protein levels of *Tns1* are significantly lower in *MaTAR25* KO cells than in 4T1 control cells (Fig. 4d). Additional qRT-PCR results from *MaTAR25* ASO1-mediated KD in 4T1 and cNeu cells also indicated *Tns1* expression levels correlate with *MaTAR25* RNA levels (Supplementary Fig. 4d). Interestingly, ectopic expression of *MaTAR25* in *MaTAR25* KO cells results in a corresponding increase in the level of *Tns1* (Fig. 4e). Hence, we conclude that *Tns1* is a direct downstream target of *MaTAR25* and further confirming that *MaTAR25* imparts its function in *trans*. In order to confirm the ChIRP-seq result and to further investigate how *MaTAR25* might regulate the level of *Tns1*, we next performed double-label DNA FISH to detect the *MaTAR25* (Chr2) and *Tns1* (Chr1) gene loci in cells, and we found no physical interaction between these genomic loci (Supplementary Fig. 4e, upper panels). However, combined *MaTAR25* smRNA-FISH and *Tns1* DNA FISH in the same cells showed that *MaTAR25* RNA was overlapping with at least one *Tns1* allele in 50% of the cells (Supplementary Fig. 4e). In contrast, RNA-FISH to localize *MaTAR26* only showed a 14% overlap between the *MaTAR26* RNA signal and a *Tns1* allele (Supplementary Fig. 4e). This demonstrates the specificity of *MaTAR25* RNA transcripts associating with the *Tns1* gene to regulate its expression. We, therefore, performed CRISPR/Cas9 knockout using gRNAs targeting *Tns1* in 4T1 cells and selected *Tns1* KO clones for in vitro functional assays. We found that the *Tns1* KO cells phenocopied the *MaTAR25* KO cells and exhibited a significant 40% decrease in cell viability (Fig. 4f) and a 30% decrease in cell migration vs control cells (Supplementary Fig. 4f). In addition, ectopic expression of *Tns1* in 4T1 *MaTAR25* KO cells can rescue the cell viability phenotype (Fig. 4g). Interestingly, high expression of *TNS1* is strongly correlated with poor survival of grade 3 breast cancer patients^38^ (Supplementary Fig. 4c). Together, these data indicate that *Tns1* is a critical downstream target of *MaTAR25*.

**Fig. 4:**
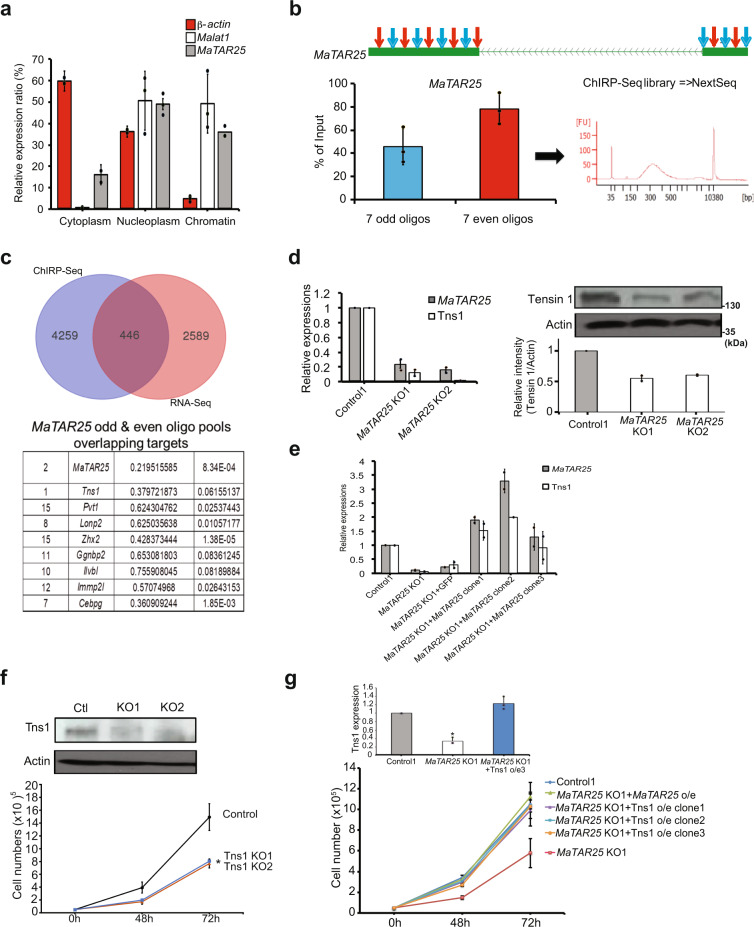
*MaTAR25* is a positive upstream regulator of *Tns1*. **a** Cell fractionation was performed to isolate cytoplasmic, nucleoplasmic, and chromatin-associated RNA. qRT-PCR was used to determine the subcellular localization ratio of *MaTAR25* transcripts. *β-actin* and *Malat1* were used as marker RNAs for quality control. Data are presented as mean values ± SD (*n* = 3 independent experiments). **b** Schematic diagram showing the targeting of biotin-labeled oligonucleotides binding *MaTAR25* transcripts for Chromatin Isolation by RNA Purification (ChIRP)-seq. Odd and even oligo pools (seven oligos in each pool) were used, and qRT-PCR was performed to check the RNA purification efficiency. Data are presented as mean values ± SD (*n* = 3 independent experiments). **c** Venn diagram showing differentially expressed genes in *MaTAR25* KO cells identified from RNA-Seq overlapped with *MaTAR25* ChIRP-seq data. The top candidate genes are listed. Statistics were determined using DESeq2, and a FDR-adjusted *P* value of <0.1 was set as a threshold for statistical significance. **d** Validation of *Tns1* as a *MaTAR25*-targeted gene by qRT-PCR and immunoblotting in 4T1 control and *MaTAR25* KO cells (*n* = 2 independent experiments). **e** The RNA expression level of *Tns1* is rescued upon ectopic expression of *MaTAR25* in *MaTAR25* KO cells as determined by qRT-PCR (*n* = 2 independent experiments). **f** CRISPR/Cas9 targeting was used in 4T1 cells to generate *Tns1* knockout clones. The upper panel shows expression levels of Tns1 in 4T1 control, *Tns1* KO clone1, and *Tns1* KO clone2 by immunoblotting. The lower panel shows the cell counting viability assay result of 4T1 control1, *Tns1* KO1, and *Tns1* KO2. Results are mean ± SD (*n* = 3 independent experiments). *P < 0.05 (paired Student’s *t* test; two-tailed). **g** Ectopic expression of *Tns1* in *MaTAR25* KO cells rescues the cell viability defect. The top panel shows expression levels of Tns1 in 4T1 control1, *MaTAR25* KO1, *MaTAR25* KO1 with *Tns1* ectopic expression clone3 by qRT-PCR. Results are mean ± SD (*n* = 3 independent experiments). *P < 0.05 (paired Student’s *t* test; two-tailed). The bottom panel shows the cell counting viability assay results of 4T1 control1, *MaTAR25* KO1, *MaTAR25* KO1 with *MaTAR25* ectopic expression, and *MaTAR25* KO1 with *Tns1* ectopic expression clone1-3. Results are mean ± SD (*n* = 2 independent experiments).

Since *Tns1* is a key component of focal adhesion complexes and is responsible for cell–cell and cell–matrix interactions as well as cell migration by interacting with actin filaments^39^, we examined the organization of actin filaments, as well as the additional focal adhesion complex components paxillin and vinculin^40^, in 4T1 control and *MaTAR25* KO cells by immunofluorescence (IF) confocal microscopy. Indeed, the F-actin microfilaments are disrupted (Supplementary Fig. 4g), and the distribution of paxillin and vinculin proteins are altered dramatically (Supplementary Fig. 4i) in 4T1 *MaTAR25* KO cells as compared to 4T1 control cells. Interestingly, both ectopic expression of *MaTAR25* or *Tns1* in 4T1 *MaTAR25* KO cells can rescue the actin filament phenotype (Supplementary Fig. 4g), supporting our finding that *Tns1* is a critical downstream target of *MaTAR25* regulating mammary tumor progression. To further evaluate the phenotype of *MaTAR25* KO cells, we used transmission electron microscopy (TEM) (Supplementary Fig. 4h). TEM clearly revealed a dramatic reduction of microvilli over the cell surface of *MaTAR25* KO cells compared to 4T1 control cells, indicating loss of *MaTAR25* expression impacts the actin-bundling process (Supplementary Fig. 4h) as well as microvilli formation in 4T1 cells.

### *MaTAR25* interacts with PURB to carry out its function

It has been suggested that lncRNAs can interact with transcriptional regulators/co-factors to form ribonucleoprotein (RNP) complexes to regulate the expression of downstream genes in the cell nucleus^41^. To identify *MaTAR25* interacting proteins, we used two different paired sets of biotin-labeled antisense oligonucleotides targeting *MaTAR25* for native RNA antisense oligonucleotide pulldown (RAP) in 4T1 cells followed by qRT-PCR which revealed a 50–60% pull-down efficiency (Supplementary Fig. 5a). Samples were eluted from beads for mass spectrometry isobaric tags for relative and absolute quantitative (MS-iTRAQ) analysis to identify proteins that bind to *MaTAR25*, and Ppib as the corresponding control. We ranked the candidate interactors based on detectable peptides above background in both pair sets of oligonucleotide pull-downs, and selected candidates with at least twofold enrichment compared to corresponding Ppib oligo pulldown (Fig. 5a and Supplementary Data 9). Among the protein candidates, two transcription co-regulators always appeared on the top list between multiple runs. These are purine-rich element-binding protein A (PURA) and purine-rich element-binding protein B (PURB), which can form homodimers or heterodimers in the nucleus^42^. Additionally, one other protein, Y-box protein 1 (YBX1) also on the candidate list, but which did not pass the enrichment criteria, was shown in a previous study to interact with PURA to form a PURB/PURA/YBX1 heterotrimer^43^. To verify our MS result, we first performed immunoblot analysis with PURA and PURB antibodies and we could detect significantly higher enrichment of PURA and PURB in samples of *MaTAR25* oligonucleotide pulldown than in the Ppib oligonucleotide pulldown (Fig. 5b, upper panel). RNA immunoprecipitation (RIP) using PURB antibodies compared to IgG control also revealed the specificity of the *MaTAR25*-PURB interaction (Fig. 5c) but not *MaTAR25*-PURA (Supplementary Fig. 5b). Based on these data, we demonstrate that PURB is the lead protein directly binding to *MaTAR25*. Immunoblot analysis using pulldown samples from 4T1 and 4T1 *MaTAR25* KO cell lysates (Fig. 5b, lower panel) plus pull-down samples from NDL primary cell lysates (Supplementary Fig. 5c) confirmed the specific interaction between *MaTAR25* and PURB. To further confirm the role of PURB in regulating *Tns1*, we manipulated the level of PURB in 4T1 cells either through ectopic overexpression (Fig. 5d) or siRNA-mediated knockdown and demonstrated upregulation or downregulation of *Tns1*, respectively (Supplementary Fig. 5d). The results confirmed that the expression level of *Tns1* is related to the changes in PURB expression level in 4T1 cells, indicating that the *MaTAR25*/PURB RNP complex is essential for the regulation of *Tns1*.

**Fig. 5:**
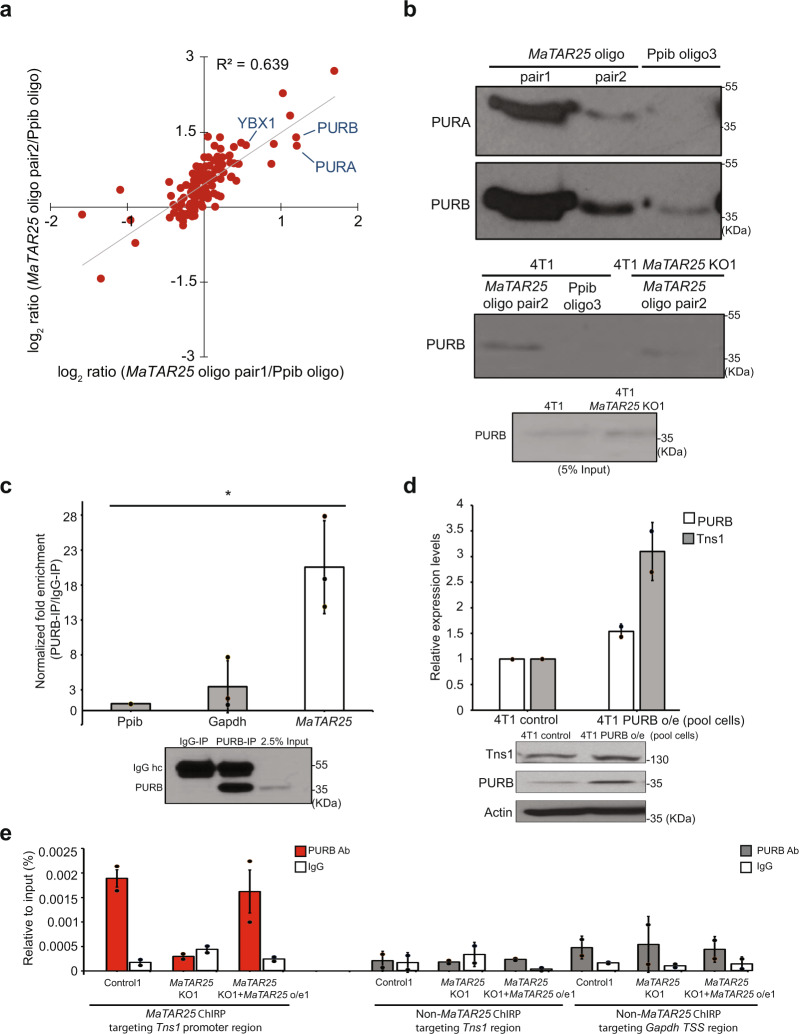
*MaTAR25* interacts with PURB to carry out its function. **a** Scatterplot depicts the fold enrichment of protein candidates from isobaric tags for the relative and absolute quantitation (iTRAQ) analysis comparing two independent oligo pair sets targeting *MaTAR25* RNA transcripts vs Ppib RNA transcripts. **b** Upper: immunoblot analysis of PURA and PURB following pulldown of *MaTAR25* or Ppib from 4T1 cells. Lower: immunoblot analysis of PURB following the pulldown of *MaTAR25* or Ppib from 4T1 cells or 4T1 *MaTAR25* KO cells. More than three different experiments were performed, and representative images are shown. **c** *MaTAR25*, Ppib, and Gapdh transcripts were assessed by qRT-PCR in endogenous PURB, or IgG (negative control) immunoprecipitates from 4T1 cells. Fold enrichment of PURB associated RNA signal over IgG signal is calculated and data are presented as mean values ± SD (*n* = 3 independent experiments). *P < 0.05 (paired Student’s *t* test; two-tailed). Immunoblot analysis of PURB was performed as a control. **d** qRT-PCR analysis and immunoblotting of Tns1 expression in 4T1 cells following ectopic overexpression of PURB. The relative expression levels are shown as mean values ± SD (*n* = 2 independent experiments). **e** ChIP-qPCR analysis of PURB occupancy over the identified *MaTAR25* targeting region and non-targeting region of the *Tns1* DNA locus by ChIRP-seq analysis. ChIP-qPCR was performed in 4T1 control1 cells, 4T1 *MaTAR25* KO1 cells, and upon ectopic expression of *MaTAR25* in *MaTAR25* KO1 cells. Primers for a *MaTAR25* non-targeting region and the Gapdh TSS were used as negative controls. Bar graphs represent the mean ± SD (*n* = 2 independent experiments).

*Tns1* isoform 3 was identified as the major isoform expressed in MMTV-Neu-NDL and 4T1 cells (Supplementary Fig. 5e). Based on our ChIRP-seq result, we were able to go on to identify the promoter region of *Tns1* isoform 3, which contains a very high purine:pyrimidine ratio (3:1) including many potential PURB-binding sequence motifs (GGTGG)^44^, as the main targeting region in the *Tns1* gene (Supplementary Fig. 5f). Moreover, Hypergeometric Optimization of Motif EnRichment (HOMER) motif analysis based on ChIRP-seq data indicated the top enriched motif sequence of *MaTAR25* interacting genes is GGTGGTGGAGAT further supporting the *MaTAR25*-PURB-binding motif sequence (Supplementary Fig. 4a). Therefore, we performed chromatin immunoprecipitation (ChIP) using a PURB antibody and multiple qPCR primer pairs and showed that PURB has a high occupancy capacity over this region of *Tns1*. 

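The highest-scoring Tns1 peak of the 4T1 total pool is 906 bp long and lies in intron 3 of 32 of the longest annotated Tns1 transcript, ENSMUST00000191104, which runs on the minus strand of chromosome 1 of GRCm38 from 74124449 to 73910232. Its centre, at 74048674, is 11517 bp upstream of the start of ENSMUST00000190599, the nearest downstream start in GENCODE vM21, and 11541 bp upstream of that of ENSMUST00000187281. The peaks of the odd-pool list, from 74048373 to 74049122, and of the MMTV-Neu-NDL list, from 74048385 to 74049134, cover the same place. The plus strand of the peak holds 520 purines and 386 pyrimidines, a ratio of 1.35, with 17 GGTGG, and the minus strand holds 0. The sequence printed in Supplementary Fig. 5f is 255 bases long, with 184 purines and 71 pyrimidines, a ratio of 2.59, and 10 GGTGG. It aligns to the plus strand from 74048551 to 74048802 with an edit distance of 14, and the reference there reads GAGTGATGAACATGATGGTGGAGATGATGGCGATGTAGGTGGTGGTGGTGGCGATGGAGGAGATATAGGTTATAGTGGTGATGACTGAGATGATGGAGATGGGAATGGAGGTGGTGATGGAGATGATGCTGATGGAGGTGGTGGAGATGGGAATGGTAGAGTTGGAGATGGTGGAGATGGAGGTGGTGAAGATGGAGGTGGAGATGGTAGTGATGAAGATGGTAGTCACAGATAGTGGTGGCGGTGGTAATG. Of all total-pool peaks, 22.5% were at least as rich in purines on one strand as the whole Tns1 peak (57.4%), and so were 20.1% of control regions. At least 17 GGTGG on one strand were found in 660 peaks (0.859%) and 37 control regions (0.0482%). The peaks in these counts had a median length of 500 bp and were not matched to the Tns1 peak in length. The purine share of the Supplementary Fig. 5f sequence itself was not compared with a background. The longest exact match of the peak to a MaTAR25 oligo is GGTGGTGGAGATGGAA, 16 bases, from 74048534 to 74048549, which are bases 3 to 18 of even oligo 4. The peak of the odd-pool list at this place holds the same match and no match of 10 or more bases to an odd oligo.

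**Figure D2:**
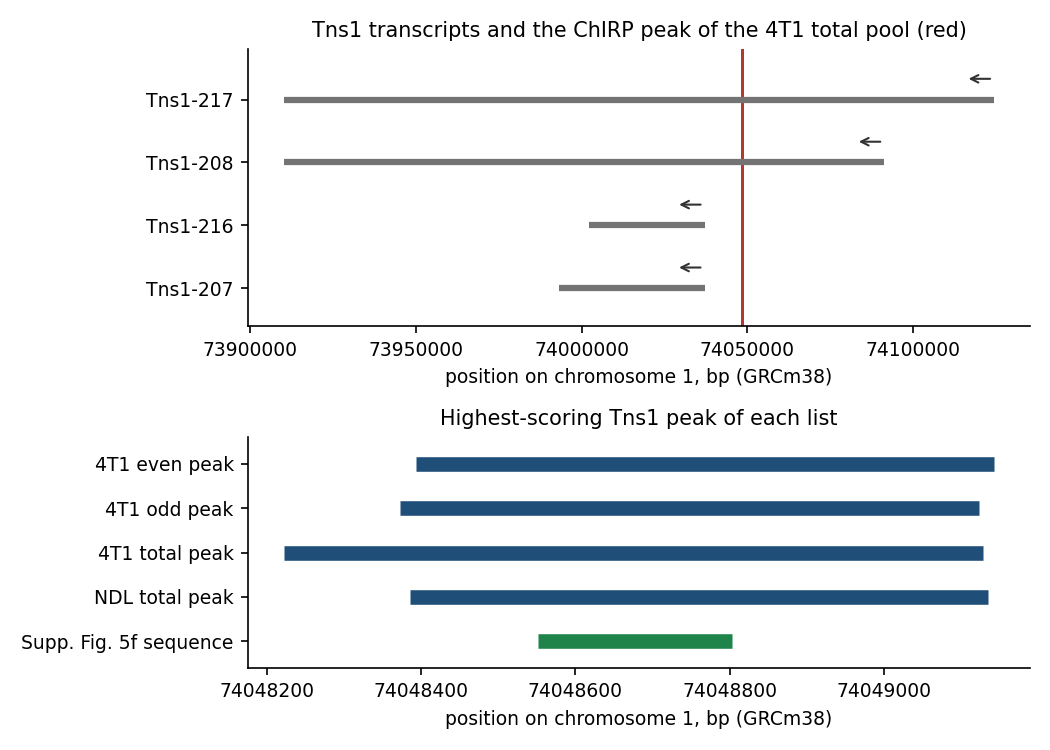
Upper panel: 4 Tns1 transcripts along chromosome 1 of GRCm38 (position in bp), with arrows for the direction of transcription and the total-pool peak in red. Lower panel: the highest-scoring Tns1 peak of each of the 4 lists and the site of the Supplementary Fig. 5f sequence, which lies inside all 4 peaks from 74048551 to 74048802.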

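The exact sequence GGTGGTGGAGAT, on either strand, was found in 450 of the 76806 total-pool peaks of 4T1 cells (0.586%, 95% interval 0.534 to 0.642) and in 9 control regions 10 kb away (0.0117%, interval 0.00617 to 0.0223). Among the 1000 highest-scoring peaks it was found in 118, or 11.8%. The even-pool list had it in 419 peaks, the odd-pool list in 414 and the MMTV-Neu-NDL list in 423 (0.601%). The same 12 bases are bases 3 to 14 of oligo 4 of the even pool, CAGGTGGTGGAGATGGAATG, whose target in exon 2 of MaTAR25 lies on chromosome 2 from 167829283 to 167829302. The paper reads this motif, together with the GGTGG sequences at Tns1, as the binding motif of MaTAR25 and PURB.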

Importantly, the occupancy was impaired in *MaTAR25* KO cells and was able to be restored upon ectopic expression of *MaTAR25* in 4T1 *MaTAR25* KO cells (Fig. 5e). Moreover, we found the binding ability of *MaTAR25* to its downstream targeting regions (*Tns1, PVT1,* and *Has2*) was reduced in 4T1 PURB KO cells but not in PURA KO cells compared to 4T1 control cells using ChIRP-qPCR (Supplementary Fig. 5g). Together, these results provide compelling evidence indicating the interaction of PURB protein with *MaTAR25* is required for PURB binding to regulatory motifs in the *Tns1* gene in 4T1 cells.

### Human lncRNA *LINC01271* is the human ortholog of *MaTAR25*

In order to translate our exciting findings in regard to mouse *MaTAR25* to the human system for potential future clinical applications, we went on to characterize the human ortholog of *MaTAR25* and confirm its function in human breast cancer cells. Based on syntenic conservation between the human and mouse genomes, we previously found three lincRNAs as potential human counterparts of *MaTAR25*: *LINC01270*, *LINC01271*, and *LINC01272*^30^ (Fig. 6a). Among these three lncRNAs, only *LINC01271* is transcribed in the same direction as *MaTAR25*. Analysis of The Cancer Genome Atlas (TCGA) data^30^ suggests two of these potential orthologs, *LINC01270* and *LINC01271*, are expressed at increased levels in multiple subtypes of breast cancer (Fig. 6a). Therefore, we focused on these two lincRNAs and performed independent ectopic expression of *LINC01270* and *LINC01271* in 4T1 *MaTAR25* KO cells to determine if one of these human lincRNAs could rescue the mouse *MaTAR25* KO phenotype. Cell viability assays indicated that ectopic expression of *LINC01271*, but not *LINC01270*, can rescue the proliferation phenotype of *MaTAR25* KO cells (Fig. 6b). Invasion assays also showed that ectopic expression of *LINC01271* in 4T1 *MaTAR25* KO cells can rescue the cell invasion phenotype (Fig. 6c). In addition, the expression of *Tns1* can also be restored to a similar level as in control 4T1 cells upon overexpression of *LINC01271* in *MaTAR25* KO cells (Fig. 6d). Immunoprecipitation (RIP) using the PURB antibody indicated a specific interaction between PURB and *LINC01271* (Supplementary Fig. 6a) in human triple-negative breast cancer MDA-MB-231 LM2 cells^45^. Next, we performed smRNA-FISH to examine the localization of *LINC01271* within MDA-MB-231 LM2 cells and we found that similar to *MaTAR25* it is a nuclear-enriched RNA (Supplementary Fig. 6b). Together, these results validate *LINC01271* as the human ortholog of *MaTAR25*.

**Fig. 6:**
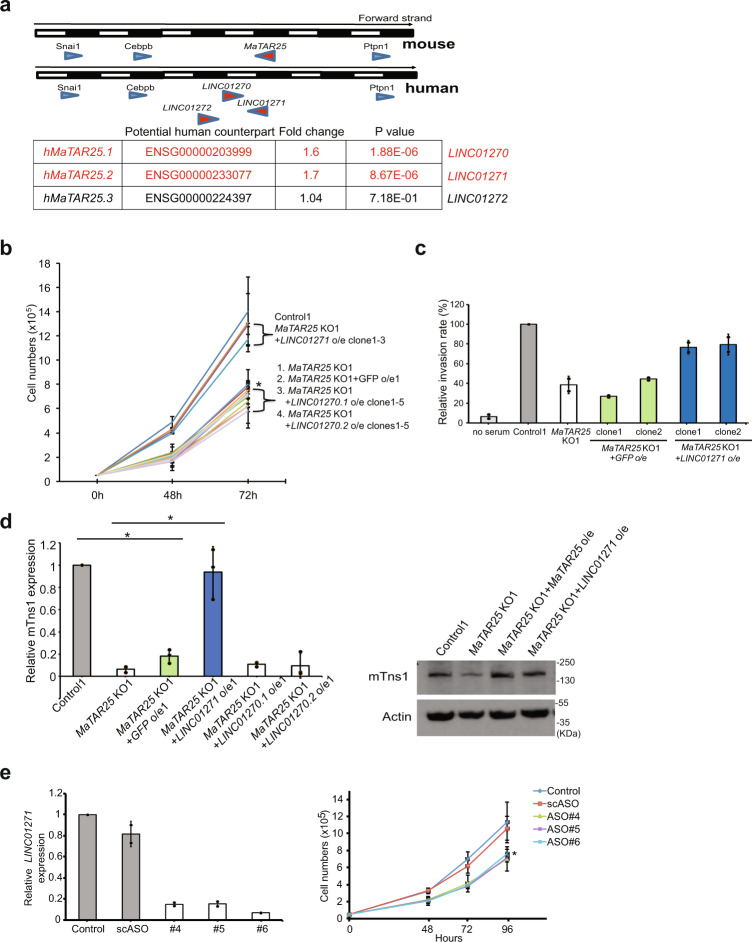
Human *LINC01271* is the human ortholog of *MaTAR25*. **a** All potential human orthologs of *MaTAR25* (*hMaTAR25*) were identified based on conservation of genomic location (synteny). RNA-seq data from The Cancer Genome Atlas (TCGA) was analyzed to evaluate the expression status of all potential *hMaTAR25* candidates by comparison of 1128 TCGA breast tumor datasets to 113 normal breast tissue controls. Fold change and statistical significance were calculated using the Wilcoxon rank test; *P* values were adjusted using the Benjamini & Hochberg method by DESeq2^30^. **b** Attempted rescue of 4T1 *MaTAR25* KO cells upon ectopic expression of two transcript isoforms of *LINC01270* (*LINC01270.1*, and *LINC01270.2*), or *LINC01271* in cell viability assays. The mean cell numbers of three independent replicates of 4T1 control1, *MaTAR25* KO1, *MaTAR25* KO1 with GFP, *LINC01270.1* clone1-5, *LINC01270.2* clone1-5, and *LINC01271* clone1-3 are shown ± SD (*n* = 3) *P < 0.05 (paired Student’s *t* test; two-tailed). **c** 4T1 *MaTAR25* KO cells with ectopic expression of GFP was used as a control to assess rescue in a cell invasion assay. The mean relative cell invasion of two independent replicates of 4T1 control, *MaTAR25* KO1, *MaTAR25* KO1 with GFP clone1-2, *LINC01271* ectopic expression clone1-2 is shown ± SD (*n* = 2 independent experiments). Ectopic expression of *LINC01271* can rescue the *MaTAR25* KO cell invasion phenotype. **d** RNA expression level of *Tns1* was determined in *MaTAR25* KO1 cells ectopically expressing *LINC01270.1*, *LINC01270.2*, or *LINC01271* by qRT-PCR. Data are presented as mean values ± SD (*n* = 3 independent experiments). *P < 0.05 (paired Student’s *t* test; two-tailed). The protein level of mTns1 was also examined in *MaTAR25* KO cells with ectopic expression of *LINC01271* by immunoblot analysis. **e** Three different ASOs targeting *LINC01271* were used to independently knockdown *LINC01271* in MDA-MB-231 LM2 cells. Left panel: the knockdown efficiency is calculated and data are shown as mean values ± SD (*n* = 2 independent experiments) by qRT-PCR after 24 h treatment of ASOs. Right panel: the mean cell numbers of three independent cell counting experiments of MDA-MB-231 LM2 mock-treated control cells, cells treated with scrambled ASO, and cells treated with three different *LINC01271* ASOs are shown ± SD (*n* = 3). *P < 0.05 (paired Student’s *t* test; two-tailed).

### *LINC01271* may play a role in human breast cancer progression and have diagnostic and/or therapeutic potential

We performed ASO-mediated KD of *LINC01271* in MDA-MB-231 LM2 cells and selected the three most effective *LINC01271* ASOs to assess a KD phenotype. After 96 h of ASO treatment to mediate KD of *LINC01271* in MDA-MB-231 LM2 cells (Fig. 6e, left panel), all three independent ASOs decreased cell viability by ~32% (Fig. 6e, right panel). The KD result supports a role for *LINC01271* in human breast cancer progression.

By using reactome pathway analysis with *LINC01271* expression based on breast cancer TCGA data, we found the top pathways are related to the cell cycle (Supplementary Fig. 6c). In addition, according to the lncRNA database TANRIC^46^, higher expression of *LINC01271* is correlated with poor breast cancer patient survival (Supplementary Fig. 6d). qRT-PCR analysis of the expression level of *LINC01271* in breast tumor organoids vs organoids derived from normal adjacent breast tissue showed a higher expression level of *LINC01271* in tumor-derived organoids (Supplementary Fig. 6e).

Next, we performed smRNA-FISH to localize *LINC01271* in patient breast tumor sections. We found that *LINC01271* expression level was increased with increased breast tumor stage (Fig. 7a and Supplementary Fig. 7a), and we identified the presence of clonal and regional differential expression patterns in most of the breast tumor patient samples (Supplementary Fig. 7b). Most interestingly, lung and lymph node metastases exhibited higher expression of *LINC01271* than primary tumors from the same patients (Fig. 7b and Supplementary Fig. 7c). Thus, together these findings from patient-derived samples support our hypothesis that *LINC01271* is a potential therapeutic target to impact breast cancer progression and metastasis.

**Fig. 7:**
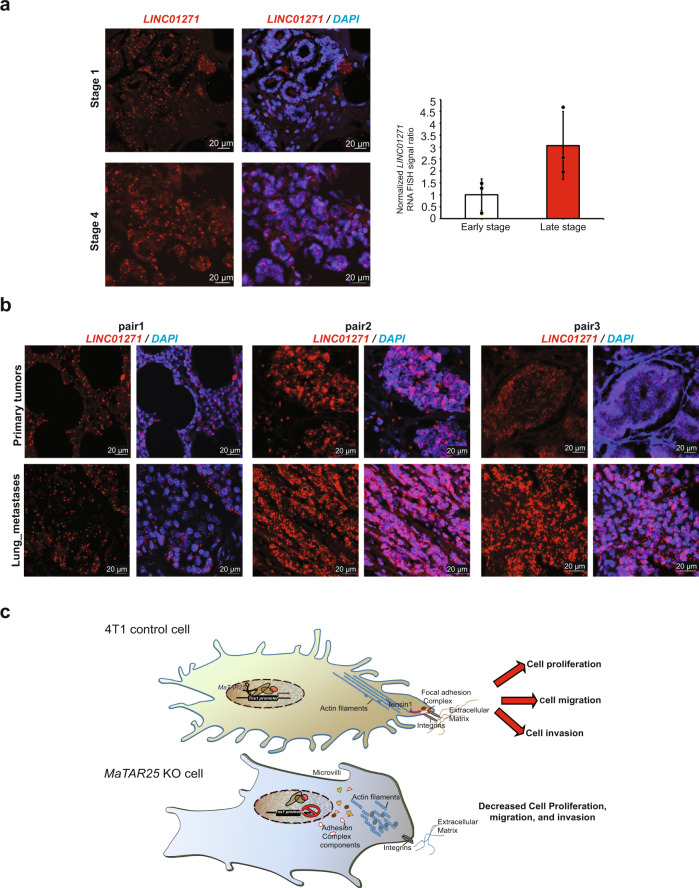
*LINC01271* expression in breast tumors and lung metastases. **a** smRNA-FISH images showing the expression of *LINC01271* (red) in patient breast tumor sections from different stages of breast cancer. More than six random areas on each slide were examined, and representative images are shown. Scale bars are 20 μm. The quantification of six images (three early stage and three late stage) of breast tumor sections is shown and data are presented as mean values ± SD. *P* = 0.08587 (paired Student’s *t* test; two-tailed). **b** smRNA-FISH images showing the expression pattern of *LINC01271* (red) within luminal subtype patient breast cancer primary tumors and lung metastases sections from the same patients. More than six random areas on each slide were examined, and representative images are shown. Scale bars are 20 μm. **c** Proposed model of *MaTAR25* function. *MaTAR25* acts as a scaffold and/or chaperone recruiting PURB to the *Tns1* gene where it induces its transcription. The Tns1 protein associates with focal adhesion complexes regulating signaling between the extracellular matrix and the actin cytoskeleton. KO or KD of *MaTAR25* results in a reorganization of the actin cytoskeleton and focal adhesion complexes as well as a significant decrease in microvilli resulting in a reduction in cell proliferation and migration.

## Discussion

We identified *MaTAR25* as a lncRNA that is upregulated in HER2+, luminal, and TNBC as compared to normal mammary epithelial cells. Genetic KO or ASO KD of *MaTAR25* results in a reduction in cell proliferation, migration, and invasion (Fig. 7c). Injection of 4T1 *MaTAR25* KO cells into the mouse mammary fat pad or tail vein results in smaller tumor growth and a significant reduction in lung metastases. The human ortholog of *MaTAR25* was identified as *LINC01271*, and it is expressed in primary breast tumors and at even higher levels in lymph node and lung metastases. Increased expression of the human ortholog of *MaTAR25* is associated with poor patient prognosis^46^.

In order to understand the molecular mechanism by which *MaTAR25* imparts its function, we used ChIRP-seq and RNA-seq to identify and validate the *Tns1* gene as a direct downstream target of *MaTAR25*. *MaTAR25* positively regulates the expression of *Tns1* in mammary cancer cells through binding to its DNA sequence in *trans*. Tns1 has been shown to localize to focal adhesions and fibrilla adhesions, and to assist in mediating signaling between the extracellular matrix and the actin cytoskeleton to impact cell movement and proliferation^36,37^. Several reports have shown that loss of *Tns1* can cause a decrease in cell motility in many cell types^47–49^, and *Tns1* has also been shown to be involved in epithelial–mesenchymal transition (EMT) of cancer cells^50^. The general relationship between the expression of *Tns1* and different stages/subtypes of breast cancer has been unclear. However, Kaplan–Meier survival analysis indicates that the expression of *Tns1* is increased in grade 3 breast tumors^38^ supporting our findings of a positive role of *Tns1* in breast tumor progression mediated by *MaTAR25*. Although *Tns1* is the top target of *MaTAR25* with the highest statistical significance we cannot rule out the possibility that *MaTAR25* also regulates other genes as well given the additional candidates identified in our ChIRP-seq analysis. These candidates will be the focus of future studies.

By performing RNA antisense oligonucleotide pulldown (RAP) in 4T1 cells combined with iTRAQ mass spectrometry, to determine the relative quantitation of *MaTAR25*-associated proteins, we identified a specific interaction between *MaTAR25* and purine-rich element-binding protein B (PURB) which appears to be crucial for the downstream regulation of *MaTAR25*. PURB has been reported to be a transcriptional co-activator and binds to the single strand of the repeated purine-rich element PUR which is present in promoter regions and as such has been implicated in transcriptional control. PURB plays different roles in many physiological and pathological processes^51–53^. For example, PURB has been shown to be overexpressed in several different cancer types^54^. In addition, a previous study showed PURB to act as a transcriptional co-factor that can be recruited by *linc-HOXA1* to mediate the transcriptional regulation of *linc-HOXA1* in embryonic stem cells^44^ supporting a critical role of PURB with different lincRNAs in different biological contexts. We identified the *MaTAR25* target region of the *Tns1* gene to have a high ratio of purine to pyrimidine bases (3:1), and our ChIP-qPCR result indicated a high occupancy capacity of PURB over this targeting region, further supporting a functional role of PURB in partnering with *MaTAR25* to regulate the *Tns1* gene. The results of ectopic overexpression or siRNA-mediated knockdown of PURB, resulting in altered expression (upregulation or downregulation, respectively) of *Tns1* in 4T1 mammary cancer cells indicating a transcriptional regulatory role of PURB in this context. As the interaction of PURB with *MaTAR25* is essential for PURB binding to *Tns1* DNA this suggests that *MaTAR25* acts as a chaperone and/or scaffold for the *MaTAR25*/PURB/*Tns1* DNA complex, which is critical for transcriptional regulation of *Tns1* thereby impacting cancer progression.

PURB can form a homodimer, a heterodimer with PURA, or a heterotrimer with PURA and Y-box protein 1 (YBX1). Interestingly, these two additional proteins were also identified in our MS-iTRAQ analysis of *MaTAR25* interactors, and have been studied in many cancer types^55–57^. Future investigation of these potential interactions may provide further insights into the molecular mechanism of the *MaTAR25-* PURB complex in cancer cells.

Based upon synteny and further validation, we identified *LINC01271* as the human ortholog of *MaTAR25*. Interestingly, *LINC01271* has been identified as one of 65 new genetic loci that are related to overall breast cancer risk^58^. *LINC01271* expression is increased in breast cancer and correlates with poor clinical outcome based on the analysis of patient clinical data^46^. In addition, our results from examining sections of breast tumors showed a positive correlation between the expression level of *LINC01271* and the breast cancer stage. Our finding of an even higher level of expression in lung metastases from the same patients was especially interesting. Metastasis is the major cause of cancer-related deaths, particularly in breast cancer patients^59,60^, and developing an efficient treatment strategy to target and reduce breast cancer metastasis still remains the key challenge for this disease. Our ability to use ASOs to knockdown *MaTAR25* in the HER2/neu mouse model resulting in necrotic tumors and a significant reduction in metastasis has therapeutic implications. Using ASO targeting as a therapeutic approach has been applied to many diseases^61–63^ including cancer^26,64,65^ in recent years. A cEt ASO targeting the transcription factor STAT3 has shown robust single-agent activity in highly treatment-refractory lymphoma and non-small cell lung cancer studies^64^. The STAT3 ASO (AZD9150) has advanced into multiple Phase I and II clinical trials (NCT01563302, NCT02983578, NCT02549651). In addition, an antisense drug targeting all forms of the androgen receptor for the treatment of advanced metastatic prostate cancer has entered a clinical trial (NCT02144051). In this study, we developed three ASOs targeting *LINC01271* for functional assays in vitro. Ultimately, *LINC01271* is an ideal candidate to be exploited as a potential prognostic/therapeutic target and *LINC01271*-specific ASOs as therapeutics to impact breast cancer progression and metastasis.

## Methods

### Cell culture

Murine 4T1 cells, murine NF639 (cNeu; MMTV-Neu-NDL) cells, human MDA-MB-231 cells, and human MDA-MB-231 LM2 cells were cultured in DMEM with 10% FBS, and 1% penicillin/streptomycin. All cell lines were cultured in a cell culture incubator at 5% CO_2_ at 37 °C.

### Organoid culture

Surgically removed tumor samples from breast cancer patients along with adjacent normal tissue were collected from Northwell Health in accordance with Institutional Review Board protocol IRB-03-012 (TAP16-08). Informed consent ensured that the de-identified materials collected, the models created, and data generated from them can be shared without exceptions with researchers in the scientific community. Tumor and normal organoids were developed using a previously published protocol^66^. The tissues were manually cut into smaller pieces and treated with Collagenase IV (Sigma-Aldrich, C5138) at 37 °C. The samples were manually broken down by pipetting into smaller fragments and seeded in a dome of matrigel (Corning, 356231). Organoids were grown in culture media which contained 10% R-Spondin 1 conditioned media, 5 nM neuregulin 1 (Peprotech, 100-03), 5 ng/ml FGF7 (Peprotech, 100-19), 20 ng/ml FGF10 (Peprotech, 100-26), 5 ng/ml EGF (Peprotech, AF-100-15), 100 ng/ml noggin (Peprotech, 120-10 C), 500 nM A83-01 (Tocris, 2939), 5 μM Y-27632 (Abmole, Y-27632), 1.2 μM SB202190 (Sigma-Aldrich, S7067), 1× B27 supplement (Gibco, 17504-44), 1.25 mM N-acetylcysteine (Sigma-Aldrich, A9165), 5 mM nicotinamide (Sigma-Aldrich, N0636), 1× glutamax (Invitrogen, 12634-034), 10 mM HEPES (Invitrogen, 15630-056), 100 U/ml Pen-Strep (Invitrogen, 15140-122) 50 μg/ml Primocin (Invitrogen, ant-pm-1) in 1× advanced DMEM-F12 (Invitrogen, 12634-034)^66^. Cultures were passaged every 2–4 weeks using TrypLETM (Thermo Fisher, 12605028) to break down the organoids into smaller clusters of cells and re-plating them in matrigel.

#### Organoid RNA extraction

RNA was extracted using TRIzol^®^ (Thermo Fisher, 15596018) RNA extraction protocol followed by suspension in nuclease-free deionized water. Reagents used in this study are provided in Supplementary Data 6.

### Mice

All animal procedures and studies were approved by the Cold Spring Harbor Laboratory Animal Use Committee in accordance with IACUC procedures. Mice were maintained, and the experiments were performed with oversight of the Cold Spring Harbor Laboratory Animal Shared Resource, which is fully accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC). Briefly, male MMTV-Neu-NDL mice (FVB/N background) were kindly provided by Dr. William Muller (McGill University, Canada). Male MMTV-Neu-NDL mice were crossed with wild type FVB/N female mice purchased from The Jackson Laboratory for breeding. PCR genotyping was applied to select female mice with heterogeneous genotypes for MMTV-Neu-NDL for later in vivo ASO injection experiments. In all, 4–6-week-old BALB/c female mice were purchased from the Jackson Laboratory for in vivo 4T1 cell mammary fat pad (MFP) injection and tail-vein injection experiments.

### 5′/3′ rapid amplification of cDNA ends (RACE)

5′ and 3′ RACE of *MaTAR25* transcripts was performed on TRIzol-extracted RNA using the Invitrogen FirstChoice RLM-RACE kit (Thermo Fisher, AM1700M) according to the manufacturer’s instructions. Briefly, fragments were amplified by nested PCR using AmpliTaq Polymerase. PCR products were separated on 2% agarose, bands excised, gel purified, sub-cloned into pGEM-T Easy vector (Promega, A137A), and four or more clones per fragment were sequenced using standard Sanger sequencing. Primer sequences are provided in Supplementary Data 8.

### Northern blot analysis

The total RNA was isolated from MMTV-PyMT tumor cells using the TRIzol method, and the quality of the RNA sample (A260/A280 ratio) was measured using a Nanodrop 2000 (Thermo Fisher Scientific). *MaTAR25*-specific radiolabeled DNA probes were generated using dCTP ^32^P (PerkinElmer, BLU513H250UC) in a random primed labeling reaction. The total RNA was extracted by the TRIzol method. Analysis of RNA expression was performed by following the NorthernMax^®^ Kit manual (Thermo Fisher, AM8671, AM8676, and AM8677). Briefly, 20 μg and 30 μg of total RNA samples were denatured at 70° C for 10 min and electrophoresed in a 1% agarose gel (~4.5 h). The separated RNA was transferred from the gel to a positively charged nylon membrane (NC) by capillary blotting at room temperature overnight (or 16 h). The transferred RNA was then fixed to the NC membrane using UV cross-linking by Stratalinker on automode. The cross-linked membrane was prehybridized with ultrahyb-oligo hybridization buffer (Thermo Fisher, AM8663) and hybridized with the heat-denatured *MaTAR25*-specific radiolabeled DNA probe in a roller hybridization bottle at 42 °C overnight. After washing with SSC (G-Biosciences, R020) wash buffer by the steps: 2 × SSC with 1% SDS at 42 °C twice for 10 min each time, 1 × SSC with 0.5% SDS at 42 °C  twice for 10 min each time, and 1 × SSC with 0.1% SDS at 37 °C twice for 10 min each time, the wrapped membrane was exposed to a phosphorImager screen in a cassette or X-ray film (VWR, 95017-661) for signal detection. For stripping the membrane, the membrane was incubated in 50 ml 0.1% SDS solution (just to boiling; ~4 min in the microwave) in the roller hybridization bottle for 15 min. The SDS solution was discarded in a radioactive waste bottle. The steps were repeated again (total two washes), and the membrane was checked with a Geiger counter before re-probing. Reagents used in this study are provided in Supplementary Data 6.

### Cell lysate preparation for immunoblot analysis

Cells were trypsinized, and harvested cell pellets were lysed in RIPA buffer (Thermo Scientific, 89900; 25 mM Tris-HCl pH 7.6, 150 mM NaCl, 1% NP-40 substitute, 1% sodium deoxycholate, and 0.1% SDS) supplemented with 1× Roche protease inhibitor cocktail. The cell lysate was incubated on ice for 15 min, then sonicated for 5 min before centrifugation at 13,000 × *g*. The supernatant was collected and quantified using the Pierce™ BCA protein assay kit (Thermo Fisher, 23225).

### In vitro transcription/translation

T7 promoter containing DNA sequences or plasmids were used in a TNT^®^ Quick Coupled Transcription/Translation System (Promega, L1170) following the manufacture’s protocol. Briefly, 1 μg plasmid DNA template was mixed with 40 μl TNT^®^ T7 Quick Master Mix, 1 μl methionine (1 mM), 1 μl Transcend™ Biotin-Lysyl-tRNA, and nuclease-free water for the final volume of 50 μl per reaction. The reaction tube was incubated at 30 °C for 90 min, and 1 μl reaction product was added into diluted 2× Laemmli sample buffer (BIO-RAD, 1610737) for immunoblot analysis. Samples were loaded on 4–20% Mini-PROTEAN^®^ TGX™ Precast Protein Gels (BIO-RAD, 4561094), and the signals were detected by streptavidin–HRP (Jackson Immunoresearch, 016-030-084).

### RNA isolation and quantitative real-time PCR (qRT-PCR) assays

The total RNA was extracted using TRIzol following the manufacture’s protocol (* make sure to use nuclease-free reagents and tools). In general, 1 ml TRIzol was added for the RNA extraction to a 1.5-ml tube containing the cell pellet (5–10 × 10^6^) in the chemical hood. The sample was completely dissociated in the TRIzol reagent at room temperature for 5 min for homogenization. In all, 200 µl of chloroform per 1 ml of TRIzol reagent was added into the sample tube, and the sample tube was inverted ten times then incubated at room temperature for 3 min. The sample was centrifuged at 12,000 × *g* for 15 min at 4 °C for phase separation. The colorless upper aqueous phase containing RNA was transferred carefully to the new 1.5-ml tube, and 0.5 ml of isopropyl alcohol per 1 ml of TRIzol reagent and 1 µl GlycoBlue™ Coprecipitant (Thermo Fisher, AM9516) were added. The sample tube was inverted ten times and incubated at room temperature for 10 min or −20 °C overnight for RNA precipitation. The sample was centrifuged at 12,000 × *g* for 15 min at 4 °C. The blue color RNA pellet was visible on the bottom of the tube after centrifugation. After removing the supernatant, 1 ml of 75% ethanol per 1 ml of TRIzol reagent was added to the sample tube to wash the RNA pellet. The sample tube was vortexed for 10 s and centrifuged at 10,000 × *g* for 10 min at 4 °C. After centrifugation, the ethanol was removed completely and the RNA pellet was air-dried at room temperature but not dried completely (~10 min). The dried RNA pellet was dissolved in 10–20 µl Invitrogen nuclease-free water (Thermo Fisher, AM9932) and incubated at 50 °C in a shaking incubator for 10 min. The quality and quantity of the RNA sample were measured using a Nanodrop 2000 (Thermo Fisher Scientific) to check A260/A230 and A260/A280 ratios. RNA samples with 1.8–2.0 A260/A280 ratios were used as high-quality samples. In all, 1 μg of the total RNA was treated with DNaseI (Thermo Fisher, 18068015) and reverse transcribed into cDNA using TaqMan Reverse Transcription Reagent kit (Thermo Fisher, 4304134), followed by qPCR with SYBR green PCR master mix (Thermo Fisher, A25743) on an ABI QuantStudio 6 Flex Real-Time PCR System. qRT-PCR conditions were as follows: 30 min at 50 °C for reverse transcription, 15 min at 95 °C for the initial activation step followed by 40 cycles of 15 s at 94 °C, 30 s at 60 °C. Mouse peptidylprolyl isomerase B (cyclophilin B; Ppib) and human GAPDH and RPL13A were used as endogenous controls to normalize each sample. Reagents used in this study are provided in Supplementary Data 6, and primer sequences are provided in Supplementary Data 8.

### Cell fractionation, cytoplasmic/nucleoplasmic/chromatin-related RNA isolation

Cell fractionation was done using a standardized protocol^67^. After reaching 80% confluence, cultured 4T1 cells were trypsinized and counted. In total, 3 × 10^6^ 4T1 cells were collected and lysed in NP-40 substitute (Thermo Fisher, AAJ19628AP) lysis buffer (10 mM Tris pH 7.5, 150 mM NaCl, and 0.15% NP-40 substitute) supplemented with SUPERase-In RNase Inhibitor (Thermo Fisher, AM2696) on ice for 5 min. Ten percent of the cell lysate was collected into a new 1.5-ml tube on ice for RNA extraction later as the reference input. Ninety percent of the cell lysate was overlaid on top of sucrose buffer (10 mM Tris pH 7.4, 150 mM NaCl, and 24% sucrose) and centrifuged at 3500 × *g* for 10 min to separate the cytoplasmic fraction and nuclei. The supernatant was transferred to a new 1.5-ml tube as the cytoplasmic fraction, and the pellet as the nuclei. Next, the nuclear pellet was rinsed with PBS-EDTA once and resuspended with glycerol buffer (20 mM Tris pH 7.4, 75 mM NaCl, 0.5 mM EDTA, and 50% glycerol) supplemented with SUPERase-In RNase Inhibitor mixed with urea buffer (1 M Urea, 0.3 M NaCl, 7.5 mM MgCl_2_, 0.2 mM EDTA, and 1% NP-40 substitute) on ice for 2 min. The lysate was then centrifuged at 13,000 × *g* for 2 min to separate the nucleoplasmic fraction and chromatin pellet. The chromatin was resuspended in TRIzol reagent and fully solubilized by passing through the 21-gauge needle/syringe. The cytoplasmic fraction and nucleoplasmic fractions were also used for RNA extraction using TRIzol reagent. RNA extracted from different fractions was applied for cDNA synthesis and qRT-PCR. Primer sequences are provided in Supplementary Data 8.

### CRISPR/Cas9 genetic knockout

To generate a genetic knockout of *MaTAR25*, two sgRNAs targeting the promoter region were combined, creating a deletion including the TSS. Both sgRNAs were designed using http://crispr.mit.edu/. 

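The guides of Supplementary Data 8 were located in GRCm38. The downstream guide, AAGTCAGACTCTTGGCGGGC, matches the minus strand of chromosome 2 from 167833457 to 167833476, inside exon 1 of MaTAR25. The upstream guides match the plus strand outside the gene: AACTTCCCGGCCTTATCGTC from 167833765 to 167833784, GCCTGACCTAGTTTCTCACC from 167833805 to 167833824 and GTGGCCCCAGGGTGATGACT from 167833958 to 167833977. A deletion between the downstream guide and any upstream guide takes out the 5′ end of exon 1 with the transcription start site and leaves the end of exon 1 and the whole of exon 2, so the deposited counts per gene do not separate the deleted part from the rest.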

The sgRNA targeting the gene body of *MaTAR25* was cloned into a pSpCas9(BB)-2A-GFP vector (Addgene, 48138), and the sgRNA targeting the upstream promoter region was cloned into a pSpCas9(BB)- 2A-mCherry vector. 4T1 cells were transfected with both plasmids using SE Cell Line 4D-Nucleofector kit (Lonza, V4XC-1024) in 4D-Nucleofector X Unit (Lonza) with program code “CN-114”. Cells transfected with a sgRNA targeting *Renilla* luciferase were used as a negative control. To select for cells expressing both gRNAs, GFP and mCherry double-positive cells were sorted 40-h post transfection, as single-cell deposition into 96-well plates using a FACS Aria (SORP) Cell Sorter (BD) (Supplementary Data 10). Each single-cell clone (control and *MaTAR25* KO) was propagated and analyzed by genomic PCR and qRT-PCR to select for homozygous knockout clones.

To generate a genetic knockout of Tns1, PURB, and PURA, sgRNAs targeting different exons of genes were designed using http://crispr.mit.edu/. The sgRNAs were cloned into a pSpCas9(BB)-2A-Puro (PX459) V2.0 vector (Addgene, 62988). 4T1 cells were transfected using SE Cell Line 4D-Nucleofector kit (Lonza, V4XC-1024) in 4D-Nucleofector X Unit (Lonza) with program code “CN-114”. Cells transfected with a sgRNA targeting *Renilla* luciferase were used as a negative control. Transfected cells were placed under 2 μg/ml puromycin (Sigma-Aldrich, P8833) in culture media for selection. Selected pool cells were propagated and analyzed by qRT-PCR and western blotting to confirm. Assays and resources used in this study are provided in Supplementary Data 7, and sequences for all sgRNAs and primers are provided in Supplementary Data 8.

### Cell counting viability assay

After reaching 80% confluence in a 100-mm culture dish, cells were trypsinized and harvested. Cells were resuspended and applied to a hemocytometer for manual counting. The same number of cells (2.5 or 5 × 10^4^) of each group was seeded into each well of a six-well tissue culture plate at day 0 and then seeded cells were incubated in a 37 °C incubator with 5% CO_2_. At different time points of incubation, cells were trypsinized and harvested for manual counting. Trypan Blue-treated cell suspensions were collected and applied to a hemocytometer for manual counting.

### Cell cycle analysis

Cell cycle analysis was performed using BD bromodeoxyuridine (BrdU) FITC assay kit (BD, 559619) following the manufacturer’s protocol. Briefly, cultured cells were incubated with BrdU containing medium for 30 min, and FITC-conjugated anti-BrdU antibody was applied for labeling actively synthesizing DNA. 7-aminoactinomycin D (7-AAD) was used for labeling total DNA. The labeled cell samples were analyzed on the BD LSR II flow cytometer, and BrdU FITC-A vs DNA 7-AAD dot plot with gates was used to encompass the G0/G1, S, and G2/M populations. The collected cytometry data were analyzed with FACSDiva™ and FlowJo software.

### Migration assay

Live-cell tracking was performed to examine cell migration over time. After reaching 80% confluence on 100-mm culture dish, cells (4T1 control clones and 4T1 *MaTAR25* KO clones) were harvested and the same number of cells (2 × 10^4^) were seeded into six-well tissue culture plates at day 0. Cells were cultured in a 37 °C cell culture incubator at 5% CO_2_ for 12 h before imaging.

Cells were imaged in the microscope chamber at 37 °C with 5% CO_2_, and images were collected every 5 min (five viewpoints were selected from each well) using a Zeiss AxioObserver microscope for 8 h. The images of the individual samples were converted to videos using ImageJ. Videos were analyzed by CellTracker image-processing software (https://academic.oup.com/bioinformatics/article/32/6/955/1744578), and the migration distance (μm or pixels) of cells were measured by manual and semi-automatic tracking. The mean relative migration distance (μm or pixels) of three independent replicates of 4T1 control clone groups and *MaTAR25* KO clone groups were calculated.

### Scratch wound-healing assay

Cultured cells were harvested and seeded into each well of a 24-well tissue culture plate. Cells were incubated until they reached at least 90% confluence. The wound line was created by “scratch” with a p200 micropipette tip, and cells were washed with PBS twice to remove the debris and smooth the edge of the scratch. To create markings close to the wound line as reference points for imaging, we labeled the outer bottom of the dish with a marker pen. At least two areas of each well were imaged immediately as the time point 0 h, and culture plates were placed back in the incubator at 37 °C for 8–24 h. During the incubation, the plates were brought out for imaging every 6–8 h and returned to the incubator to determine the actual endpoint for specific cell types. For 4T1 cells, the endpoint of the scratch wound-healing assay is 12 h. After 12 h of incubation, the same areas based on the reference points of each well were imaged again, and the migration areas in each well were measured by ImageJ for comparison.

### Invasion assay

Invasion assays with 4T1 *MaTAR25* knockout cells and 4T1 control cells were carried out using the Cultrex^®^ 24-well BME Cell Invasion Assay (Trevigen, 3455-024-K) following the manufacturer’s protocol. BME coating: The day before the experiment, the inserts and culture well plates were assembled as assay chambers, and 100 µl of 0.1–1× BME stock solution was prepared as the coating solution (for 4T1 cells, use 0.5× BME stock solution) for each insert. Coated chambers were incubated at 37 °C overnight. Starvation: After reaching 70% confluence in 100-mm culture dish, cells were washed with PBS twice, and serum-free DMEM medium once. Cells were starved by incubating in serum-free DMEM medium for 12 h before the experiment. Incubation for cell invasion: Cells were harvested and resuspended using serum-free DMEM medium. After counting, cells were diluted and seeded at a density of 1 × 10^5^ cells in 100 µl serum-free DMEM medium per well into the invasion assay chamber. Just before seeding cells, the coating solution was carefully aspirated from the insert without touching the membrane. In all, 500 µl of culture medium (DMEM with 10% FBS) was added to the bottom chambers, and serum-free DMEM medium was used that did not stimulate cell invasion through the BME as a negative control. The plate was incubated at 37 °C for 24 h, and the assay was performed (incubation times for the assay varied from 4 h to 48 h for different cell types, and needed to be determined before the actual experiment). Measurement of invaded cells: After 24 h of incubation, the upper medium was removed, and cells from the top of inserts were washed with 100 µl 1× wash buffer without puncturing the membrane. The upper part of inserts was cleaned again using cotton tipped swabs gently without breaking the membrane. The insert was taken out, and the medium was aspirated from bottom chamber, and wash each well with 500 µl 1× wash buffer. The wash buffer was aspirated; 500 μl of Cell Dissociation Solution/Calcein-AM was added to the bottom chamber of each well. The inserts were added back to the plates, and the plates were incubated at 37 °C in a 5% CO_2_ incubator for 1 h (gently swirl the plates once during the incubation). After 1 h of incubation, the invaded 4T1 cells through the BME layer and attached to the bottom of the invasion insert were collected using cell dissociation solution and stained with Calcein-AM as the assay solution. The upper insert was removed, and the fluorescence of the assay solution was measured with a SpectraMax i3 Multi-Mode Detection Platform (Molecular Devices) using the Ex480/Em520 nm filter set.

### Cloning

Specific gene overexpression plasmids were constructed using NEBuilder HiFi DNA Assembly (NEB, E5520S) following the manufacture’s protocol. PCR products were cloned into pCMV6-entry plasmids digested with Sgf I and Fse I. Assembled plasmids were introduced into NEB stable competent *E.* *coli* using heat shock transformation and kanamycin selection. Four or more colonies per plate were picked and sequenced using standard Sanger sequencing.

### Antisense oligonucleotide (ASO) and siRNA-mediated knockdown (KD)

Specific 16mer antisense oligonucleotides (ASOs) comprised of phosphorothioate-modified short S-cEt (S-2′-O-Et-2′,4′-bridged nucleic acid) gapmer chemistry targeting *MaTAR25* and *LINC01271* were designed and provided by Ionis Pharmaceuticals, Inc. Briefly, cultured cells were harvested and seeded into culture dishes. Transfection-free uptake of ASOs was accomplished by adding 4 μM of either *MaTAR25/LINC01271*-specific ASOs or scrambled ASO (scASO) to the culture medium immediately after seeding the cells. Cells were incubated for indicated time points, and RNA was isolated using TRIzol reagent for qRT-PCR to check the knockdown efficiency. For siRNA-mediated knockdown, siRNAs (27-mers) targeting mouse PURB were purchased from ORIGENE (ORIGENE, SR410793), and siRNA transfection was done using Lipofectamine 2000 (Thermo Fisher, 11668030) following the manufacture’s protocol. RNA was extracted at different time points for qRT-PCR to check the knockdown efficiency. ASO sequences and primer sequences are provided in Supplementary Data 8.

### Chromatin isolation by RNA purification (ChIRP)-Seq

For Chromatin Isolation by RNA Purification (ChIRP), we followed a previously described protocol^35^. Briefly, 20 million cells were harvested and fixed in 1% glutaraldehyde solution (Sigma-Aldrich, G5882) for each reaction. ChIRP was performed using biotinylated oligo probes designed against mouse *MaTAR25* using the ChIRP probe designer (Biosearch Technologies). Independent even and odd probe pools were used to ensure lncRNA-specific retrieval (refer to Supplementary Data 8 for odd and even sequences targeting *MaTAR25*, and probes targeting mouse Ppib transcripts which were used as negative controls). ChIRP-Seq libraries were constructed using the Illumina TruSeq ChIP Library Preparation Kit (Illumina, IP-202-1012). Sequencing libraries were barcoded using TruSeq adapters and sequenced on Illumina NextSeq instruments.

### ChIRP-Seq data analysis

Data quality was assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and paired-end reads were mapped to GRCm38 using Bowtie2^68^ with parameters --end-to-end --sensitive --fr, resulting in a 90% or higher overall alignment rate. ChIRP-seq analysis was performed using HOMER^69^. Differential ChIRP peaks were called using the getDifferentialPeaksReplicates.pl script, with negative control (Ppib) pull-down samples as background and parameters -style histone -f 50. Peaks identified with at least a 50-fold enrichment were processed further using the annotatePeaks.pl script and the GENCODE vM16 annotation. Both known and de novo motif analysis were carried out with the findMotifsGenome.pl script on the repeat-masked GRCm38 genome, +/− 500 bp around the identified ChIRP peaks.

### RNA-seq library construction

RNA was extracted using TRIzol following the manufacture’s protocol. RNA quality was assayed by running an RNA 6000 Nano chip (Agilent, 5067-1511) on the Agilent 2100 Bioanalyzer. In total,1 μg of the total RNA was used for constructing each RNA-seq library using the Illumina TruSeq sample prep kit v2 (Illumina, RS-122-2001) following the manufacturer’s protocol. Briefly, RNA was polyA selected and enzymatically fragmented. cDNA was synthesized using Super Script II master mix (Thermo Fisher, 18064014), followed by end repair, A-tailing, and PCR amplification. Each library was high-throughput single-end sequenced on Illumina NextSeq instruments.

### RNA-Seq data analysis

Data were analyzed as previously described^30^. Briefly, the quality of FASTQ files was assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were mapped to GRCm38 using STAR^70^, and the reads per gene record were counted using HTSeq-count^71^ and the GENCODE vM5 annotation. Differential gene expression was performed with DESeq2^72^, and a FDR-adjusted *P* value of <0.1 was set as a threshold for statistical significance. KEGG pathway and GO term enrichment and was carried out using the R/Bioconductor packages GAGE^73^ and Pathview^74^.

### RNA antisense pulldown for mass spectrometry

Cells were lysed in a 10-cm culture dish in 1 ml of IPLB, Pierce™ IP Lysis Buffer (Thermo Fisher, 87787; 25 mM Tris-HCl pH 7.4, 150 mM NaCl, 1% NP-40, 1 mM EDTA, 5% glycerol) supplemented with 100 U/ml SUPERase-IN (Thermo Fisher, AM2696) and 1× Roche protease inhibitor cocktail (Sigma-Aldrich, 11836170001) for 10 min, and the lysate was centrifuged at 13,000 × *g* for 10 min. The cell lysate was adjusted to 0.3 mg/ml (Pierce™ BCA Protein Assay). A total of 100 pmol of biotinylated oligo was added to 500 μl of lysate and incubated at room temperature for 1 h with rotation. In all, 100 μl of streptavidin Dynabeads were washed in IPLB, added to the lysate, and incubated for 30 min at room temperature with rotation. Beads were washed three times with 1 ml lysis buffer. For determining temperature for optimal elution, beads were then resuspended in 240 μl of 100 mM TEAB and aliquoted into eight PCR tubes. The temperature was set on a veriflex PCR block and incubated for 10 min. Beads were captured, and TRIzol was added to the eluate and beads. Once the optimal temperature is established, the beads were resuspended in 90 μl of 100 mM TEAB, and incubated at 50° C for 10 min. TRIzol was added to 30 μl of the eluate, another 30 μl was kept for immunoblots, and the last 30 μl aliquot was sent directly to the Cold Spring Harbor Laboratory Mass Spectrometry Shared Resource.

### Mass spectrometry

Tryptic digestion and iTRAQ labeling—Eluted samples were reduced and alkylated with 5 mM DTT and 10 mM iodoacetamide for 30 min at 55 °C, then digested overnight at 37 °C with 1 μg Lys-C (Promega, VA1170) and dried in vacuo. Peptides were then reconstituted in 50 μl of 0.5 M TEAB/70% ethanol and labeled with 4-plex iTRAQ reagent for 1 h at room temperature essentially as previously described^75^. Labeled samples were then acidified to <pH 4 using formic acid, combined and concentrated in vacuo until ~10 μl remained.

Two-dimensional fractionation—Peptides were fractionated using a Pierce™ High pH Reversed-Phase Peptide Fractionation Kit (Thermo Scientific, 84868) according to the manufacturer’s instructions with slight modifications. Briefly, peptides were reconstituted in 150 μl of 0.1% TFA, loaded onto the spin column, and centrifuged at 3000 × *g* for 2 min. Column was washed with water, and then peptides were eluted with the following percentages of acetonitrile (ACN) in 0.1% triethylamine (TEA): 5%, 7.5%, 10%, 12.5%, 15%, 20%, 30%, and 50%. Each of the 8 fractions was then separately injected into the mass spectrometer using capillary reverse-phase LC at low pH.

Mass spectrometry—An Orbitrap Fusion Lumos mass spectrometer (Thermo Scientific), equipped with a nano-ion spray source was coupled to an EASY-nLC 1200 system (Thermo Scientific). The LC system was configured with a self-pack PicoFrit™ 75-μm analytical column with an 8-μm emitter (New Objective, Woburn, MA) packed to 25 cm with ReproSil-Pur C18-AQ, 1.9 μM material (Dr. Maish GmbH). Mobile phase A consisted of 2% acetonitrile; 0.1% formic acid and mobile phase B consisted of 90% acetonitrile; 0.1% formic acid. Peptides were then separated using the following steps: at a flow rate of 200 nl/min: 2% B to 6% B over 1 min, 6% B to 30% B over 84 min, 30% B to 60% B over 9 min, 60% B to 90% B over 1 min, held at 90% B for 5 min, 90% B to 50% B over 1 min and then flow rate was increased to 500 μl/min as 50% B was held for 9 min. Eluted peptides were directly electrosprayed into the MS with the application of a distal 2.3 kV spray voltage and a capillary temperature of 300 °C. Full-scan mass spectra (Res = 60,000; 400–1600 m/z) were followed by MS/MS using the “Top Speed” method for selection. High-energy collisional dissociation (HCD) was used with the normalized collision energy set to 35 for fragmentation, the isolation width set to 1.2 and a duration of 15 s was set for the dynamic exclusion with an exclusion mass width of 10 ppm. We used monoisotopic precursor selection for charge states 2+ and greater, and all data were acquired in profile mode.

### Database searching

Peaklist files were generated by Proteome Discoverer version 2.2.0.388 (Thermo Scientific). Protein identification was carried out using both Sequest HT^76^ and Mascot 2.5^77^ against the UniProt mouse reference proteome (57,220 sequences; 26,386,881 residues). Carbamidomethylation of cysteine, iTRAQ4plex (K), and iTRAQ4plex (N-term) were set as fixed modifications, methionine oxidation, and deamidation (NQ) were set as variable modifications. Lys-C was used as a cleavage enzyme with one missed cleavage allowed. Mass tolerance was set at 20 ppm for intact peptide mass and 0.3 Da for fragment ions. Search results were rescored to give a final 1% FDR using a randomized version of the same Uniprot mouse database, with two peptide sequence matches (PSMs) required. iTRAQ ratio calculations were performed using Unique and Razor peptide categories in Proteome Discoverer.

### RNA immunoprecipitation (RIP)

RIP was performed following the Abcam protocol with minor modifications. 4T1 cells in culture were trypsinized and harvested, total 40 million cells were washed once with cold PBS before RIP experiment, then the cells were resuspended in 8 ml PBS, 8 ml nuclear isolation buffer (1.28 M sucrose, 40 mM Tris-HCl pH 7.5, 20 mM MgCl_2_, and 4% Triton X-100 supplemented with 100 U/ml SUPERase-IN and 1× Roche protease inhibitor cocktail), and 24 ml nuclease-free water on ice for 20 min with frequent mixing. The cleared lysates were pelleted by centrifugation at 2500 × *g* for 15 min. Pellets resuspended in 4 ml RIP buffer (150 mM KCl, 25 mM Tris pH 7.4, 5 mM EDTA, 0.5 mM DTT, and 0.5% NP-40 substitute supplemented with 100 U/ml SUPERase-IN and 1X Roche protease inhibitor cocktail) and sonicated for 5 min using BioRuptor Pico water bath sonicator (30 s ON/OFF) at 4 °C. The lysates were cleaned by centrifugation at 13,000 × *g* for 10 min. The supernatant was collected and separated, then incubated with 4 μg PURB antibody (Proteintech, 18128-1-AP), PURA antibody (Abcam, ab125200), or rabbit isotype IgG control for 2 h to overnight at 4 °C with gentle rotation. In all, 80 μl of protein A beads (Thermo Fisher, 88845) for rabbit antibody were added into the reactions and incubate for 1 h at 4 °C with gentle rotation. After washing three times with RIP buffer and once with PBS, beads were collected for immunoblot analysis and RNA extraction for qRT-PCR. Primers for RIP qRT-PCR can be found in Supplementary Data 8.

### Western blot analysis

SDS Polyacrylamide gel electrophoresis (SDS-PAGE): Boiled samples were loaded to 10% a home casting polyacrylamide gel or Mini-PROTEAN TGX Precast Protein Gels (BIO-RAD) for protein separation. Transfer: Proteins were transferred from the gel to 0.2-µm PVDF membrane (the PVDF membrane was pre-activated using 100% methanol) using a wet transfer method. For most target proteins (MW between 14 and 116 kDa), the transfer setting was 100 V for 70 min using 1× Tris-glycine transfer buffer supplemented with 20% methanol; for tensin1, the transfer setting was 30 V overnight using 1× Tris-Glycine transfer buffer supplemented with 10% methanol and 0.01% SDS. Blocking: Before the process, the membrane was stained with Ponceau S for 1 min to check the transferred pattern, and de-stained completely with 1× PBS with 0.1% Tween 20 (PBST). Then the membrane/blot was placed in blocking buffer (PBST with 5% nonfat milk) on an orbital shaker at room temperature for 1 h for blocking. Primary antibody incubation: Before the incubation, the blot was rinsed with PBST once. The blot was incubated in the primary antibody diluted in PBST on the orbital shaker at 4 °C overnight. The primary antibody dilution used in this study: 1:1000–1500 for Tensin1 antibody, 1:200 for PURA, 1:200 for PURB, and 1:5000–10,000 for actin antibody. Second antibody incubation: The blot was extensively washed with PBST three times for 10 min each on the orbital shaker with gentle agitation. After washing, the blot was placed in the secondary antibody diluted in PBST at room temperature for 1 h The HRP-conjugated secondary antibody dilution: 1:3000 for goat-anti-rabbit secondary antibody targeting tensin1 antibody, and 1:10,000–20,000 for goat-anti-mouse secondary antibody targeting actin antibody. ECL detection: The blot was extensively washed with PBST three times for 10 min each on the orbital shaker with gentle agitation. After washing, the blot was incubated with Pierce™ ECL Western Blotting Substrate (Thermo Scientific, PI32209) at room temperature for 1 min with gentle agitation (* light sensitive). The signal on the blot was detected by using X-ray film. Antibodies used in this study are provided in Supplementary Data 5.

### Chromatin immunoprecipitation (ChIP) coupled with quantitative PCR (ChIP-qPCR)

For Chromatin immunoprecipitation (ChIP), we followed a published protocol^78^. Cross-linking: 30 million 4T1 cells were harvested and cross-linked in 1% formaldehyde at room temperature for 20 min, then the reaction was quenched using 0.125 M glycine (Thermo Fisher, AAJ16405A7) at room temperature for 10 min. Samples were centrifuged at 2000 × *g* for 5 min at 4 °C, and cell pellets were collected. Sonication and immunoprecipitation (IP): Cell pellets were incubated with cell lysis buffer (10 mM Tris pH 8.0, 10 mM NaCl, 0.2% NP-40 substitute) for 15 min on ice. The cell lysates were quickly centrifuged at 2500 × *g* for 30 s at 4 °C, and the nuclei pellets resuspended in 1.5 ml of nuclei lysis buffer (50 mM Tris pH 8.0, 10 mM EDTA, 1% SDS) and incubated for 10 min on ice. Next, the samples were sonicated for 15 min using a BioRuptor Pico water bath sonicator (30 s ON/OFF) at 4 °C. The sonicated samples were centrifuged at max speed for 15 min at 4 °C, and supernatants were transferred into a new 1.5-ml tube as sonicated chromatin samples. Before IP, 5% of the sample was transferred into a 1.5-ml tube as Protein INPUT, and 5% of the sample was transferred into a 1.5-ml tube as DNA INPUT. For one IP, 1.5 ml of sonicated chromatin from 30 million cells were diluted with 21 ml IP-Dilution buffer (20 mM Tris pH 8.0, 2 mM EDTA, 150 mM NaCl, 1% Triton X-100, 0.01% SDS,) and incubated with 4 μg of PURB antibody or rabbit isotype IgG control. The sample tubes were incubated for 3 h 4 °C with rotation, and 80 μl of protein A beads for rabbit antibody was added into the sample tubes. Next, the samples were incubated at 4 °C overnight with rotation. Washing: After incubation, beads were separated and collected using a DynaMag™-2 Magnet stand. Beads were washed once with IP-wash 1 buffer (20 mM Tris pH 8.0, 2 mM EDTA, 50 mM NaCl, 1% Triton X-100, 0.1% SDS), twice with high-salt buffer (20 mM Tris pH 8.0, 2 mM EDTA, 500 mM NaCl, 1% Triton X-100, 0.01% SDS), once with IP-wash 2 buffer (10 mM Tris pH 8.0, 1 mM EDTA 0.25 M LiCl, 1% NP-40 substitute, 1% sodium deoxycholate), twice with TE buffer (10 mM Tris-Cl, 1 mM EDTA, pH 8.0). Elution and reverse cross-linking: Bead-bound chromatin was eluted in 800 μl nuclear lysis buffer by heating at 65 °C for 15 min. 48 μl of 5 M NaCl was added to the 800 μl of eluted chromatin, followed by incubation at 65 °C overnight for reverse cross-linking. DNA purification and analysis: After reverse cross-linking, DNA was treated with RNaseA (Sigma-Aldrich, R4642) and proteinase K (Viagen Biotech, 501-pk), followed by purification using QIAGEN PCR purification kit (QIAGEN, 28104). qPCR was performed on a ABI QuantStudio 6 Flex Real-Time PCR System. ChIP-qPCR primers can be found in Supplementary Data 8.

### Single-molecule RNA fluorescence in situ hybridization (FISH)

For single-molecule RNA-FISH, custom Type-6 primary probes targeting *MaTAR25*, *LINC01271,* and other lncRNAs were designed and synthesized by Affymetrix. For RNA-FISH on cultured cell samples, Affymetrix View ISH Cell Assay Kit (Thermo Fisher, QVT0050) reagents were used. Cultured cells were harvested and seeded onto acid-cleaned #1.5 glass coverslips (Electron Microscopy Sciences, 72230-01) for 24-h incubation to 70% confluence, cell samples then were fixed in freshly prepared 4% paraformaldehyde (PFA) (Electron Microscopy Sciences, 19200). Cells were then permeabilized and protease digested before hybridization. For RNA-FISH on formalin-fixed paraffin-embedded (FFPE) tissue sections of breast tumors and metastases, Affymetrix ViewRNA ISH Tissue 1-Plex Assay kit (Thermo Fisher, QVC0001) reagents were applied. Sections on slides were deparaffinized, protease digested and fixed with 10% NBF before hybridization. QuantiGene ViewRNA probe hybridizations were performed at 40 °C for 3 h. The hybridization and signal amplification steps were performed according to the manufacturer’s instruction, and nuclei were counterstained with DAPI (Thermo Fisher, D1306). Coverslips and tissue sections were mounted in ProLong Gold Antifade mounting medium (Thermo Fisher, P36930) before detection. Imaging was performed on Zeiss LSM 710/780 Confocal Microscope systems. Assays and resources used in this study are provided in Supplementary Data 7.

### DNA FISH

Different mouse BAC clones (RPCI-23) were used as template included (*MaTAR25*), and (*Tensin1*). In all, 1 μg of BAC DNA was used as a template for random priming reaction to generate amine-modified DNA, and amine-modified DNA was labeled with a reactive fluorescent dye as fluorescent probes according to the protocol provided with ARES™ Alexa Fluor™ DNA Labeling Kit (Thermo Fisher, A21665 and A21669). For DNA FISH, we followed protocols^79^. Briefly, cultured cells were seeded onto 22-mm^2^ glass coverslips (Corning) or etched grid coverslips (Bellco, 1916-92525), and incubated to 70% confluence in the 5% CO_2_ incubator at 37 °C. Coverslips were fixed with freshly prepared 4% PFA for 20 min at room temperature, and permeablized in 0.5% Triton X-100/1X PBS for 5 min on ice. Probes were prepared for hybridization by mixing 2 μl of probe with 5 μl each of sheared salmon sperm DNA (Thermo Fisher, AM9680), mouse Cot1 DNA (Thermo Fisher, 18440016), and yeast tRNA (Sigma-Aldrich, R5636), dehydrating the probe mixture in the speed-vac, and then resuspending the probe in 10 μl of deionized formamide (Thermo Fisher, AM9342). Just prior to hybridization, the probes were denatured at 95 °C for 10 v, transferred to ice for 5 v, and then mixed with 10 μl of 2× hybridization buffer (4× SSC, 20% dextran sulfate) and pipetted onto slides so that coverslips could be placed cell-side-down on the probe mixture for the hybridization reaction. Coverslips were sealed with rubber cement, and hybridization slides were placed in a humid chamber and incubating at 37 °C overnight. Post-hybridization washing: Before washing, prepare 37 °C 50% deionized formamide/2× SSC (pH 7.0) washing solution 1 in a glass jar, and prepare 37 °C 10 ml 2× SSC and 37 °C 10 ml 1× SSC as washing solution 2 and 3. Coverslips were removed from the hybridization slides and transferred to the glass jar containing washing buffer 1, and coverslips were incubated in a 37 °C water bath for 30 min with gentle shaking. Coverslips were removed from washing solution 1 and put into 2× SSC for washing at 37 °C for 15 v. Next, coverslips were placed into 1× SSC for washing at 37 °C for 15 min, equilibrated in 4× SSC at room temperature for 5 min. After these washing steps, nuclei were counterstained with DAPI. Coverslips were mounted in ProLong Gold Antifade mounting medium before detection. Coverslips were imaged using Zeiss LSM 710/780 Confocal Microscope systems.

### Immunofluorescence (IF)

For IF, we followed the protocol^80^ with minor modifications depend on applied antibodies. Cultured cells were harvested and seeded onto acid-cleaned #1.5 glass coverslips for 24-h incubation to 70% confluence, cell samples then were fixed in 4% formaldehyde for 20 min. Samples were permeabilized in 0.2% Triton X-100 plus 1% bovine serum albumin (BSA) (Sigma-Aldrich, A2153) in PBS for 5 min on ice. After incubated in 1% BSA in PBS for 30-min blocking, samples were incubated in the appropriate concentration (1:100 for paxillin, 1:100 for vinculin) of primary antibody for 1–2 h at room temperature, and incubated in diluted (1:200–1:400) secondary antibody solution (Alexa 594 conjugated) (Invitrogen, A-11012) with Phalloidin-iFluor 488 Reagent (stock solution:1000×; Abcam, ab176753) for 1 h in a humidified chamber at room temperature. After several washes, nuclei were counterstained with DAPI. Coverslips were mounted in ProLong Gold Antifade mounting medium before detection. Coverslips were imaged on the Zeiss LSM 710/780 Confocal Microscope systems.

### Transmission electron microscopy (TEM)

Cultured cells were harvested and seeded onto 10-cm culture dishes for 24 h, and fixed with 2.5% glutaraldehyde (EM grade) in 0.1 M phosphate buffer pH 7.4 at room temperature for 1 h. The fixed cells were collected by using a cell scraper, washed several times in 0.1 M phosphate buffer, and post fixed in 1% osmium tetroxide. Samples were dehydrated in ethanol (30%, 50%, 70%, 80%, 95%, and 100%), embedding in EMbed 812 Resin (Electron Microscopy Sciences, 14120) and polymerized. In all, 70–90-nm sections were cut on a Reichert-Jung ultramicrotome using a diamond knife (DiATOME). Sections were collected on copper grids, stained with UranyLess and lead citrate, and imaged with a Hitachi H-7000 TEM.

### In vivo mouse model ASO injection

Three-month-old MMTV-Neu-NDL mice were divided into three cohorts (7–12 mice each), and each mouse in the cohort received either scASO or *MaTAR25-*specific ASO1 or ASO2 via subcutaneous injection 50 mg/kg/day twice per week. The injections were carried out for a period of 7 weeks, upon which at least one tumor from most of the control mice reached 2 cm in size. During the course of treatment, tumors were measured twice per week. At the end of the treatment period, the animals were euthanized and the primary tumors, lungs, livers, spleens, and intestines were collected. Collected lungs were fixed in 4% paraformaldehyde and incubated in 20–30% sucrose solution overnight, then frozen in OCT solution (Tissue-Tek, 62550–12). The lung OCT blocks were cross-sectioned 2-mm apart, and the lung sections were embedded horizontally to obtain serial sections of the entire lung. Other tissues were cut into two pieces. One part of each issue was snap-frozen using liquid nitrogen for further RNA extraction. The remaining tissues were fixed in 4% paraformaldehyde and paraffin-embedded, then formalin-fixed, paraffin-embedded (FFPE) tissue blocks were sectioned. All sections were stained with H&E following standard protocol, and slides were scanned and analyzed using an Aperio ImageScope pathology slide viewing system. All samples were processed and stained at the Cold Spring Harbor Laboratory Histology Shared Resource. Slides were scanned and examined using Aperio ImageScope software.

### In vivo 4T1 cells injection

In all, 5–6-week-old female BALB/c mice and 4T1 cells (control and *MaTAR25* KO cells) expressing luciferase were used for 4T1 mammary fat pad and tail-vein injection experiments. For mammary fat pad injection, 1 × 10^5^ 4T1 control or *MaTAR25* KO cells were injected orthotopically into the mammary fat pad of female BALB/c mice. Mice were monitored and primary tumors were measured every week. Mice were sacrificed, and tumors were collected at day 28 to compare the tumor growth rate between 4T1 control groups and *MaTAR25* KO groups.

For tail-vein injection, female BALB/c mice were injected intravenously with 1 × 10^5^ 4T1 control or *MaTAR25* KO cells in the tail vein. Mice were monitored every week and sacrificed at day 21. The mouse lungs were collected and imaged, and lung metastatic nodules were counted to compare the metastatic ability between 4T1 control groups and *MaTAR25* KO groups.

### Quantification and statistical analysis

Statistics tests were performed and analyzed using Microsoft Excel and GraphPad Prism 7.0. *P* value was calculated by paired Student’s *t* test, two-tailed. Significance was defined as *P* < 0.05. *P* values of results are provided in the Source Data file.

### Outline of tools used in this study

UCSC genome browser (https://genome.ucsc.edu/)^81^

ensembl genome browser (http://useast.ensembl.org/index.html)

FANTOM5 (https://fantom.gsc.riken.jp/5/)

CPAT (http://lilab.research.bcm.edu/cpat/)^82^

CPC (http://cpc.gao-lab.org/)^83^

KM plotter (https://kmplot.com/analysis/)

TANRIC (https://ibl.mdanderson.org/tanric/_design/basic/query.html).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Movie 1

Supplementary Movie 2

## Data Availability

The accession number for the RNA-seq and ChIRP-seq data reported in this study is GEO: GSE142169. The dataset identifier for the mass spectrometry proteomics data deposited to the ProteomeXchange Consortium via the PRIDE partner repository is: PXD017398. All data are available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: MaTAR25 lncRNA regulates the Tensin1 gene to impact breast cancer progression
**Source:** Nat Commun. 2020 Dec 22;11:6438. doi: 10.1038/s41467-020-20207-y
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

### ***MaTAR25* lncRNA regulates the *Tensin1* gene to impact breast cancer progression**

Kung-Chi Chang, Sarah D. Diermeier, Allen T. Yu, Lily D. Brine, Suzanne Russo, Sonam Bhatia, Habeeb Alsudani, Karen Kostroff, Tawfiqul Bhuiya, Edi Brogi, Darryl J. Pappin, C. Frank Bennett, Frank Rigo, and David L. Spector

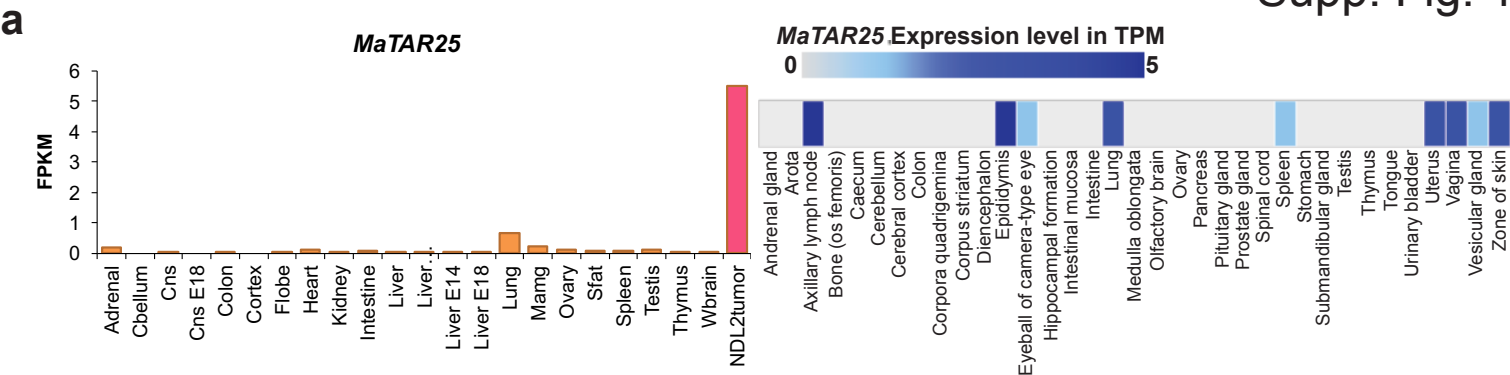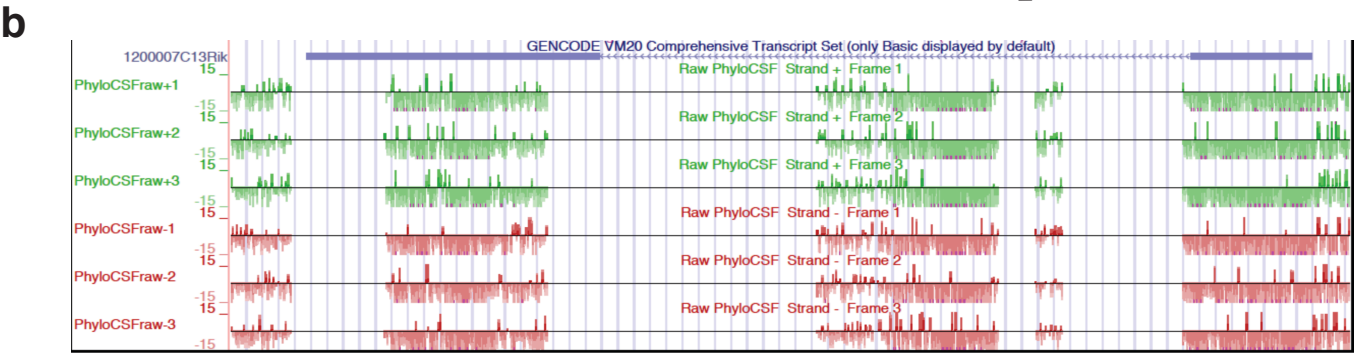

**c**

Result for species name : mm10 with job ID :1563826412

| Data ID | Sequence Name | RNA Size | ORF Size | Ficket Score | Hexamer Score    | Coding Probability | Coding Label |
|---------|---------------|----------|----------|--------------|------------------|--------------------|--------------|
| 0       | MATAR25       | 1978     | 369      | 0.8146       | 0.00331186776961 | 0.24503635507318   | no           |

**d**

| ID      | C/NC             | CODING POTENTIAL SCORE | EVIDENCE               | UTR-DB HITS            | RNA-DB HITS            |
|---------|------------------|------------------------|------------------------|------------------------|------------------------|
| MaTAR25 | noncoding (weak) | -0.932493              | <a href="#">detail</a> | <a href="#">search</a> | <a href="#">search</a> |

^ ORF INFORMATION

unreliable ORF

| SOURCE          | START | END  | LENGTH      | COVERAGE | SCORE | TYPE |
|-----------------|-------|------|-------------|----------|-------|------|
| ORF_FRAMEFINDER | 1121  | 1487 | 367 (123AA) | 18.50%   | 46.34 | Full |

^ PUTATIVE PEPTIDE

unreliable ORF

>MaTAR25 [framefinder (1120,1486) score=46.34 used=18.50% {forward,strict} ]

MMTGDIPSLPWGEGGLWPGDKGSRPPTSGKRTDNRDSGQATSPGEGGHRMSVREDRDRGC  
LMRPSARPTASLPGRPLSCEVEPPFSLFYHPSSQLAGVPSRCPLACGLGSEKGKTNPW  
VN

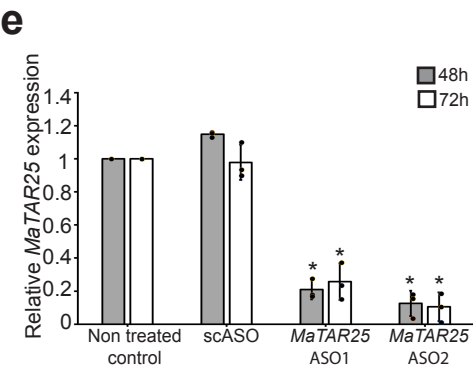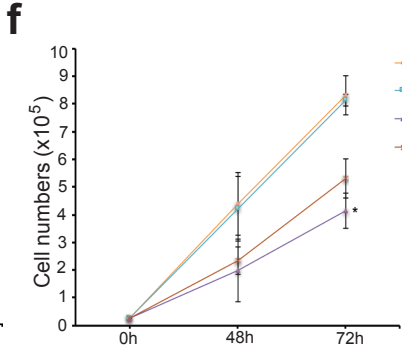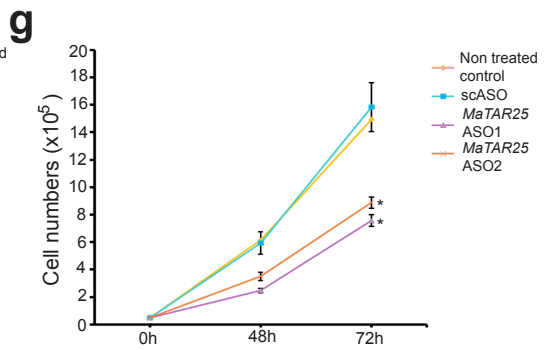

## Supplementary Figure 1. Characterization of *Mammary Tumor Associated RNA 25 (MaTAR25)*.

### Related to Figure 1.

- a) Expression profile of *MaTAR25* in various mouse tissue types from ENCODE data sets compared to RNA-Seq results of mammary tumor from MMTV-Neu-NDL mice (ref. 30), and from FANTOM5 database (ref. 31).
- b) Screen shot of *MaTAR25* genomic locus from UCSC genome browser showing PhyloCSFraw (ref. 81) scores of individual codons in each of three frames (+ and – strands; horizontal line is 0).
- c) Protein coding potential analysis of *MaTAR25* RNA transcript using Coding-Potential Assessment Tool (CPAT) (ref. 82).
- d) Assessing the protein coding potential of *MaTAR25* using Coding Potential Calculator (CPC) (ref. 83), and the predicted open reading frame (ORF) and putative peptide.
- e) qRT-PCR showing the knockdown efficiency of 2 independent ASOs targeting *MaTAR25* in 4T1 cells after 48 hours and 72 hours of incubation compared to mock and scASO treated control cells. Data are presented as mean values  $\pm$  SD (n=3 independent experiments). \* $p < 0.05$  (paired student's t-test; two tailed).
- f) 4T1 cells were seeded at the same cell density ( $2.5 \times 10^4$ /well) in 12-well tissue culture plates at day 0. The mean cell numbers of three independent replicates of 4T1 mock treated control cells, 4T1 cells treated with scrambled ASO, 4T1 cells treated with 2 different *MaTAR25* ASOs is shown  $\pm$  SD (n=3). \* $p < 0.05$  (paired student's t-test; two tailed).
- g) cNeu (MMTV-Neu-NDL) cells were seeded at the same cell density ( $5 \times 10^4$ /well) in 12-well tissue culture plates at day 0 while ASOs were added into the culture medium and cell counting was performed at different time points to measure cell numbers. Data are presented as mean values  $\pm$  SD (n=3 independent experiments). \* $p < 0.05$  (student's t-test).

a

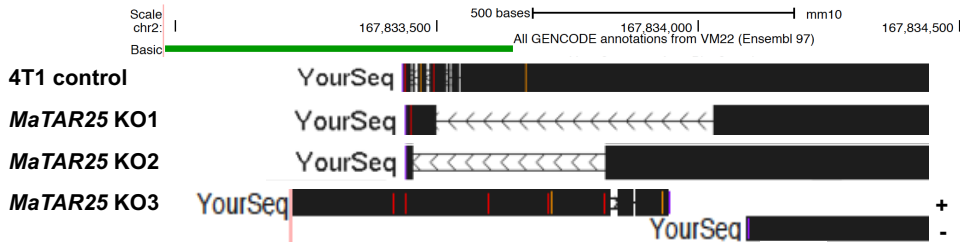

b

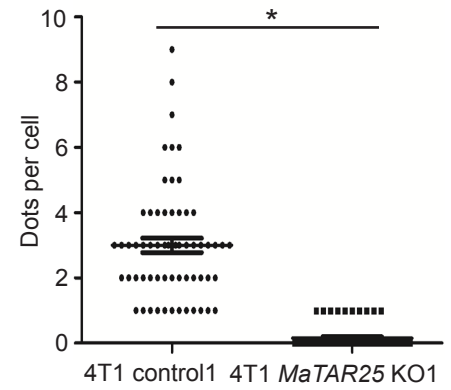

c

| Tube: WT-30 min |         |         |        | Tube: KO-30 min new voltage |         |         |        |
|-----------------|---------|---------|--------|-----------------------------|---------|---------|--------|
| Population      | #Events | %Parent | %Total | Population                  | #Events | %Parent | %Total |
| All Events      | 10,000  | ####    | 100.0  | All Events                  | 10,000  | ####    | 100.0  |
| Single Cells    | 4,903   | 49.0    | 49.0   | Single Cells                | 2,184   | 21.8    | 21.8   |
| G1              | 1,914   | 39.0    | 19.1   | S                           | 790     | 36.2    | 7.9    |
| G2              | 442     | 9.0     | 4.4    | G1                          | 968     | 44.3    | 9.7    |
| S               | 2,481   | 50.6    | 24.8   | G2                          | 381     | 17.4    | 3.8    |

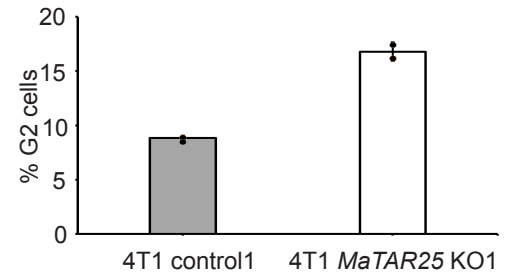

d

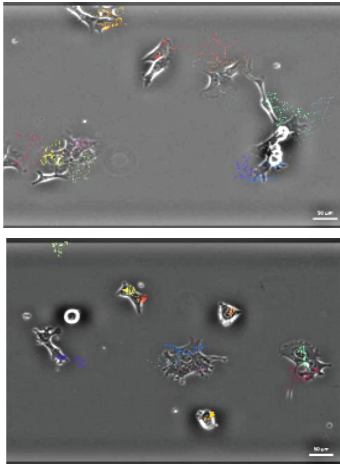

e

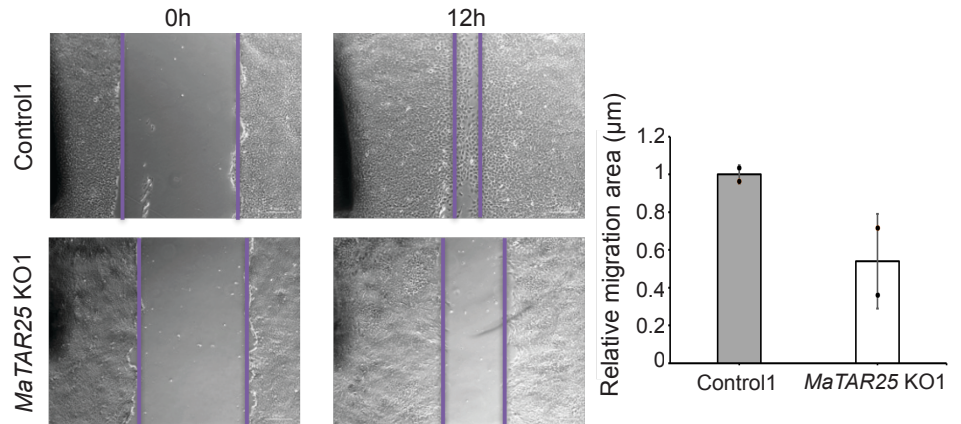

f

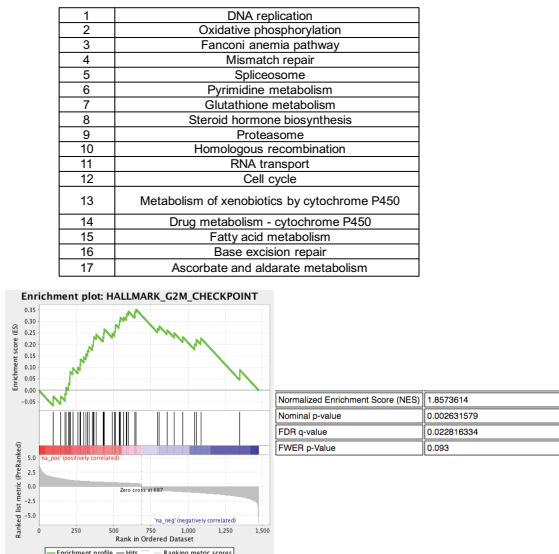

g

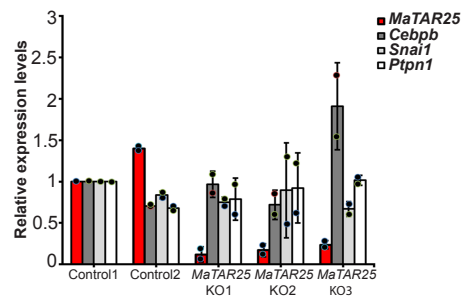

h

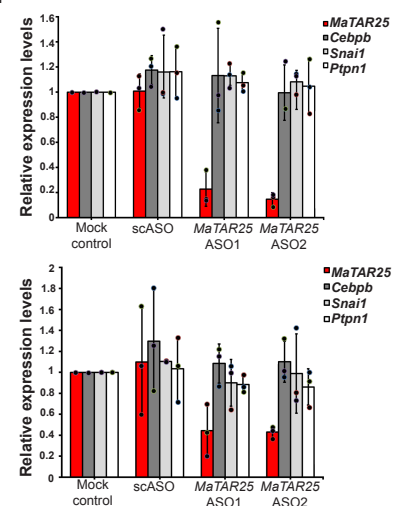

**Supplementary Figure 2. *MaTAR25* knockout affects 4T1 cell cycle progression, and migration as well as related regulatory pathways *in vitro*.**

**Related to Figure 2.**

- a) A snapshot of BLAT results showing the CRISPR-Cas9 mediated editing events of 3 different 4T1 *MaTAR25* knockout (KO) clones over the promoter region of the *MaTAR25* gene locus by aligning Sanger sequencing results on the UCSC genome browser.
- b) Quantitation of the number of *MaTAR25* smRNA-FISH foci in individual 4T1 control and *MaTAR25* KO cells. 67 cells were counted in control group and 70 *MaTAR25* KO cells were counted. The data are presented as mean values  $\pm$  SD.  $*p < 0.05$  (paired student's t-test; two tailed).
- c) BrdU incorporation cell cycle analysis using flow cytometry to compare the percentage of cells in each cell cycle stage between 4T1 control and *MaTAR25* KO cells. The percentage of cells in G2 phase in 4T1 control1 vs *MaTAR25* KO1 cells  $\pm$  SD (n=2 independent experiments).
- d) Live cell images from tracking 4T1 control cells and *MaTAR25* KO cells over time. More than 3 independent experiments were performed and representative images are shown.
- e) Scratch wound healing assay showing the difference in migration ability between 4T1 control1 vs *MaTAR25* KO1 cells. The wound line was created by a microtip, then cells were rinsed with PBS twice before adding new medium and incubated for 12 hours. The migration areas in each group were measured using ImageJ and the result is shown  $\pm$  SD (n=2 independent experiments).
- f) Pathway analysis showing affected pathways in *MaTAR25* KO cells when comparing differentially expressed genes identified by RNA-Seq analysis from *MaTAR25* KO cells compared to 4T1 control cells.
- g) qRT-PCR analysis showing the expression levels of *MaTAR25* and its three neighboring protein coding genes (*Snai1*, *Cebpb*, and *Ptpn1*) between 4T1 control clones and *MaTAR25* KO clones. The result is shown  $\pm$  SD (n=2 independent experiments).
- h) qRT-PCR showing the expression levels of *MaTAR25* and its three neighboring protein coding genes (*Snai1*, *Cebpb*, and *Ptpn1*) in 4T1 and cNeu cells after 48 hours KD using 2 independent ASOs targeting *MaTAR25* compared to mock or scASO treated control cells. Data are presented as mean values  $\pm$  SD (n=3 independent experiments).  $*p < 0.05$  (paired student's t-test; two tailed).

**a**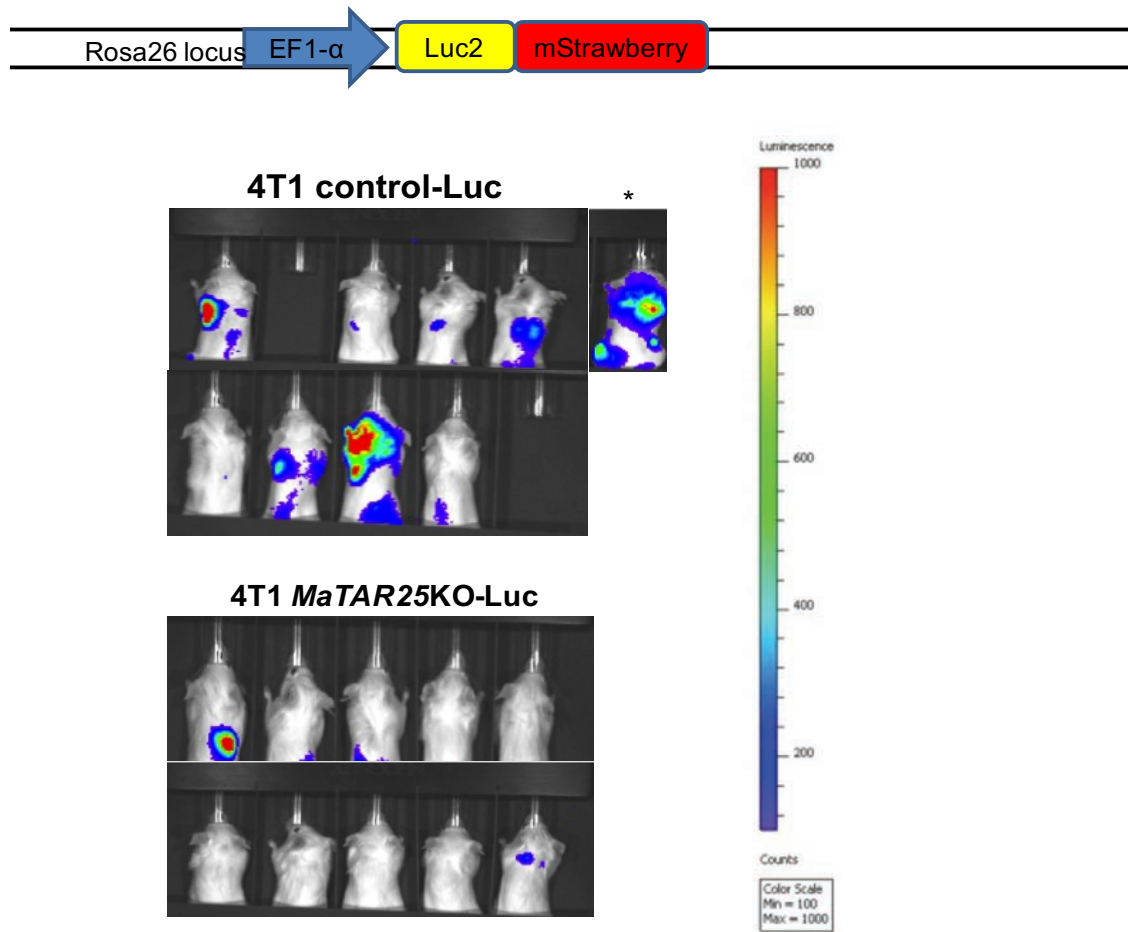**b**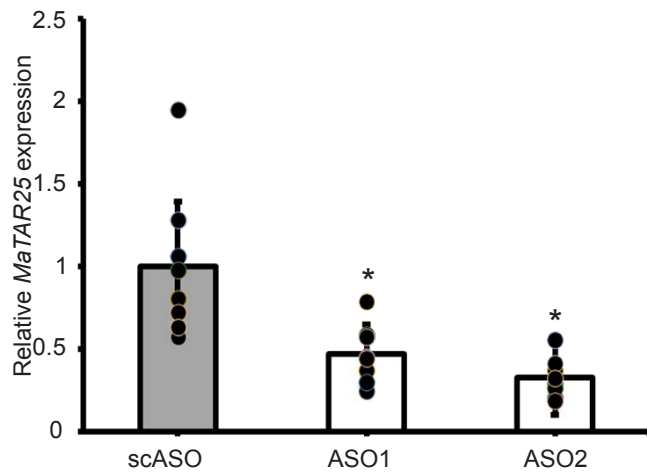**c**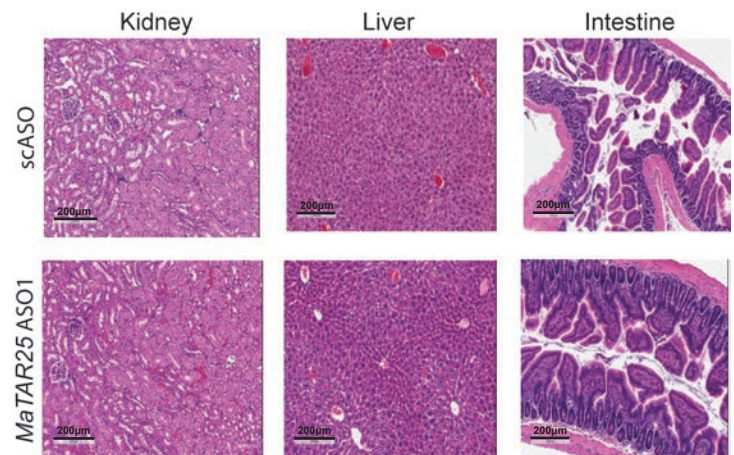**d**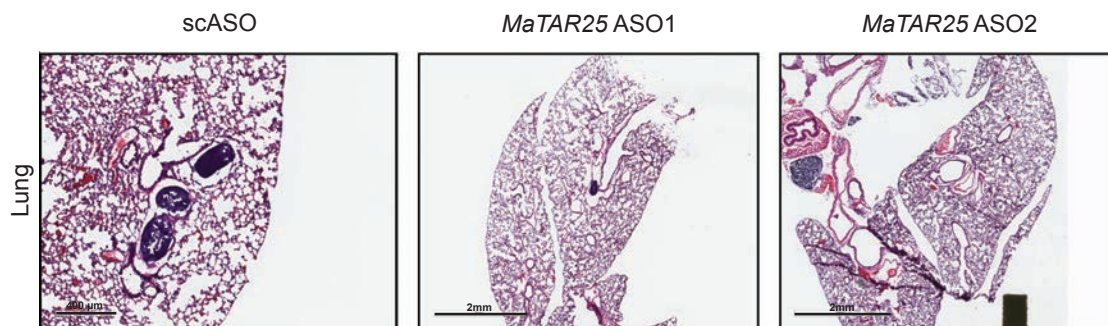

**Supplementary Figure 3. *MaTAR25* knockout impairs lung metastasis *in vivo*.**

**Related to Figure 3.**

- a) Schematic representation of the plasmid construct targeted into the Rosa26 locus for positive clone selection and *in vivo* bioluminescence imaging of luciferase labeled 4T1 control and *MaTAR25* KO cells. The *in vivo* bioluminescence images were acquired at day 21 from female BALB/c mice tail vein injected with 4T1 control or *MaTAR25* KO cells.
- b) qRT-PCR analysis showing the *in vivo* knockdown efficiency of 2 independent ASOs targeting *MaTAR25* in tumors collected from MMTV-Neu-NDL mice compared to tumors from scASO injected mice. Data are presented as mean values  $\pm$  SD (n=8 tumor samples each group). \* $p < 0.05$  (paired student's t-test; two tailed).
- c) Hematoxylin and eosin (H&E) stained tissue images (kidney, liver and intestine) showing no histological phenotypes between scASO treated and *MaTAR25* ASO treated groups. Normal tissues are not impacted by *MaTAR25* knockdown. 2 different tissue samples in each group were examined and representative images are shown.
- d) Representative hematoxylin and eosin (H&E) stained lung images showing reduced micro-metastatic nodules in lung tissue from mice treated with each of two *MaTAR25* ASOs vs scASO control. 7 different lung samples in each group were examined and representative images are shown.

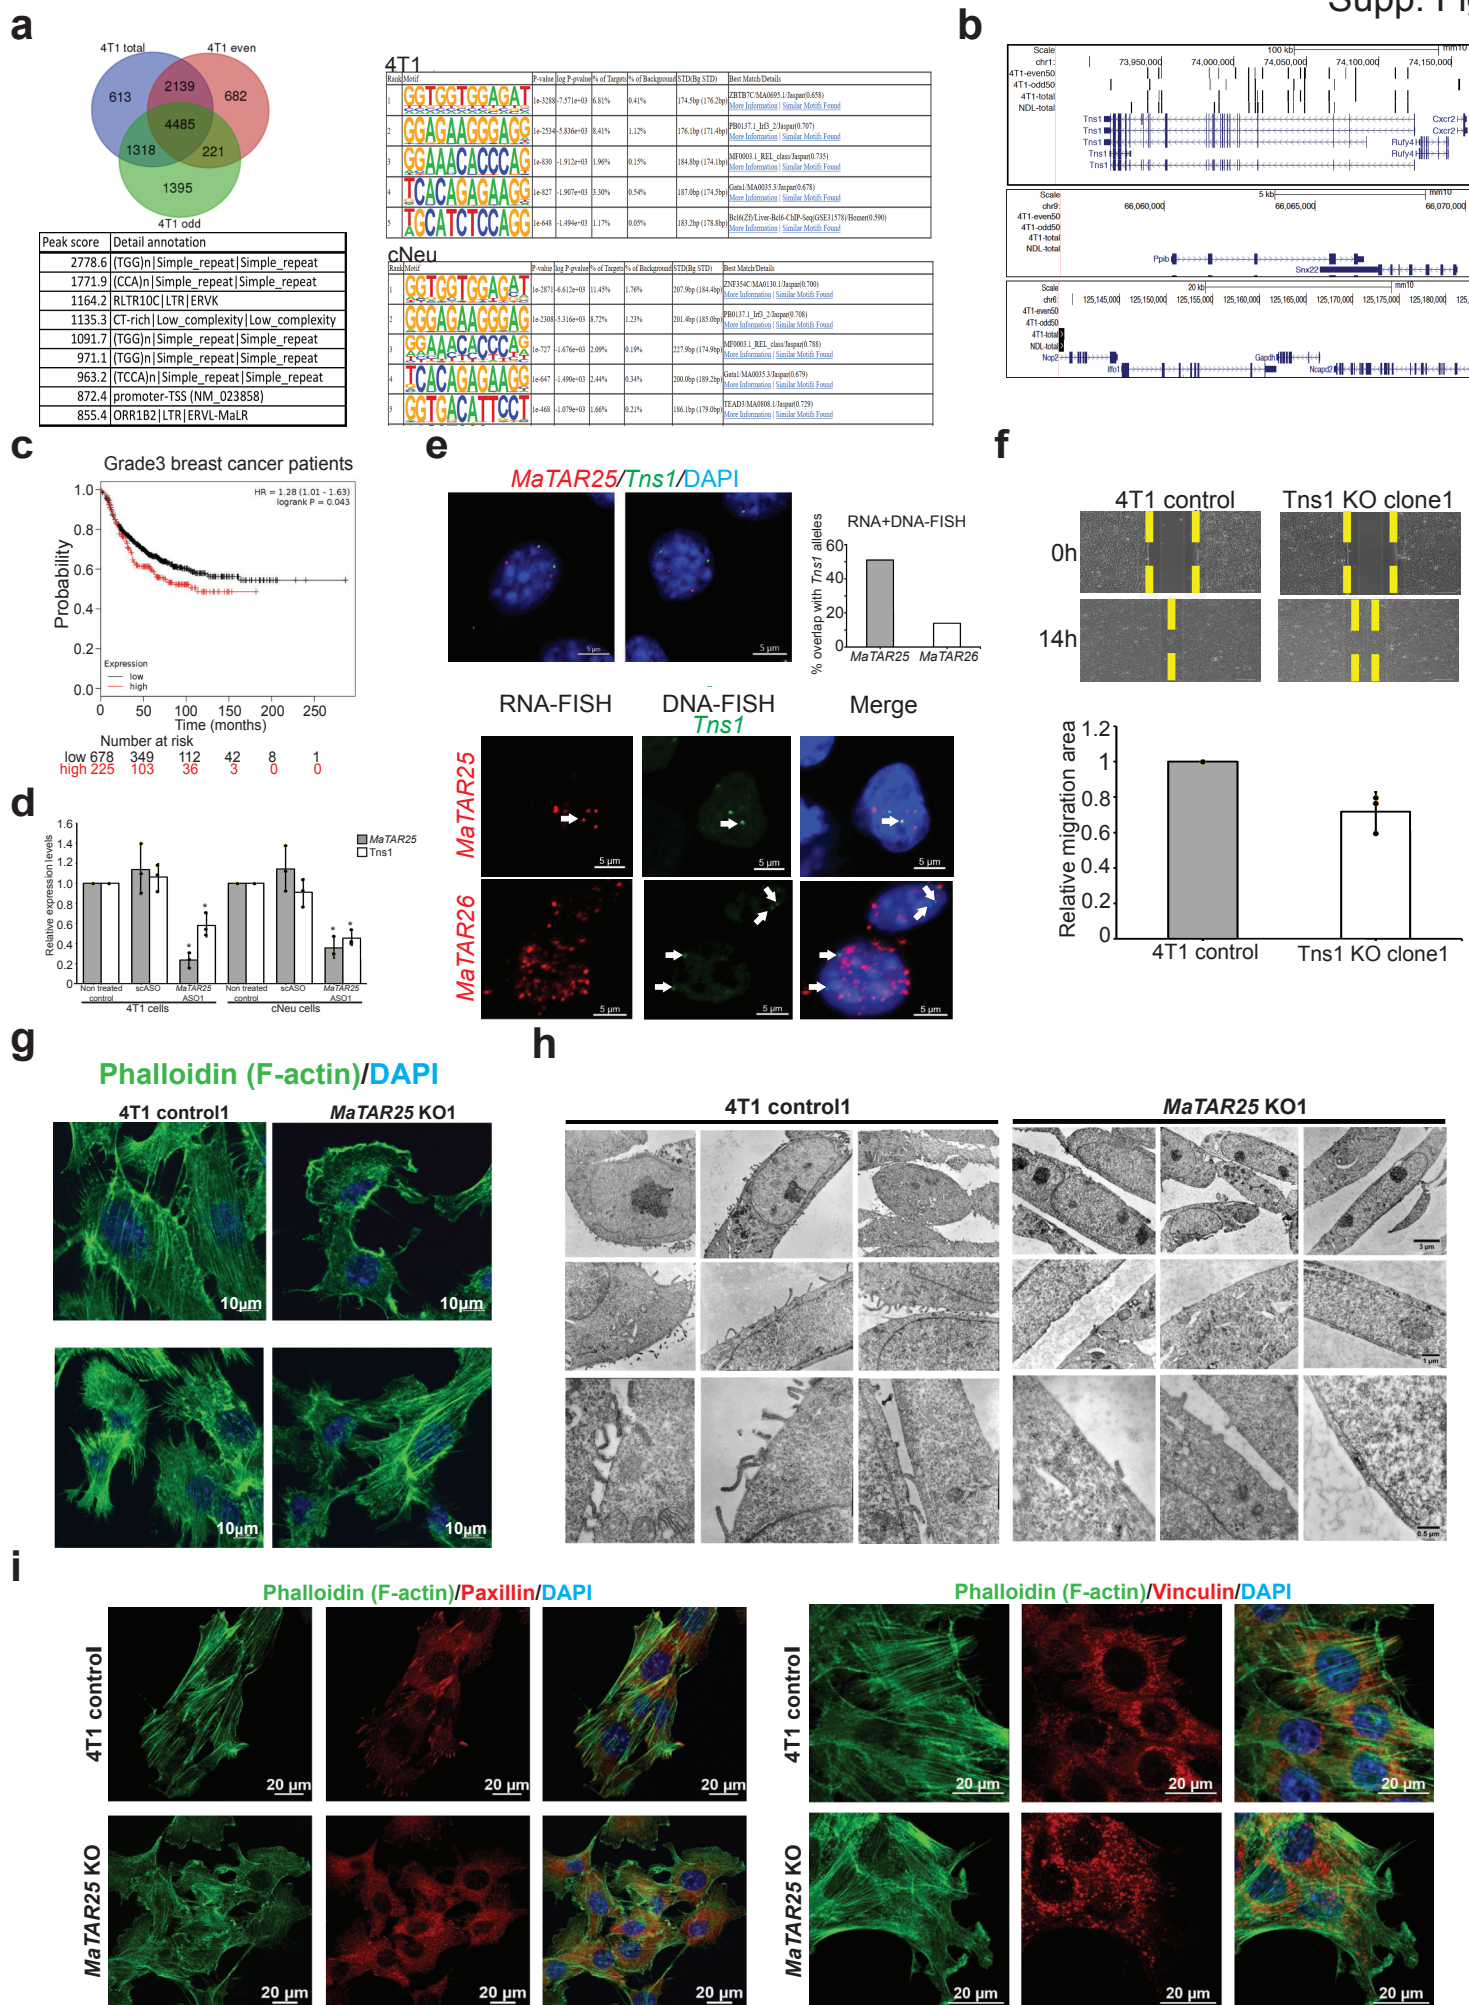

**Supplementary Figure 4. *Tns1* is the key downstream target of *MaTAR25* for regulating tumor cell progression and migration.**

**Related to Figure 4.**

- a) Venn diagram showing the overlap of genomic target sites from ChIRP-Seq data using *MaTAR25* total oligo pool (14 oligos), *MaTAR25* odd oligo pool (7 oligos), or *MaTAR25* even oligo pool (7 oligos) for RNA pull-down in 4T1 cells. 

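Overlaps were counted here as peaks that share at least 1 bp. Of the 64607 even-pool peaks, 13041 overlapped an odd-pool peak (20.2%, 95% interval 19.9 to 20.5), where regions of the same lengths 10 kb away overlapped in 3.13%. Of the 76806 total-pool peaks, 46922 (61.1%) overlapped an even-pool peak and 28929 (37.7%) an odd-pool peak, 12778 (16.6%) overlapped both and 13733 (17.9%) neither. The share of even-pool peaks in the odd-pool list moved most with the score: it was 25.3% among peaks with a score of at least 100. Total-pool peaks were found in the MMTV-Neu-NDL list in 66.4% of cases (51021 peaks) and their control regions in 3.81%. The 51566 peaks that only the even pool gave and the 48301 that only the odd pool gave were compared by the pool of the oligo with the longest match. Among matches of at least 12 bases it was an even oligo in 8317 and an odd oligo in 121 of the even-only peaks, and an even oligo in 588 and an odd oligo in 9585 of the odd-only peaks, an odds ratio of 1120 (95% Woolf interval 919 to 1366). With a match of at least 10 bases the odds ratio was 62.1, the value that moved most. Among even-only peaks, oligo 12 had the most matches, in 9.08% of peaks against 0.299% of control regions. Among odd-only peaks, oligo 11 was matched in 4.33%, oligo 3 in 4.03%, oligo 5 in 3.84% and oligo 9 in 3.71%.

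**Figure D3:**
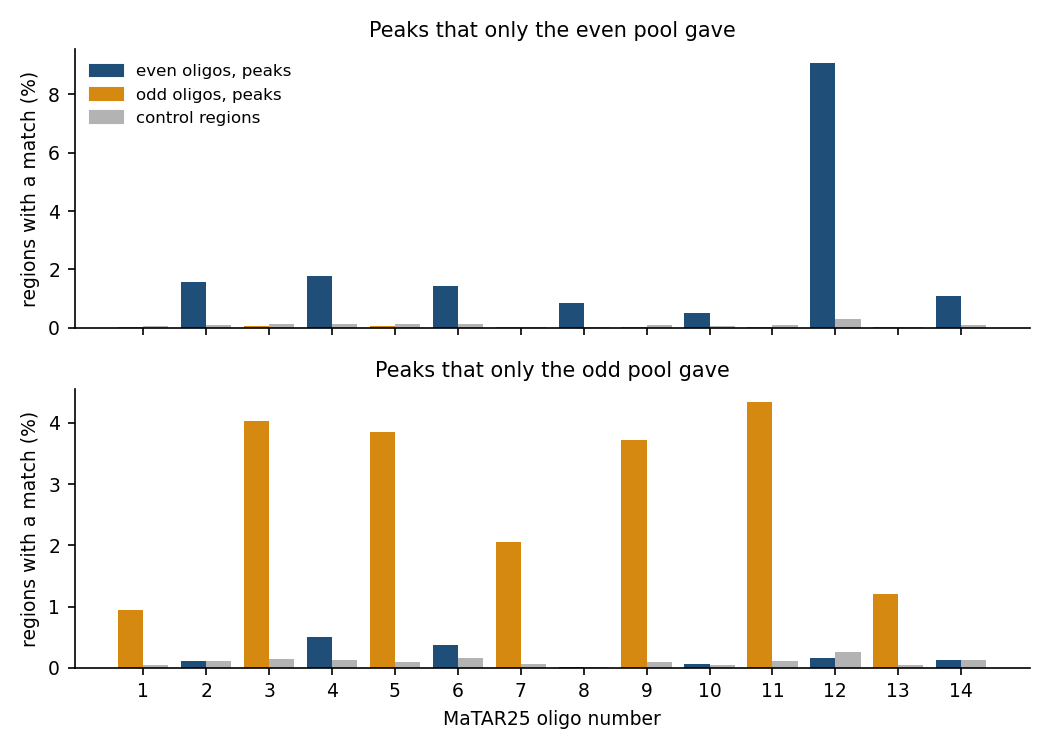
Percent of regions with an exact match of at least 12 bases to each of the 14 MaTAR25 oligos (horizontal axis, oligo number), for peaks that only the even pool gave (upper panel, 51566 peaks) and peaks that only the odd pool gave (lower panel, 48301 peaks) in 4T1 cells. Blue bars are even oligos, orange bars odd oligos and grey bars control regions; the vertical axes start at 0 and differ between panels. The oligos matched most are oligo 12 in even-only peaks (9.08%) and oligo 11 in odd-only peaks (4.33%).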

The number of target sites is indicated by the overlap between the circles (top panel).  
Top genome ontology enrichment regions from analyzing the sequence of overlapped target sites are listed in the lower panel. An enriched transcription factor motif sequence was identified from 4T1 and cNeu cells *MaTAR25* ChIRP-seq data using HOMER (ref. 69) (right panel).
- b) UCSC genome browser snapshot showing peaks of *MaTAR25* ChIRP-Seq data over *Tns1* vs two non-target genes (*Ppib*, *Gapdh*) using *MaTAR25* odd oligo pool (7 oligos), *MaTAR25* even oligo pool (7 oligos), or *MaTAR25* total oligo pool (14 oligos) for RNA pull-down in 4T1 cells, and *MaTAR25* total oligo pool (14 oligos) for RNA pull-down in MMTV-NDL cells.
- c) Kaplan Meier-plotter analysis by KM plotter (ref. 38) showing the correlation of *Tns1* expression levels (lower and upper quartiles were computed and indicated as low expression and high expression groups) with survival of patients with Grade 3 breast tumors.
- d) qRT-PCR showing the knockdown efficiency of *MaTAR25* ASO1 and the changes of *Tns1* expression in 4T1 cells and cNeu after 72 hours of incubation compared to mock and scASO treated control cells. 

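The logos show 5 motifs for 4T1 cells and 5 for cNeu cells, read here by the tallest letter at each position, 7 distinct sequences in all. All 7 are exact stretches of MaTAR25 oligos or of their reverse complements, from 6 different oligos. GGAGAAGGGAGG is bases 6 to 17 and GGGAGAAGGGAG bases 5 to 16 of oligo 12. GGAAACACCCAG is bases 5 to 16 of oligo 5, and TCACAGAGAAGG bases 3 to 14 of oligo 6. TGCATCTCCAGG lies in the reverse complement of oligo 3 and GGTGACATTCCT in that of oligo 11. Of the 2444 stretches of 12 bases in the MaTAR25 transcript, 126 (5.16%) lie inside an oligo. Motifs were compared with the oligos only after both had been seen. For the genes shown as browser tracks, the lists held 17 Tns1 peaks in the even pool, 10 in the odd pool, 16 in the total pool and 17 in MMTV-Neu-NDL cells, by the gene of the nearest promoter. No peak was assigned to Ppib or Gapdh in any of the 4 lists. Ppib RNA was the target of the control pulldown against which the peaks were called.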

Data are presented as mean values  $\pm$  SD (n=3 independent experiments). \* $p < 0.05$  (student's t-test).
- e) Representative images of double DNA-FISH detecting *MaTAR25* (red) and *Tns1* (green) gene loci in 4T1 cells (upper panel). Representative images of smRNA-FISH of *MaTAR25* RNA transcripts (red) and DNA-FISH detecting *Tns1* gene loci (green) within the same cell to assess the potential interaction between *MaTAR25* RNA transcripts and *Tns1* gene loci in 4T1 cells. lncRNA *MaTAR26* (red) was used as a control (lower panel). Total 60 cells in each sample set were imaged and counted for quantification of % overlap smRNA signals with *Tns1* alleles (upper panel). Scale bars are 5  $\mu$ m.
- f) Scratch wound healing assay showing the difference in migration ability between 4T1 control and *Tns1* KO cells. The migration areas in each group were measured by ImageJ and the result is shown  $\pm$  SD (n=2 independent experiments).
- g) Images showing the changes of F-actin bundles in 4T1 control cells, 4T1 *MaTAR25* KO cells, 4T1 *MaTAR25* KO cells with ectopic expression of *MaTAR25*, and 4T1 *MaTAR25* KO cells with ectopic expression of *Tns1*. Cells were stained with Alexa Fluor 488 phalloidin conjugate (green), and images were acquired using a Zeiss 710 confocal microscope. More than 3 independent experiments were performed and the representative images are shown. Scale bars are 10  $\mu$ m.
- h) Transmission electron microscopy (TEM) images showing the significant reduction in microvilli upon *MaTAR25* KO. 2 different experiments were examined and the

representative images are shown. Shared scale bars are indicated in the right panels (3, 1, and 0.5  $\mu\text{m}$ ).

- i) Images showing the changes in the localization of focal adhesion complex proteins in 4T1 control and 4T1 *MaTAR25* KO cells by immunofluorescence (IF) labeling (red) of paxillin (upper panel) and vinculin (lower panel). Cells were co-stained with Alexa Fluor 488 phalloidin conjugate (green). 3 independent experiments were performed and representative images are shown. Scale bars are 20  $\mu\text{m}$ .

**a**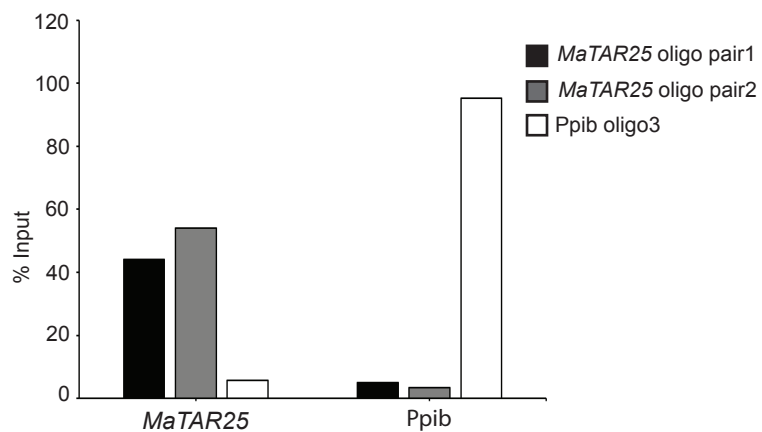**b**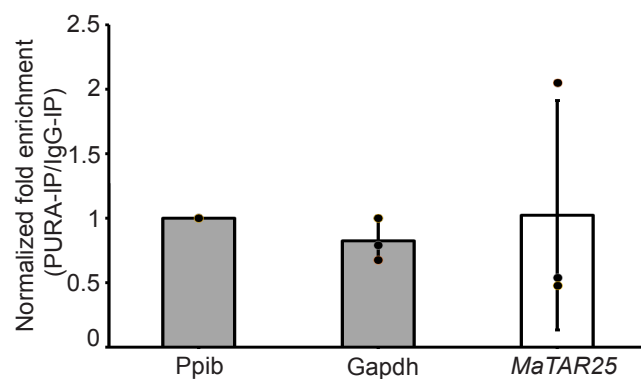**c**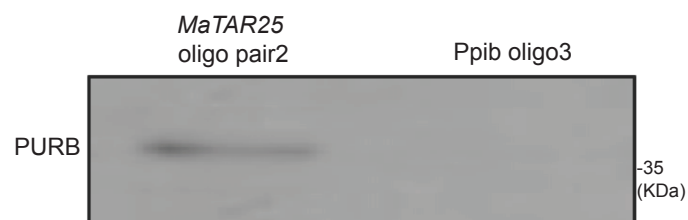**d**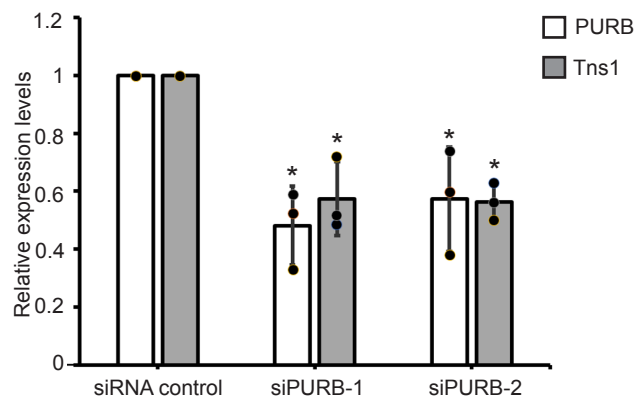**e**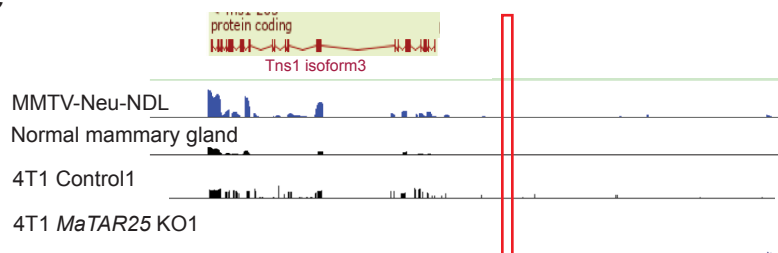**f**

```

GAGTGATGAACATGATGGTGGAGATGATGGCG
ATGTAAGTGGTGGTGGCGATGGAGGAGA
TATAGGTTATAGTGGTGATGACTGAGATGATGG
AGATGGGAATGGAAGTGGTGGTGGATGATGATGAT
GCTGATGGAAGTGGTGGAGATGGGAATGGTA
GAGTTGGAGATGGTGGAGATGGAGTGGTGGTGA
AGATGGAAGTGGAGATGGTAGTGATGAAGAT
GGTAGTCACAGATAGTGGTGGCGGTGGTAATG
  
```

**g**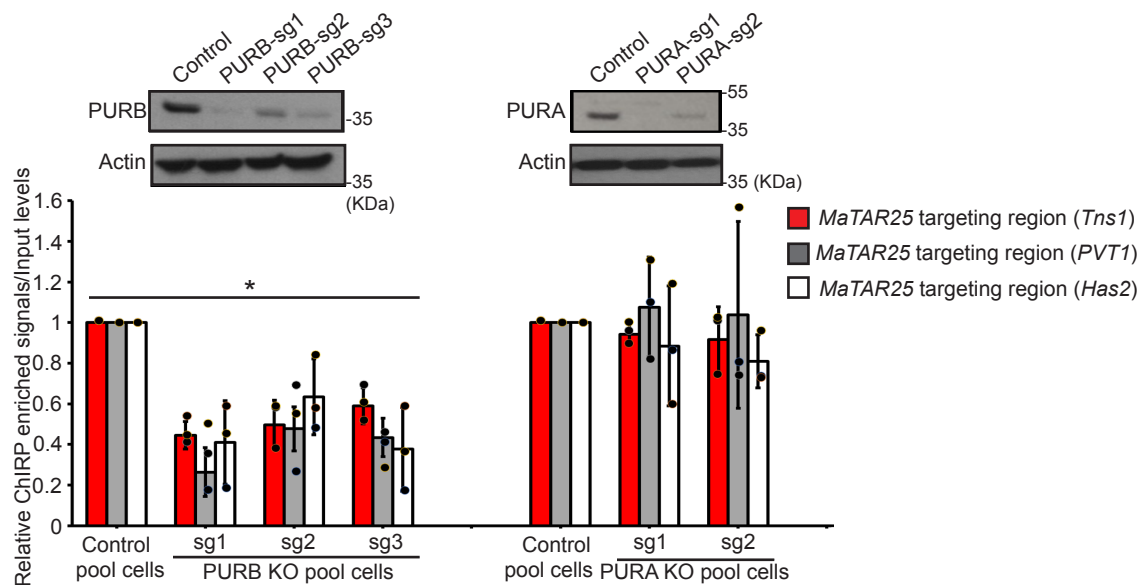

**Supplementary Figure 5. *MaTAR25* interacts with PURB to carry out its function.**  
**Related to Figure 5.**

- a) *MaTAR25* or PPIB (control) RNA transcripts were assessed by qRT-PCR following the pull-down of *MaTAR25* or *PPIB* in 4T1 cells.
- b) *MaTAR25*, PPIB, and GAPDH transcripts were assessed by qRT-PCR in endogenous PURA, or IgG (negative control) immunoprecipitates from 4T1 cells. Fold enrichment of PURA associated RNA signal over IgG signal is calculated and data are presented as mean values  $\pm$  SD (n=3 independent experiments).
- c) Immunoblot analysis of PURB following the pull-down of *MaTAR25* or PPIB in MMTV-Neu-NDL primary cells. 2 independent experiments were performed and a representative blot image is shown.
- d) qRT-PCR analysis of *Tns1* expression in 4T1 cells following treatment for 48 hours with three independent siRNAs to knockdown PURB, compared to negative control cells. Data are presented as mean values  $\pm$  SD (n=3 independent experiments). \* $p < 0.05$  (paired student's t-test; two tailed).
- e) Ensemble genome browser snapshot showing isoform3 of *Tns1* and UCSC genome browser snapshot showing the expression levels of *Tns1* between MMTV-Neu-NDL, normal mammary gland RNA-Seq results (ref. 30), 4T1 control1 and 4T1 *MaTAR25* KO1 RNA-Seq results. 

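Of the RNA-seq libraries in panel e, those of 4T1 cells were analysed here, and those of normal mammary gland and MMTV-Neu-NDL tumors were not used here. In single libraries, Tns1 was at 6.80 and 2.17 CPM in the control libraries, at 1.23, 0.896 and 0.135 CPM in KO1 and at 0.335, 0.379, 2.76 and 0.123 CPM in KO2. Counts per gene do not tell transcripts apart, so the share of isoform 3 was not analysed here.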

The red square highlights the *MaTAR25* targeting region over *Tns1* isoform 3 promoter from ChIRP-Seq data sets.
- f) The DNA targeting sequence of *Tns1* DNA recognized by *MaTAR25* by ChIRP-Seq analysis. The PURB binding sequence motif (GGTGG) is highlighted.
- g) *MaTAR25* oligos (even 7) ChIRP-PCR analysis of *MaTAR25* targeting regions over three downstream genes (*Tns1*, *PVT1*, *Has2*) using 4T1 control pool cells, PURB KO pool cells (sg1-3), and PURA KO pool cells (sg1-2). 

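For the genes named in panel g, peaks were given to the gene of the nearest promoter. The highest-scoring Pvt1 peak of the total-pool list lay on chromosome 15 from 62016423 to 62017173 with a score of 1164, outside the gene, and a peak from 62063479 to 62064479 with a score of 1843.4 lies inside Pvt1 but nearer to the promoter of Gm27782. The highest-scoring Has2 peak of that list lay on chromosome 15 from 56716975 to 56717474 with a score of 101.3, rank 15937, and the even-pool list had 0 Has2 peaks. ChIRP libraries of PURB KO and PURA KO cells were not analysed here.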

Data are presented as mean values  $\pm$  SD (n=3 independent experiments). \* $p < 0.05$  (paired student's t-test; two tailed).

**a**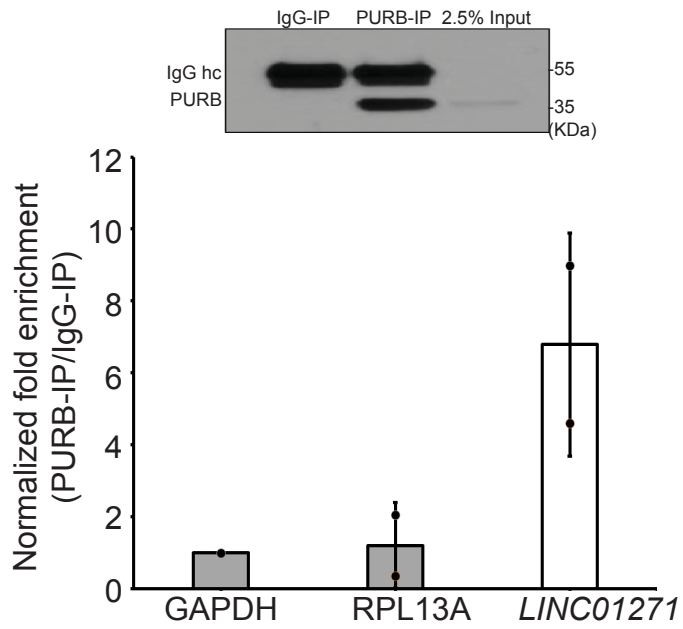**b**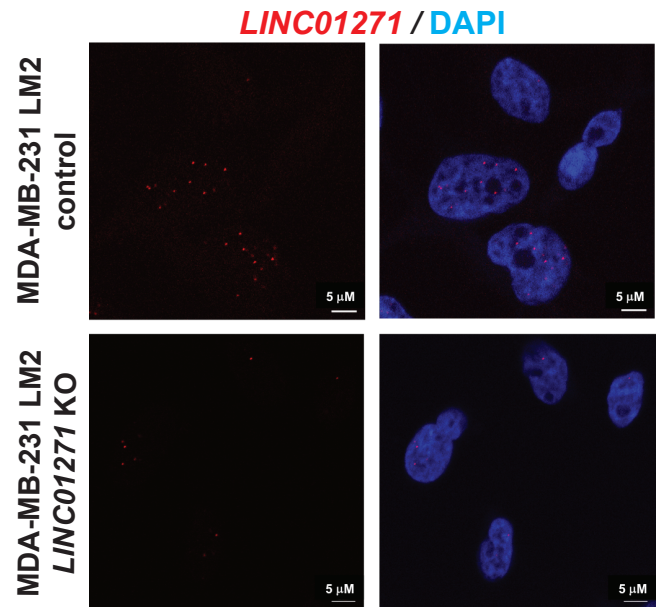**c**

| Positive correlation  |
|-----------------------|
| DNA REPLICATION       |
| MITOTIC M M G1 PHASES |
| CELL CYCLE MITOTIC    |
| M G1 TRANSITION       |
| SYNTHESIS OF DNA      |
| CELL CYCLE            |
| S PHASE               |

**d**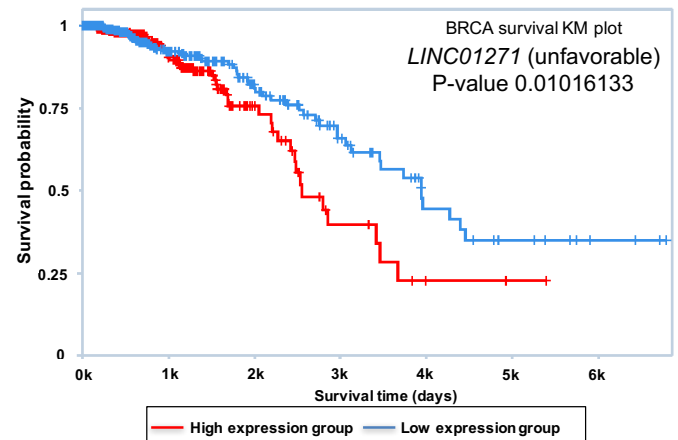**e**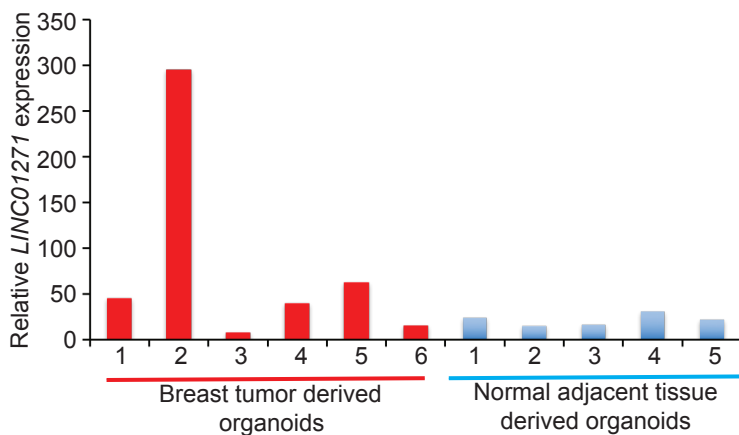

**Supplementary Figure 6. *LINC01271* is the human ortholog of *MaTAR25*.**

**Related to Figure 6.**

- a) RNA immunoprecipitation (RIP) and qRT-PCR using PURB antibody to identify the specific interaction between PURB and *LINC01271* RNA transcripts in MDA-MB-231 LM2 cells. Rabbit IgG antibody was used as a negative control. qRT-PCR detecting *Gapdh* and *Rpl13a* RNA transcripts were used as non-specific RNA transcript binding for normalization (n=2 independent experiments).
- b) Images of smRNA-FISH detecting *LINC01271* RNA transcripts (red) in MDA-MB-231 LM2 cells to assess the localization of *LINC01271* in control and *LINC01271* KO cells. 2 independent experiments were performed and representative images are shown. Scale bars are 5  $\mu$ m.
- c) Identification of the positive correlation pathways with *LINC01271* expression by reactome analysis based on the Breast Cancer TCGA data.
- d) Kaplan Meier-plotter analysis by TANRIC (ref. 45) showing the correlation of *LINC01271* expression level (lower and upper quartiles from 837 tumor samples were computed and indicated as low expression and high expression groups) on survival of breast cancer patients. *p*-value was calculated from the univariate cox proportional hazards model with a log-rank test.
- e) Comparison of the expression level of *LINC01271* within breast tumor organoids derived from samples of luminal subtype breast cancer patient vs normal breast organoids derived from adjacent breast tissues detected by qRT-PCR.

**a**

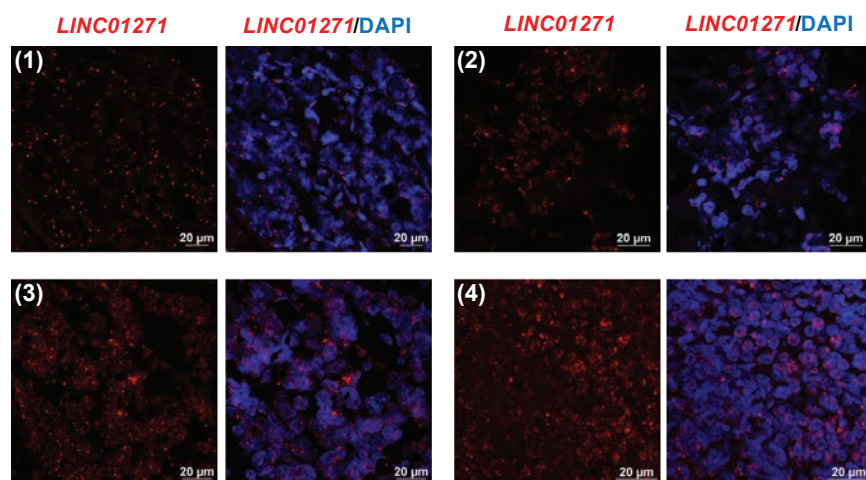

**b**

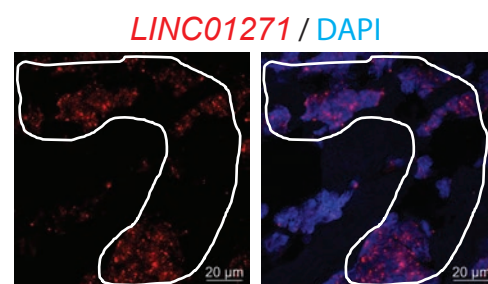

**c**

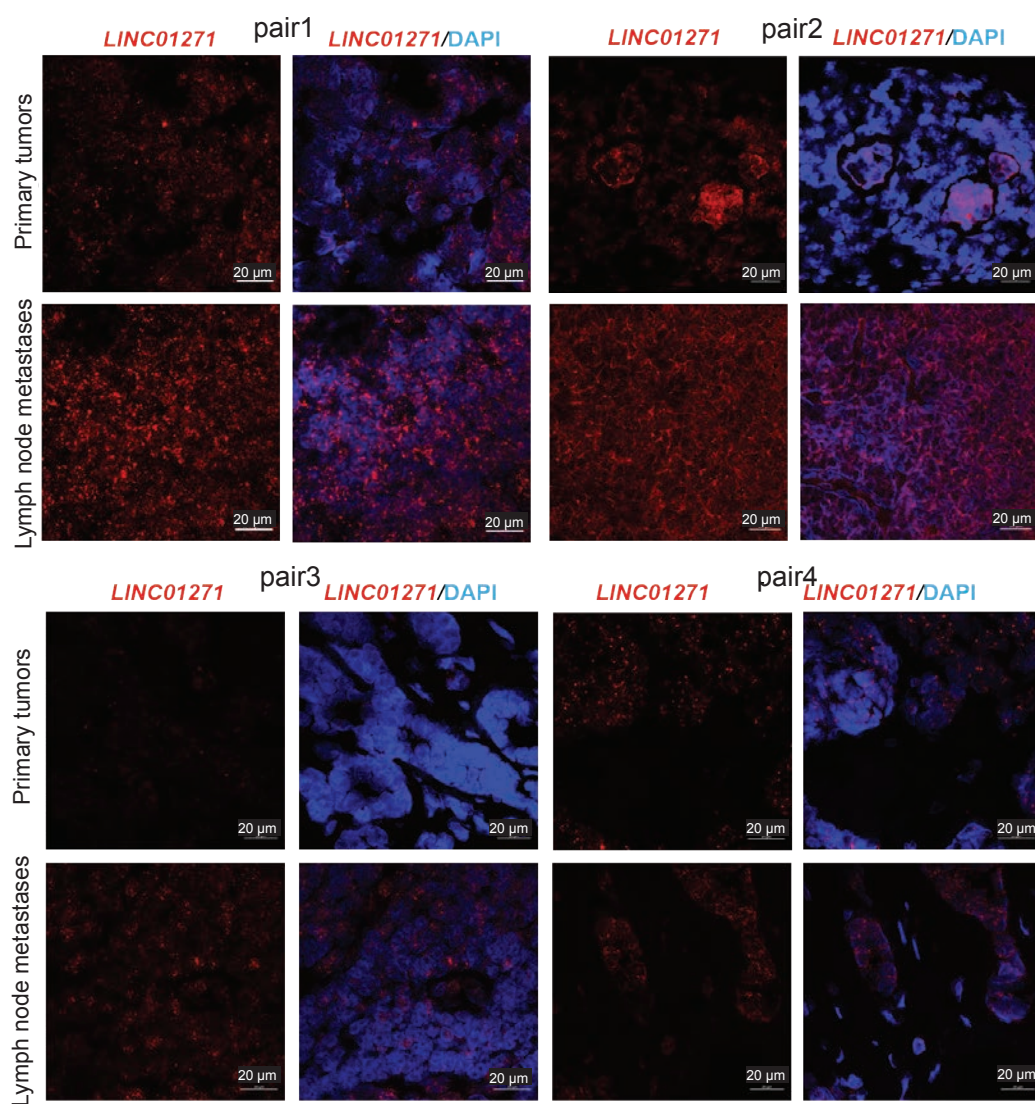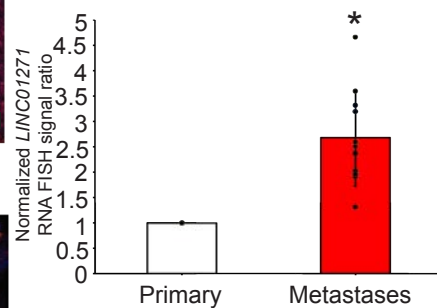

**Supplementary Figure 7. smRNA-FISH examining *LINC01271* expression in patient breast tumor samples.**

**Related to Figure 7.**

- a) smRNA-FISH images showing the expression of *LINC01271* (red) in patient breast tumor sections from early stage (1) (2) and late stage (3) (4) breast tumor sections. 6 random areas on each slide were examined and representative images are shown. Scale bars are 20  $\mu$ m.
- b) Representative smRNA-FISH images showing the clonal/regional expression pattern of *LINC01271* RNA transcripts (red) within breast tumor patient samples. Regions containing cells with higher expression level of *LINC01271* are outlined. 6 random areas each slide were compared and representative images are shown. Scale bars are 20  $\mu$ m.
- c) smRNA-FISH images showing the expression pattern of *LINC01271* (red) within luminal subtype breast cancer primary tumors and lymph node metastases sections from the same patients. Scale bars are 20  $\mu$ m. Total 11 patient sample sets (primary and metastatic) were imaged and counted for quantification. Data are presented as mean values  $\pm$  SD \*  $p < 0.05$  (paired student's t-test; two tailed).

# Supplementary material for: MaTAR25 lncRNA regulates the Tensin1 gene to impact breast cancer progression
**Source:** Nat Commun. 2020 Dec 22;11:6438. doi: 10.1038/s41467-020-20207-y
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

We have not developed any software or code in this project.

Data analysis

R, <https://www.r-project.org/>  
 FACSDiva 8.0.1, Becton Dickinson  
 FlowJo v10, FLOWJO, LLC  
 ImageJ Fiji, NIH  
 CellTracker ver.1.1, CellTracker  
 GraphPad Prism 7.0, GraphPas Software  
 Aperio ImageScope 12.3, LEICA  
 ZEN microscope software, ZEISS

Online tools:  
 UCSC genome browser (<https://genome.ucsc.edu/>)  
 ensembl genome browser (<http://useast.ensembl.org/index.html>)  
 FANTOM5 (<https://fantom.gsc.riken.jp/5/>)  
 CPAT (<http://lilab.research.bcm.edu/cpat/>)  
 CPC (<http://cpc.gao-lab.org/>)  
 KM plotter (<https://kmplot.com/analysis/>)  
 TANRIC ([https://ibl.mdanderson.org/tanric/\\_design/basic/query.html](https://ibl.mdanderson.org/tanric/_design/basic/query.html))

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The accession number for the RNA-seq and ChIRP-seq data reported in this study is GEO: GSE142169 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142169>)

The dataset identifier for the mass spectrometry proteomics data deposited to the ProteomeXchange Consortium via the PRIDE partner repository is: PXD017398 (<https://www.ebi.ac.uk/pride/>)

Source data for figures shown in this study are available upon request if not available in Supplementary Data and in the attached source data file. The source data underlying Figs. 2a-f, 3a-d, 4a, b, d-g, 5b-e, 6b-e, 7a and Supplementary Figs. 1e-g, 2b, c, e, g, h 3b, 4d-f, 5a-d, g, 6a, e, 7c are provided as a Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size of mouse model experiments were determined through guidelines from IACUC and previous studies from other groups. ( <a href="https://www.bu.edu/researchsupport/compliance/animal-care/working-with-animals/research/sample-size-calculations-iacuc/">https://www.bu.edu/researchsupport/compliance/animal-care/working-with-animals/research/sample-size-calculations-iacuc/</a> ) ( <a href="https://pubmed.ncbi.nlm.nih.gov/24382818/">https://pubmed.ncbi.nlm.nih.gov/24382818/</a> ) ( <a href="https://www.ncbi.nlm.nih.gov/pmc/articles/PMC4701977/">https://www.ncbi.nlm.nih.gov/pmc/articles/PMC4701977/</a> ) More details are described in the methods, figure legends and supplementary figure legends. |
| Data exclusions | Data has not been excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | The experiments were performed in duplicate or triplicate as indicated in Figure legends to verify that the results. These data can be reproducible successfully.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Randomization   | Female mice for the in vivo experiments were randomized by weight and age into different experimental groups. Since this study is focused on breast cancer only female mice were used. For other in vitro/ non-clinical experiments, no randomization was necessary since the experiments were duplicate and triplicate to verify the results.                                                                                                                                                                                                                                                                                                                                                                                 |
| Blinding        | Tumors were measured without prior knowledge of MaTAR25 ASO treatment or scASO treatment. For other in vitro experiments, no blinding was necessary since the experiments were duplicate and triplicate to verify the results.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Rabbit polyclonal anti-Tensin-1 (for western) Signalway Antibody LLC Cat# 45400; RRID: N/A<br>Rabbit polyclonal anti-PURA (for western) abcam Cat# ab79936; RRID: AB_2253242 |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Rabbit polyclonal anti-PURA (for RIP) abcam Cat# ab125200, RRID:AB\_10973560  
 Rabbit polyclonal anti-PURB (for western, RIP, and ChIP) Proteintech Cat# 18128-1-AP; RRID: N/A  
 Rabbit monoclonal [Y113] anti-Paxillin (for IF) abcam Cat# ab32084; RRID: AB\_779033  
 Rabbit monoclonal [EPR8185] anti-Vinculin (for IF) abcam Cat# ab129002; RRID: AB\_11144129  
 Mouse monoclonal Anti- $\beta$ -Actin (for western) Sigma-Aldrich Cat# A5441; AB\_476744  
 Rabbit IgG Isotype Control ThermoFisher Catalog # 10500C; RRID: AB\_2532981  
 Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 Invitrogen Catalog # A-11012

#### Validation

All antibodies were used as per manufacturer's recommendations. And the dilution ratios are mentioned in methods and source data file.

Tensin-1 (<https://www.sabbiotech.com/g-19435-Tensin-1-Antibody-45400.html>)  
 PURA (western blot) (<https://www.abcam.com/pura-antibody-ab79936.html>)  
 PURA (RIP) (<https://www.abcam.com/products?keywords=ab125200%2C>)  
 PURB (<https://www.ptglab.com/products/PURB-Antibody-18128-1-AP.htm>)  
 Paxillin (<https://www.abcam.com/paxillin-antibody-y113-ab32084.html>)  
 Vinculin (<https://www.abcam.com/vinculin-antibody-epr8185-ab129002.html>)  
 $\beta$ -Actin (<https://www.sigmaaldrich.com/catalog/product/sigma/a5441?lang=en&region=US>)  
 Rabbit IgG (<https://www.thermofisher.com/antibody/product/Rabbit-IgG-Isotype-Control/10500C>)  
 Goat anti-Rabbit IgG Alexa-594 (<https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11012>)

## Eukaryotic cell lines

Policy information about [cell lines](#)

#### Cell line source(s)

Murine mammary tumor cell line 4T1 (Fred Miller Lab)  
 Murine mammary tumor cell line NF639 (ATCC Cat# CRL-3090)  
 Human breast cancer cell line MDA-MB-231 LM2 (Joan Massagué Lab)

#### Authentication

4T1 cells were obtained from Fred R. Miller (Wayne State University), but not authenticated.

#### Mycoplasma contamination

Cold Spring Harbor Laboratory (CSHL) has a centralized cell culture facility and all cells are tested for mycoplasma on a routine basis. All cell lines used in this studies were Mycoplasma free.

#### Commonly misidentified lines (See [ICLAC](#) register)

We have not used any commonly misidentified cell lines in our study.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

3-4 month old FVB female NeuNDL mice, and 3 month old Balb/c female mice were used in this study. Details are described in the manuscript methods section.

#### Wild animals

Wild animals were not used in this study.

#### Field-collected samples

Field-collected samples were not used in this study.

#### Ethics oversight

Our animal protocol (18-15-12-14) was approved and followed a set of guidelines from IACUC. All animal procedures and studies were approved by the Cold Spring Harbor Laboratory Animal Use Committee in accordance to IACUC procedures. Animal experiments were performed with oversight of the Cold Spring Harbor Laboratory Animal Core Facility.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | 4T1 cells were harvested and resuspended in basic sorting buffer (final conc. 2% FBS, 1 mM EDTA and 25mM HEPES pH 7.0)                                                                                                                                                                                                                                                                                                                                                  |
| Instrument                | Becton Dickinson FACSAria II SORP 5 laser system/ Becton Dickinson LSR II                                                                                                                                                                                                                                                                                                                                                                                               |
| Software                  | Becton Dickinson FACSDiva 8.0.1                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Cell population abundance | A sort gate was drawn around the double positive population and sorted into a 96-well plate using Single Cell Precision mode. Cells were cultured and examined by Genomic DNA PCR and Sanger Sequencing as well as qRT-PCR.                                                                                                                                                                                                                                             |
| Gating strategy           | A dot plot of FSC-A vs SSC-A was used to gate out debris (P1). A second dot plot of SSC-H vs SSC-W was gated off of P1 and used to gate out aggregates (P2). A third plot of FSC-H vs FSC-W was gated off of P2 and used to gate the Single cell population (P3). Lastly, another dot plot of GFP-A vs mCherry-A was gated off the single cell (P3) population for single cell sorting. Figures for exemplifying the gating strategy are in the Source Data > Figure 2a |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: MaTAR25 lncRNA regulates the Tensin1 gene to impact breast cancer progression
**Source:** Nat Commun. 2020 Dec 22;11:6438. doi: 10.1038/s41467-020-20207-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: *MaTAR25* KO RNAseq differentiation expression genes list

File Name: Supplementary Data 2

Description: 4T1 cells *MaTAR25* ChIRP-seq targeting regions list

File Name: Supplementary Data 3

Description: cNeu (MMTV-NeuNDL) cells *MaTAR25* ChIRP-seq targeting regions list

File Name: Supplementary Data 4

Description: 4T1 cells *MaTAR25* ChIRP-seq and KO RNAseq overlapping genes

File Name: Supplementary Data 5

Description: List of antibodies used in this study

File Name: Supplementary Data 6

Description: List of reagents used in this study

File Name: Supplementary Data 7

Description: List of assays and resources used in this study

File Name: Supplementary Data 8

Description: List of oligonucleotides used in this study

File Name: Supplementary Data 9

Description: 4T1 cells *MaTAR25* oligos pulldown\_MS\_iTRAQ protein list

File Name: Supplementary Data 10

Description: FACS figures for gating/sorting 4T1 CRISPR/Cas9 positive cells

File Name: Supplementary Movie 1

Description: Video of 4T1 migration assay (4T1 control1)

File Name: Supplementary Movie 2

Description: Video of 4T1 migration assay (4T1 *MaTAR25* KO2)

How the deposited data were processed for this re-analysis (not part of the article)

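RNA-seq counts of 4T1 control, MaTAR25 KO1 and MaTAR25 KO2 cells and annotated ChIRP-seq peak lists of 4T1 and MMTV-Neu-NDL cells were analysed, in 13 deposited files in all. The RNA-seq values are whole-number counts per gene, 1 library to each file, for 2 control, 3 KO1 and 4 KO2 libraries. To make these counts, the authors mapped single-end reads of polyadenylated RNA to GRCm38 with STAR and counted them on genes of GENCODE vM5 with HTSeq, without normalization. The counting was not stated to use the strand of the reads, so genes that overlap on opposite strands, and genes with near-identical copies, are uncertain. Of the 45318 genes, 44585 were given a symbol from the reference annotation and 733 were used by their identifiers. The library labelled KO2 replicate 2 lists each gene 3 times with identical counts, and each gene was used once. The 10 genes with the most counts took 3.60 to 4.33% of the gene counts of a library.

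The ChIRP-seq values are the deposited peak scores of HOMER, which the authors computed over pooled replicates and whose scaling is not given in the sources used here. The authors mapped paired-end reads to GRCm38 with Bowtie2, called peaks with HOMER against the Ppib pulldown, and annotated them with GENCODE vM16. No replicate test can be made on these lists, and shares of peaks have 95% Wilson intervals for counting error only. Scores were compared only within a list.

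Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. The edgeR fit used TMM library sizes, the genes kept by filterByExpr, the quasi-likelihood test and Benjamini-Hochberg adjustment with a threshold of 0.1, as in the paper. The paper used DESeq2, which is an alternative here. KO1, KO2 and their difference were tested in a fit with 3 groups. Single genes were also compared by an exact permutation test on log2 of CPM with a pseudocount of 1. The fits were tested on simulated counts with 200 changed genes. For the difference between KO1 and KO2, 156 of 198 changed genes among the 14617 tested were called (78.8%), and 10 of 166 calls were false (6.02%). The agreement of KO1 and KO2 was set beside unchanged clones simulated against the same controls, because both clones share these controls.

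The gene lists, the comparisons, the alternatives and the rule for naming genes were chosen before the data were examined, apart from those named otherwise. The paper's tables of changed and overlapping genes, which hold values of named genes, had been read by then. The DNA replication and G2/M lists were written by symbol, and the proteasome and oxidative phosphorylation lists by symbol pattern. Lists were tested with camera at a correlation of 0.01 and a threshold of 0.05, with fry and with camera at an estimated correlation. The genes named are those that the paper names and, among called genes with a mean of at least 1 CPM and no overlap between KO and control libraries, the 3 that rose and the 3 that fell most. For peaks, the 10 highest-scoring peaks of the total-pool list of 4T1 cells were named.

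Sequences were taken from GRCm38 and gene positions from GENCODE vM21. Peaks were analysed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and numba 0.67.0. Peaks of different lists were shared when they overlapped by at least 1 bp. Matches to the 14 MaTAR25 oligos and the 8 Ppib oligos of Supplementary Data 8 were exact, on either strand and at least 12 bases long, and control regions had the same length as the peak and lay 10 kb away. TGG repeats were runs of at least 4 TGG or CCA. The overlap of changed genes with genes near peaks was tested by Fisher's exact test against the genes that edgeR tested. For the matches of pool-specific peaks an odds ratio with a Woolf interval is given.

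Alternatives for the counts were DESeq2, RLE size factors, no filter on low counts, at least 10 counts in every library, other thresholds, the replicate number as a block, only the groups compared, the 3-group fit and leaving out each library in turn. Alternatives for the peaks were a score of at least 100, the 1000 highest-scoring peaks, a larger overlap, matches of 10 or 14 bases, runs of 3 or 6, control regions 50 kb away and other ways to assign genes. Chosen after the data had been seen were DESeq2 with a prior on fold changes, the correlation of the clones with each library left out, peaks without chromosomes 2 and 3, the Nearest Ensembl column of the peak lists, and repeats of any unit. Chromosome medians were compared with 10000 shuffles of gene positions, which hold no variation between libraries, and their standard deviation with that of all splits of the 7 KO libraries. Reads were not used, so LTR enrichment over input, isoforms and the depth of the ChIRP-seq libraries were not analysed here.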

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

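Of the tests in this part, the one for KO1 cells mixed into KO2 replicate 3, the one for whole chromosomes in that library and the one for genes that differ by at least 2-fold were chosen only after the result was seen, and the splits of the KO libraries for chromosome medians were added once those medians had been seen. A library was taken as far from its group when its gap to the nearest library, as a share of the whole range, passed Dixon's 95% critical value for its number of libraries. Of 66 measures tested this way, 10 passed (15.2%), 4 in KO2 and 6 over all KO libraries, where chance gives about 1 in 20, and measures on the same libraries are not independent.

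Tns1 was far higher in KO2 replicate 3 than in the other KO2 libraries, with a gap of 0.903 of the range within KO2 and 0.581 over the 7 KO libraries. Control cells mixed into that library were argued against: 15 genes of at least 10 CPM in both controls and near 0 in the other KO2 libraries had a median share of 3.22% of the control level, where Tns1 alone would need 40.5%. KO1 cells as the source were argued against because Tns1 was 2.25 times as high in KO2 replicate 3 as in the highest KO1 library. For other genes this source stays open: 11 genes of at least 10 CPM in all KO1 libraries and at most 5% of the KO1 level in each other KO2 library had a median share of 9.90% in KO2 replicate 3. The same selection made for each other KO2 library gave other sets, of 4 genes each, with medians of 0.0910 to 0.864%. In a multidimensional scaling of all libraries, KO2 replicate 3 lay at 1.03 on dimension 1, which held 33.0% of the variance, and the other KO2 libraries at 1.81 to 2.04. The medians of its chromosomes against the other KO2 libraries had a standard deviation of 0.196, from -0.46 on chromosome 9 to 0.36 on chromosome 11, beside 0.159, 0.160 and 0.137 for the other KO2 libraries. A gain or loss of whole chromosomes in those cells stays open, since some library is always the largest, the others vary nearly as much, and copy number was not measured. Library size does not set it apart, since its 43664441 gene counts lie between those of the other KO2 libraries. A biological explanation for the Tns1 level in this library was not tested.

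Within KO2, Cebpg was highest in replicate 4 (58.6 CPM, gap 0.874 of the range), Snai1 lowest in replicate 3 (10.4 CPM, gap 0.876) and Malat1 highest in replicate 2 (1009 CPM, gap 0.887). Over all KO libraries, Ybx1 (1047 CPM, gap 0.572) and Pmp22 (20.3 CPM, gap 0.572) were highest in KO2 replicate 2, Gm37691 in KO2 replicate 1 (9.65 CPM, gap 0.6001), Dapk1 in KO2 replicate 4 (0.409 CPM, gap 0.659) and Cplx2 in KO2 replicate 1 (0.474 CPM, gap 0.741). For Dapk1 these gaps lie at 0 to 20 counts per library, and for Cplx2 at 0 to 17. No technical or biological explanation was tested for these genes one by one.

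KO1 and KO2 differed in 2944 genes, 1417 higher and 1527 lower in KO1. Other splits of the 7 KO libraries into 3 and 4 argue against chance: of 35 splits only the real one, 1 split, gave as many. The next, with 2549 genes, differs from the real split only in that KO2 replicate 3 stands with the KO1 libraries. The split after it gave 404, and the median of the other splits was 0. For the real clones the count was 874 without KO1 replicate 2, 1424 without KO1 replicate 1 and 1704 without KO1 replicate 3. The median difference between the clones varied between chromosomes, from -0.34 on chromosome 8 to 0.27 on chromosome 15, with a standard deviation of 0.198. This is not shown to belong to the clones: single libraries against the others of their group had 0.0588 to 0.196, and on log2 of CPM 3 of the 35 splits, the real one included, gave a standard deviation as large as the real 0.154, so chance is not excluded for the chromosome medians. GC content and gene length were argued against as the source of this variation, since the standard deviation was 0.200 after both were subtracted. Whether a gain or loss of whole chromosomes in a clone contributes stays open, and the 17 chromosomes whose medians lay beyond shuffled gene positions held 85.0% of the differing genes and 84.0% of all genes, which decides nothing. Of the differing genes, 72.6% lay to the same side as the other genes of their chromosome (82.8% of those under 2-fold, 63.2% of those of at least 2-fold), which goes with shifts of whole chromosomes, while the splits leave open whether these belong to a clone. It was argued against as the whole cause of the larger differences: of 1520 genes that differ by at least 2-fold, 89.0% kept that difference once the median of their chromosome was subtracted. The clones were made separately, and differences in their deletions or in the cells they came from, which would be biological, were not tested.

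Among the genes named, the log2 difference of KO1 minus KO2 passed the threshold for Has2 (-1.45, adjusted p = 0.0703 from edgeR), Cebpb (1.39, 0.00655), Ptpn1 (-1.09, 0.00474), Ppib (-0.91, 0.0532), Pura (0.54, 0.0459), Gm37691 (-3.06, 0.0499) and Dapk1 (-5.77, 0.0764). Dapk1 had 0 counts in all KO1 libraries, so its fitted difference is no bound, and against a floor of 3 counts over KO1 it was at least 6.85-fold higher in KO2, and without KO2 replicate 4, the highest, at least 3.23-fold. Ppib was higher in 3 of the 4 KO2 libraries than in every KO1 library, and KO2 replicate 3, at 126 CPM, lay within the KO1 libraries. No explanation was tested for these genes one by one.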

How the results depend on the processing

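Chosen only after the data had been seen were DESeq2 with a prior on fold changes, the correlation of the clones without each library, peaks without chromosomes 2 and 3, the Nearest Ensembl column, and simple repeats of any unit. Where a library was left out of a group of 2, the lone control was assumed to vary like the other groups. The cause of a change was not tested unless it is given.

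The count of genes changed in KO cells, 3392, stayed within 1.5 times with DESeq2 (4174), DESeq2 with a prior (4071), RLE size factors (3397), no filter on low counts (2738), at least 10 counts in every library (3122) and the 3-group fit (4970). It fell to 2235 at an adjusted p of 0.05 and to 1787 with a change of at least 2-fold as well, both by the stricter threshold itself, and to 1952 with the replicate number as a block, of which 1852 were among the 3392. Leaving out each library gave 462 to 3976. It gave 462 without control replicate 1 and 574 without control replicate 2, where 459 and 562 were among the 3392. Genes higher in KO cells were 52.7% of all called, and 42.6% and 43.6% without these controls. For KO1 the count of 4750 became 7752 with only the 2 groups compared, and leaving out each library gave 1482 to 5661, with 1482 without control replicate 1 and 1764 without control replicate 2. For KO2 the count of 4724 was 1366 to 5352, with 1366 and 1456 without these controls. The count for KO1 against KO2, 2944, became 1736 with the replicate block and 1932 with only the 2 groups compared, and leaving out each library gave 874 to 4077. DESeq2, RLE size factors and no filter kept the counts for the clones within 1.5 times.

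Replicate numbers do not pair the libraries: the 7 pairs of libraries with the same number in different groups had correlations of -0.149 to 0.0429 after the group means were removed, and the 19 others -0.120 to 0.150. The block therefore takes degrees of freedom without a shared effect being seen.

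The correlation of the clones' log2 fold changes was 0.579 to 0.663 without each library: 0.579 without KO2 replicate 3, 0.589 without KO1 replicate 3, 0.609 without KO1 replicate 1, 0.661 without control replicate 1 and 0.663 without control replicate 2. The DNA replication, G2/M, proteasome and oxidative phosphorylation lists stayed higher in KO cells and below an adjusted p of 0.05 with RLE size factors, no filter, the replicate block and fry. Leaving out each library gave adjusted p of 1.41e-19 to 1.01e-16 for DNA replication, 1.32e-15 to 1.53e-12 for G2/M, 6.96e-09 to 5.12e-07 for the proteasome and 1.32e-14 to 1.48e-11 for oxidative phosphorylation. With camera at an estimated correlation, G2/M, the proteasome and oxidative phosphorylation each had 0.0505, no longer below the threshold.

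For the 28 genes named, 420 values under the alternatives kept the direction and side of the threshold in 376 cases, lost the call in 28, gained it in 10 and changed sign in 6, none of these in a called gene. Signs changed for Has2, Pura and Vcl, whose log2 fold changes without each library ranged from -0.061 (without control replicate 2) to 0.82, from -0.0072 (without KO1 replicate 1) to 0.16 and from -0.18 to 0.042 (without KO2 replicate 1). Has2 was also below 0 without KO2 replicate 1, at -0.038, and Vcl above 0 without control replicate 1, at 0.019, and without KO1 replicate 1, at 0.0416. Of the 17 called genes, 11 lost the call without control replicate 1 and 10 without control replicate 2, MaTAR25 among both, with adjusted p of 0.260 and 0.300, and 5 with the replicate block (MaTAR25, Pvt1, Immp2l, Pxn and Gm37691). MaTAR25 kept its call under the other alternatives, with adjusted p of 0.0227 to 0.0788. Tns1, not called over all genes, was called with DESeq2 (0.0595), DESeq2 with a prior (0.0477), the 3-group fit (0.0880) and without KO2 replicate 3 (0.0311), and was at 0.110 to 0.640 otherwise. Ilvbl was gained under the same settings and without KO2 replicate 4, and Cebpb in the 3-group fit. Of the genes lost elsewhere, Immp2l was lost with no filter and Pmp22 with the prior.

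Of the even-pool peaks, 20.2% were shared with the odd pool. The share was 17.6% with an overlap of at least 50% of both peaks, 25.3% at a score of at least 100, 21.8% among the 1000 highest-scoring peaks and 21.3% without chromosomes 2 and 3. The total-pool peaks in MMTV-Neu-NDL cells, 66.4%, became 64.8%, 68.1% and 68.6% in the first 3 of these, and 66.7% without those chromosomes.

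Matches to the MaTAR25 oligos move with their length by construction. With 10 bases they lay in 58.3% of even-pool, 64.9% of odd-pool, 63.5% of total-pool and 63.2% of MMTV-Neu-NDL peaks, with 14 bases in 3.27%, 3.36%, 3.93% and 3.91%, and at a score of at least 100 in 41.3%, 44.6%, 43.4% and 43.9%. They stayed above control regions in all of these. The odds ratio of pool-specific peaks, 1120, was 62.1 with 10 bases, 2629 at a score of at least 100 and 1780 without chromosomes 2 and 3. With 14 bases it could not be computed, because 0 of the even-only peaks matched an odd oligo. TGG runs of at least 3 lay in 10.5%, 3.20%, 8.62% and 10.8% of the peaks of the same lists, runs of at least 6 in 3.01%, 0.261%, 2.00% and 3.36%, and at a score of at least 100 the shares were 7.34%, 0.957%, 5.03% and 8.59%. Simple repeats of any unit lay in 15.8%, 12.8%, 12.8% and 14.6%, and here the odd-pool and total-pool peaks were below their control regions (13.6% and 13.7%). Control regions 50 kb away left the fold over control regions at 13.8 to 17.0 for the oligo matches.

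The overlap of changed genes with genes near peaks, 1305, became 2049 with the total-pool list alone, 359 at a score of at least 100 and 493 with the Nearest Ensembl column. It was 924 with peaks inside genes, 1139 without chromosomes 2 and 3 and 1608 with DESeq2. Leaving out each library gave 173 to 1507, with 173 without control replicate 1 and 217 without control replicate 2, where fewer genes were called. No Fisher p of these settings was below 0.05, the lowest being 0.0617 for peaks inside genes.

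With 2 control libraries the smallest exact permutation p of a gene is 0.0278. At the depth of these libraries MaTAR25 had 0 to 11 counts per KO library, and genes at this level carry wide errors. The peak lists give no depth, so what it limits is unknown here.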

Differences from the paper's values

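Only DESeq2 with a prior on fold changes and the Nearest Ensembl column were chosen after the values were seen. The copy of Supplementary Data 1 used here holds only part of its 3035 genes, and that of Supplementary Data 4 holds 445 genes. The paper's errors are the standard errors of its table, and the larger error of a gene is the larger of that and the standard error of the edgeR fit of all libraries here.

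For Tns1 the paper's log2 fold change is -1.40 (error 0.54), and the value here is -2.41 (error 0.93). For Zhx2 they are -1.22 in the paper and -1.47 here, for Ggnbp2 -0.61 in the paper and -0.90 here, and for Cebpg -1.47 in the paper and -2.11 here. Of 11 named genes that the paper's table holds, all 11 have the same sign here and all 11 are larger in size than in the paper, and the other 7, MaTAR25 among them, lie within the larger error. Over the genes of the held part of the paper's table that edgeR tested, the median ratio of the value here to the paper's is 1.26. Of the alternatives set before the data were examined, Tns1 lies within the paper's error only without control replicate 1 (-1.35). It lies within the larger error, 0.93, also without KO1 replicate 3 (-2.22), KO2 replicate 1 (-2.27), KO2 replicate 2 (-2.29) or KO2 replicate 4 (-2.22), and not with DESeq2, RLE size factors, no filter, the 3-group fit, the replicate block or without any other library. Zhx2 lies within the larger error with the replicate block and without control replicate 1, KO1 replicate 3, KO2 replicate 1 or KO2 replicate 3, and not under the other alternatives. Ggnbp2 lies within it without control replicate 2, KO2 replicate 1 or KO2 replicate 2, and not under the others. Cebpg lies outside it under every one of these alternatives. DESeq2 with a prior on fold changes, chosen after the values were seen, gives -1.65 for Tns1 and -1.42 for Zhx2, within the paper's errors, and -0.87 for Ggnbp2 and -2.02 for Cebpg, outside them, and it does not call 289 of the genes in the held part of the paper's table. Of the same genes, edgeR calls 1547 (77.4%) and DESeq2 1714 (85.7%), and 452 are not called by edgeR and 285 not by DESeq2. Of the 1980 that edgeR tested, 1979 have the paper's sign. The paper's table holds Tns1 and Ilvbl as changed. Here neither is called by edgeR, and both are called by DESeq2, with and without the prior, by the 3-group fit and without KO2 replicate 3, and Ilvbl also without KO2 replicate 4.

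The paper gives 446 genes both changed in KO cells and near a ChIRP target, and the overlap here is 1305. With a score of at least 100 it is 359, within 1.5 times of the paper's number. The other alternatives set before the data were examined stay apart from it: 2049 with the total-pool list, 924 with peaks inside genes, 1608 with DESeq2, and 173 to 1507 without each library. The Nearest Ensembl column, chosen after its counts were seen to match the paper's, gives 493, also within 1.5 times. All of the 445 genes that the paper lists in Supplementary Data 4 have a nearest peak in both pools here, and 332 of them are in the overlap of 1305. The other 113 are not in it, because edgeR does not call them. With the Nearest Ensembl column the numbers are the same, 332 in the overlap and 113 not. With DESeq2 385 are in the overlap and 60 not, and with a score of at least 100 117 are in it and 328 not. The paper's number of genes near a ChIRP target is about 4700 in Fig. 4c, read by eye, and the number here is 18050. It is 4376 at a score of at least 100 and 6922 with peaks inside genes, both within 1.5 times, and 28475 with the total-pool list, which is not. The Nearest Ensembl column gives 4705 genes. The sites in the total, odd and even lists together number about 4500 in Supplementary Fig. 4a, read by eye, and 12778 total-pool peaks here. Counted as entries of the Nearest Ensembl column, chosen after seeing the match, the lists share 4484, and no alternative set before the data were examined was run for this count.

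Fig. 4c lists Cebpg among the top targets of the odd and even pools. Here 8 of the 9 genes it lists have a nearest peak in both the odd-pool and the even-pool list, and Cebpg, also by nearest promoter, has 0 peaks in the 3 lists of 4T1 cells and 1 in the list of MMTV-Neu-NDL cells, with a score of 18.8 on chromosome 7 from 35051607 to 35052106.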

Other observations

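The comparison of the motifs of Supplementary Fig. 4a with the oligos was chosen only after the result was seen, and the sequence test of the even list was written after its overlaps at coordinates of chromosome 3 had been seen and replaced a test on peaks that were chosen by these overlaps.

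Peaks that a single oligo pool gave held matches to the oligos of their own pool. That the oligos bind matching DNA directly was tested on these peaks, and the odds ratio of 1120 is what this explanation predicts. Sequence shared with MaTAR25 RNA outside the oligos was argued against: the median fold over control regions was 7.38 to 19.0 for the oligos and at most 1.11 for 20-base windows of the transcript that no oligo covers, with a permutation p of 1e-05, the smallest that 100000 permutations can give. The exceptions over 2-fold were the window from base 1799, at 5.77 to 6.65-fold in 3 lists, and those from bases 1171, 2215 and 2415 in the odd list and 1352 in the total list, at 2.02 to 2.43-fold. All of the 7 distinct motifs of Supplementary Fig. 4a, or 100%, are stretches of the oligos, where 5.16% of the stretches of this length in the transcript are. Direct binding of oligos to DNA may thus account for part of the sites. It does not need to account for all: 24.2% of total-pool peaks hold a match of at least 12 bases, weaker pairing was not tested, and a pulldown without RNA was not used here.

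TGG repeats differ between the pools. Even-only peaks held them 12.6-fold over control regions and odd-only peaks 1.03-fold, while peaks that both pools gave held them 6.07-fold in the even list and 4.97-fold in the odd list. Binding of the repeats by oligo 4, the even oligo that holds GGTGGTGGAGAT, stays open. The difference between the pool-specific peaks goes with it, but matches to oligo 4 lay in 13.2% of the shared and 1.79% of the even-only peaks of the even list, where TGG runs lay in 3.30% and 6.17%. A sequence preference of other even oligos was not tested.

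Peaks that both pools gave held matches to oligo 4 of the even pool in 13.2% of cases, and GGTGGTGGAGAT in 2.86%, against 0.0892% of even-only and 0.0932% of odd-only peaks. Pairing of MaTAR25 RNA next to the oligo 4 sequence was argued against: of the matches that reach an end of oligo 4, 24.4% (123 of 505) went on into the neighbouring MaTAR25 sequence, against 33.5% (55 of 164) in even-only peaks. Oligo 4 is not alone in this: the same peaks of the even list held matches to even oligo 6 in 6.59% (34.4-fold over control regions), to odd oligo 5 in 5.35% (27.9-fold) and to odd oligo 3 in 2.29% (24.9-fold). Why both pools give sites that match an oligo of a single pool, the Tns1 site among them, stays open. Pairing of MaTAR25 RNA with these sites at the oligo 4 sequence itself, and MaTAR25 at these sites through a protein, were not tested.

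The even list of 4T1 cells holds 0 peaks on chromosome 3 and 8877 on chromosome 2. Of these, 2915 overlap odd-list or total-list peaks only at the same coordinates of chromosome 3, 3620 only at those of chromosome 2, 351 at both and 1991 at neither. A mislabelled chromosome was tested on the 1991, which neither the odd nor the total list of 4T1 cells had chosen. The MMTV-Neu-NDL list was not used in choosing them. A match to an even oligo lay in the chromosome 3 sequence at their coordinates in 5.12% (95% interval 4.21 to 6.22) of the 1854 that end before its end, in the chromosome 2 sequence in 6.23%, and in the sequences of the 19 other chromosomes in 0.279 to 1.51%. Part of the even-list peaks labelled chromosome 2 may therefore lie on chromosome 3. Of the 8877, 642 lie beyond the end of chromosome 3. No biological explanation was tested.

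Changed genes were no more frequent among genes nearest to both an even-pool and an odd-pool peak than among the other tested genes. These peaks could lie at any distance from the gene and need not overlap each other. Genes nearest to sites that both pools gave were not tested. Over 5 groups of gene length the Mantel-Haenszel odds ratio was 1.00 (95% interval 0.916 to 1.09), and since the unadjusted odds ratio was already 1.01, gene length cannot be told apart from no relation.

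Of the genes next to MaTAR25, Snai1 had a log2 fold change of 0.07 in KO cells (adjusted p = 0.890 from edgeR), Cebpb -0.87 (0.249) and Ptpn1 0.20 (0.760). In the separate clones Cebpb was at -0.24 in KO1 (adjusted p = 0.519) and -1.64 in KO2 (0.00232), and Ptpn1 at -0.52 in KO1 (0.0562) and 0.57 in KO2 (0.0371). Purb had 0.20 (0.391), Actb 1.15 (0.00362) and Gapdh 0.64 (0.0284). The medians of single chromosomes in KO against control cells ranged from -0.28 on chromosome 12 to 0.43 on chromosome X.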
